# Lesion environments direct transplanted neural progenitors towards a wound repair astroglial phenotype in mice

**DOI:** 10.1038/s41467-022-33382-x

**Published:** 2022-09-28

**Authors:** T. M. O’Shea, Y. Ao, S. Wang, A. L. Wollenberg, J. H. Kim, R. A. Ramos Espinoza, A. Czechanski, L. G. Reinholdt, T. J. Deming, M. V. Sofroniew

**Keywords:** Regeneration and repair in the nervous system, Astrocyte

## Abstract

Neural progenitor cells (NPC) represent potential cell transplantation therapies for CNS injuries. To understand how lesion environments influence transplanted NPC fate in vivo, we derived NPC expressing a ribosomal protein-hemagglutinin tag (RiboTag) for transcriptional profiling of transplanted NPC. Here, we show that NPC grafted into uninjured mouse CNS generate cells that are transcriptionally similar to healthy astrocytes and oligodendrocyte lineages. In striking contrast, NPC transplanted into subacute CNS lesions after stroke or spinal cord injury in mice generate cells that share transcriptional, morphological and functional features with newly proliferated host astroglia that restrict inflammation and fibrosis and isolate lesions from adjacent viable neural tissue. Our findings reveal overlapping differentiation potentials of grafted NPC and proliferating host astrocytes; and show that in the absence of other interventions, non-cell autonomous cues in subacute CNS lesions direct the differentiation of grafted NPC towards a naturally occurring wound repair astroglial phenotype.

## Abstract (web summary)

Effects of lesion environments on transplanted neural progenitor cells (NPC) are not well characterized. Here, the authors show that NPC transplanted into CNS lesions generate cells that share transcriptional and functional features with host wound repair astroglia in mice.

## Introduction

Neural tissue that is lost to injury or disease in the mature mammalian central nervous system (CNS) is not spontaneously replaced. Instead, naturally occurring and conserved CNS wound repair mechanisms generate lesions in which non-neural lesion cores of fibrotic and inflammatory cells are partitioned from adjacent preserved neural tissue by newly formed astroglial borders^1–10^. Although this wound repair response is effective in clearing debris, limiting infection, and protecting nearby viable neural tissue, the resulting lesions often contain large volumes of non-neural fibrotic scar tissue that lacks the specialized neural cells necessary to support axon regeneration or the remodeling of neural circuits^10–14^.

Neural cell transplantation represents one potential therapeutic strategy for replacing lost neural tissue and improving outcome after CNS insults^15–18^. Different types of cell transplantation are being explored for this purpose, including fetal cell grafts^19–24^, adult neural progenitor cells (NPC)^25–27^, and NPC derived from lines of embryonic stem cells (ESC) or induced pluripotent stem cells (iPSC)^28–32^. Despite considerable progress in the derivation, production and transplantation of NPC into CNS injuries, many questions remain about the roles of cell autonomous versus non-cell autonomous factors in determining NPC differentiation and their neural repair support functions after grafting in vivo^33^.

Here, we examined how transplantation of NPC into different CNS environments altered their gene expression and differentiation fate in vivo. To do so we derived NPC from mouse embryonic stem cells (ESC) that constitutively express the ribosomal protein Rpl22 with a hemagglutinin (HA) tag (Rpl22-HA), also known as RiboTag, which permits cell-specific transcriptional profiling by RNA sequencing (RNAseq) and immunohistochemical characterization of HA-positive cells^34,35^. These RiboTag-NPC permit the selective transcriptomic analysis of NPC and their progeny after transplantation into host tissue in vivo even when the NPC are present in relatively small numbers compared with host cell numbers, and without the need for mechanical tissue dissociation and cell sorting that have the potential to induce transcriptional changes. We first extensively characterized these Rpl22-HA-expressing NPC (RiboTag-NPC), in vitro, including determining their transcriptional responses to factors known to induce different types of differentiation. We then used these well-characterized RiboTag-NPC to selectively evaluate NPC transcriptional profiles and differentiation fates following transplantation into uninjured CNS or into CNS lesions after forebrain stroke or spinal cord injury. We compared NPC transcriptional responses in vivo with NPC transcriptional responses in vitro to specific non-cell autonomous molecular cues that modified their differentiation; and we compared NPC differentiation phenotypes in vivo with the profiles of newly proliferated host astroglia that naturally adopt wound repair functions. We found that non-cell autonomous cues powerfully modify NPC transcription and can instruct different differentiation fates both in vitro and in vivo, and that grafted NPC are directed towards different cell fates by non-cell autonomous cues in uninjured or lesioned CNS tissue. Our findings reveal similarities between the transcriptional profiles, cellular morphologies, and certain functional features of cells derived from NPC transplanted into subacute CNS lesions and host astroglia that are stimulated by CNS injuries to proliferate and adopt a naturally occurring, border-forming wound repair astroglial phenotype.

## Results

### Neural induction and expansion of RiboTag mESC derives reproducible and stable NPC lines

Mouse ESC expressing RiboTag through Cre-Lox recombination (Fig. 1a) was used to generate NPC by neural induction and expansion^35,36^ (Fig. 1b). A single female mESC line that expressed RiboTag was used to generate NPC for all experiments in this study. Discrete multicellular ESC colonies (Fig. 1c) were transitioned into spindle-shaped NPC and expanded as adherent monolayer cultures rather than as floating neurospheres (Fig.1d). 

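RNA bound to HA-tagged ribosomes was sequenced from ESC (n = 4) and from NPC at passages 5, 15 and 30 of the first derivation (NPC P5, P15 and P30, n = 4 each) and at passage 15 of the other derivations (NPC P15 D2, n = 6; NPC P15 D3, n = 4). The gene counts of each library summed to 63904283–89507835 (median 75269738) in ESC, 73481876–88367469 (median 81975352) in NPC P5, 44477311–79934282 (median 71006950) in NPC P15, 30473157–147764968 (median 69685882) in NPC P30, 13473855–18085106 (median 15318968) in NPC P15 D2 and 50673074–79578983 (median 59498711) in NPC P15 D3. The paper gives n = 4 for each group, and all 6 of the NPC P15 D2 libraries are used here. Those 6 libraries are single-read and the others paired, so D2 differs from ESC in read type as well as in cell. The authors trimmed the reads in Galaxy, aligned them to mm10 with HISAT2 and counted reads per gene with featureCounts. Those counts were the starting point here, and each NPC group was compared with ESC by edgeR quasi-likelihood tests after TMM scaling, with a DEG defined at an adjusted p below 0.01. Both panels were followed as the median log2FC of their genes, with non-DEGs set to 0 as the paper does, and each SD is that between replicates. All 44 genes of each panel were found among the counted genes. Gene positions are given on GRCm38.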

Transcriptome profiling by bulk RiboTag RNA Sequencing (RNA-Seq) showed gain of NPC phenotype and loss of ESC characteristics assessed using defined panels of canonical genes for each cell type^37^. 

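The median log2FC of the 44 ESC genes was −9.38 (SD 0.79) in NPC P5, −9.87 (SD 0.56) in NPC P15, −9.30 (SD 0.54) in NPC P30, −9.23 (SD 0.34) in NPC P15 D2 and −9.34 (SD 0.29) in NPC P15 D3. DEGs among them numbered 42, 42, 43, 42 and 43 in the same order, all lower in NPC. For *Dppa4* (chromosome 16, 48283735–48294292) the mean level went from 153 ± 8.48 CPM in ESC to 0.0155 ± 0.0310 CPM in NPC P15. The other NPC groups held at most 0.0245 CPM of it. In NPC P15, *Pou5f1* (chromosome 17, 35506032–35510777, log2FC −13.42, SE 0.10, adjusted p = 7.2e-15) and *Nanog* (chromosome 6, 122707489–122714633, log2FC −10.71, SE 0.26, adjusted p = 2.0e-11) fell together with it. Keeping the log2FC of genes that were not DEGs moved the D2 median most, to −10.49. Over the 6 D2 libraries, the median difference from the ESC mean ran from −9.16 to −8.28 log2 CPM: −8.65, −8.98, −8.83, −8.28, −9.16 and −9.15, in replicate order.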

NPC generation markedly reduced ESC gene expression with a median log_2_Fold Change (FC) of approximately −10 (Fig. 1e, f, h). 

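Across the 44 neural stem cell genes, the median log2FC against ESC was 4.63 (SD 0.03) in NPC P5, 4.87 (SD 0.13) in NPC P15, 5.14 (SD 0.01) in NPC P30, 4.57 (SD 0.03) in NPC P15 D2 and 4.44 (SD 0.15) in NPC P15 D3. None of these genes was a lower DEG, and 42, 42, 44, 43 and 43 were higher DEGs, respectively. In NPC P15 the largest of 3 canonical markers was *Fabp7* (chromosome 10, 57784923–57788450, log2FC 9.17, SE 0.10, adjusted p = 1.2e-13), followed by *Sox9* (chromosome 11, 112782210–112787757, log2FC 8.11, SE 0.29, adjusted p = 4.5e-10) and *Nes* (chromosome 3, 87971093–87980451, log2FC 5.21, SE 0.10, adjusted p = 4.7e-12). The replicate number as a block moved the NPC P15 D3 median most, to 4.77. The D2 libraries gave 4.94, 4.95, 4.93, 4.95, 4.95 and 4.88 log2 CPM above the ESC mean, in replicate order.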

Concurrently, NPC derivation induced increased expression of canonical neural stem cell genes with a median log_2_FC of approximately +5 (Fig. 1h). Loss of protein expression of ES markers Dppa4, Oct4, Nanog as well as emergence of NPC markers Nestin, Sox9 and Fabp7 by immunocytochemistry (ICC) and quantitative western blotting (WB) further supported successful NPC generation (Fig. 1g, Supplementary Fig. 1h, i). RiboTag-derived HA-positive ribosome expression was consistently and robustly detected in all cells across all in vitro evaluations including in mESC colonies, NPC derivations and differentiated NPC populations (Fig. 1g). To evaluate reproducibility and variability, three unique NPC derivations (D) were generated from different ESC cultures. To assess NPC stability and genetic drift, multiple passages (P) of a single NPC derivation up to passage 30 were generated. 

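Against ESC, 10407 of 15509 tested genes were DEGs in NPC P5 (5045 higher, 5362 lower), 10311 in NPC P15 (4949 and 5362), 10547 in NPC P30 (5267 and 5280), 11499 in NPC P15 D2 (5382 and 6117) and 10814 in NPC P15 D3 (5125 and 5689). Their union held 13767 genes, of which 7234 (52.5%) were DEGs in all 5 groups. Leaving out 1 library at a time kept each count within 9902–10369 for the first derivation. Fitting all groups together moved the NPC P15 count most, to 11672. The labels of ESC and NPC cultures share replicate numbers. With the replicate number as a block, the 5 fits gave 9499, 9379, 9532, 10640 and 9970 DEGs, and the deviations of same-numbered libraries had r of −0.00745, −0.00565, 0.00149, 0.00136 and 0.00614.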

Samples from 5 unique NPC groups with different D and P combinations were profiled by bulk RNA-Seq (Fig. 1e, f, h, Supplementary Fig. 1a–g). Principal Component Analysis (PCA) of transcriptome differences showed minimal variation amongst NPC groups and comparably large differences between all NPC groups and the ESC state (Fig. 1i, Supplementary Fig. 1a, b). 

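On the mean log2FC of the 13767 union DEGs against ESC, with ESC at 0, the first component held 62.0% of the variance (SD 1.16 with each replicate in turn) and the next 12.0% (SD 0.985).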

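Over the union of DEGs, the cosine between the log2FC vectors of 2 NPC groups averaged 0.882 (SD 0.00380 between replicates) for the 10 pairs, from 0.855 (NPC P5 and NPC P15 D2) to 0.906 (NPC P5 and NPC P15 D3). The 4 pairs that include the single-read D2 group were the 4 lowest. Euclidean distances between NPC groups averaged 203 log2 units, with a maximum of 225, against a mean of 418 and a minimum of 396 from ESC. The ratio of the means was 0.487 (SD 0.00993).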

Two independent and complementary metrics, PCA Euclidean distance and Cosine Similarity (CS), showed high correlation amongst the different NPC groups but large and equivalent differences relative to ESC (Supplementary Fig 1c, e–g). 

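Restricted to the 88 panel genes, the mean cosine of the 10 NPC pairs was 0.9799 (SD 0.00129), from 0.969 for the lowest pair to 0.9902 for the highest. The distance between NPC groups came to 0.215 (SD 0.00652) of their distance from ESC.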

Limiting comparisons to 88 DEGs comprising the canonical ESC and NPC gene panels strengthened the similarity amongst NPC groups compared with the full complement of 14,532 DEGs (Supplementary Fig 1e).

**Fig. 1:**
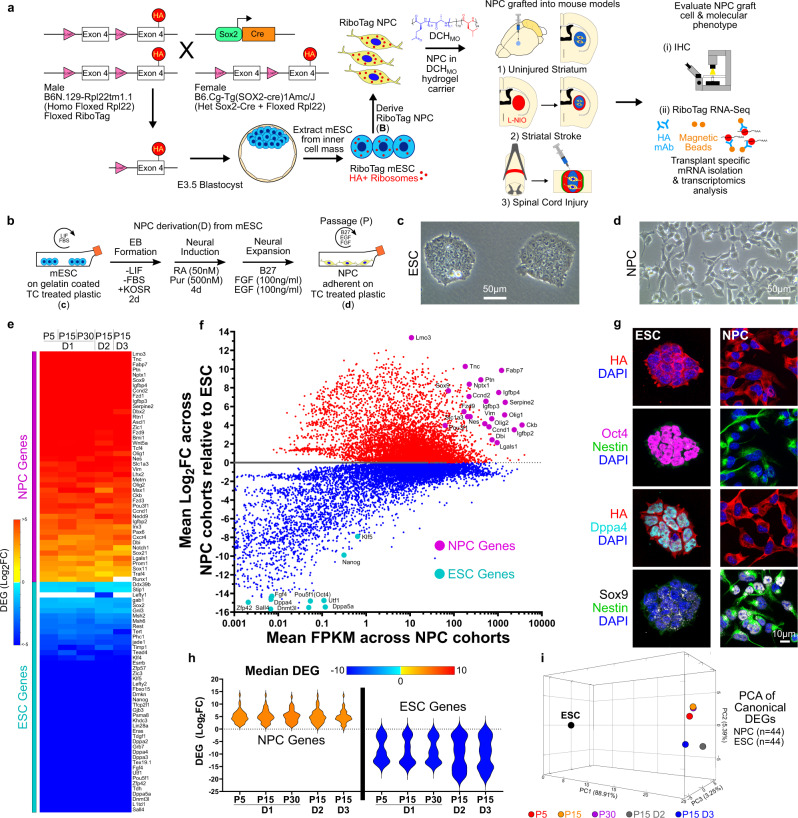
Neural induction and expansion of RiboTag mESC derives reproducible and stable NPC lines. **a** Schematic of RiboTag ESC derivation by Cre-Lox recombination and experimental workflow. **b** Schematic of NPC derivation by sequential neural induction and expansion. **c** Phase contrast image of ESC colonies. **d** Phase contrast image of adherent NPC. **e** Heatmap of DEGs for ESC and NPC gene panels for NPC at different Passages (P) and derivation (D). **f** M–A Plot of mean transcriptome differences averaged across NPC derivations (5 groups, *N* = 4 samples per group) referenced to ESC (*N* = 4 samples) showing increased expression of NPC genes and decreased expression of ESC genes. **g** Immunocytochemistry of ESC and NPC samples showing robust expression of HA-positive ribosomes across both cell types as well as downregulation of ESC markers (Oct4, Dppa4) and upregulation of neural stem markers (Nestin, Sox9) following application of neural induction and expansion procedures. **h** Violin plots of DEGs for the different NPC derivations (D) and passages (P) for the canonical NPC gene and ESC gene panels with color scale based on median DEG for each derivation. **i** 3D PCA of NPC samples from different derivations (D) and passages (P) using canonical NPC gene and ESC gene panels (44 genes for each panel).

These data show that RiboTag-NPC derived from a common ESC stock by standard neural induction and expansion protocols are genetically stable and maintain unaltered RiboTag expression across serial passages and up to 4 months of constant culture with minimal differences between derivation or passage. 

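The paper concludes that derivation and passage make little difference because every NPC group lies far from ESC and close to the others, on all DEGs and more so on the panel genes. Compared directly, NPC P15 of the first derivation against D2 and D3 gave 7354.0 and 6904.0 DEGs by the same edgeR test. The D2 part of that difference joins derivation with read type, which cannot be separated in these libraries. RiboTag protein and karyotype were not analysed here.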

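Of the 88 panel genes, those called in the stated direction numbered 84, 84, 87, 85 and 86 in NPC P5, P15, P30, P15 D2 and P15 D3. Among all genes with a mean of at least 10 CPM in either group, the largest increase over ESC in NPC P15 was *Lmo3* (chromosome 6, 138362918–138582206, 0 to 25.5 ± 2.27 CPM), which also ranked in the top 3 of the other 4 groups. *Zfp42* (chromosome 8, 43295067–43307009, 94.7 ± 3.88 to 0 CPM) was among the largest decreases. The ESC levels of *Lmo3* and the NPC levels of *Zfp42* lie at or under 3 counts per library, so their folds have no upper bound here.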

RiboTag-NPC express well-established canonical neural stem cell genes and significantly downregulate all canonical embryonic stem cell genes making them suitable candidates for further investigation.

### RiboTag-NPC spontaneously differentiate into astrocyte and oligodendroglia lineage cells in vitro with phenotypes modulated by exposure to specific molecules

RiboTag-NPC maintained in serum-free medium with mitogens EGF and FGF retain multipotency over serial passages, and as expected^38^ undergo spontaneous, cell autonomously regulated differentiation (SPONT) over 4 days under reduced EGF/FGF conditions (Fig. 2a) which induced upregulation of astroglial and oligodendroglia lineage genes and downregulation of neural stem and proliferation genes (Fig. 2b). 

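RiboTag RNA of NPC kept for 4 days with EGF and FGF lowered from 100 to 1 ng/ml (SPONT) was sequenced beside cultures given the same medium with CNTF (100 ng/ml), IGF-1 (100 ng/ml) or 1% FBS, with n = 4 each. Library sums were 62174188–76772832 (median 70081380) in SPONT, 55269375–74847119 (median 61174140) in CNTF, 70773147–77968355 (median 72073572) in IGF-1 and 61590713–90483031 (median 76582690) in 1% FBS. The paper does not name the NPC group used as reference. NPC P15, of the passage shared by the 3 derivations, was set as the reference here before the data were seen. NPC P5, P30, D2 and D3 were tried as other references. In SPONT, 8491 of 14852 tested genes were DEGs, 4420 higher and 4071 lower. With NPC P15 D3 as the reference there were 9203, and fitting all groups together moved the count most, to 11409. *Gfap* (chromosome 11, 102887336–102897200) rose from 15.2 ± 2.05 to 7879.9 ± 1815 CPM (log2FC 9.15, adjusted p = 1.1e-10). Of the 29 progenitor genes, 26 were lower DEGs. The cultures share replicate numbers. With the replicate number as a block, SPONT had 7998 DEGs, and same-numbered deviations had r = 0.0116.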

We examined the effects of different well known extracellular stimuli on NPC gene expression and differentiation in vitro so as to enable comparisons with changes in phenotype and gene expression undergone by NPC transplanted in vivo. We added CNTF or 1% FBS to promote astrocyte differentiation^36,39,40^; and IGF-1 to promote oligodendroglia differentiation^41^. We compared variations in transcription profiles using reference gene panels for Astrocyte lineage, Oligodendrocyte lineage, and Neuronal lineage cells (Supplementary Table 1). 

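Of the genes printed for each panel, 400 of 428 astrocyte and 203 of 211 neuronal genes matched a counted gene, as did all but 10 of the 112 oligodendroglia genes. The progenitor panel matched 29 of 32. These matched genes form the panels used here.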

The healthy astrocyte gene panel was derived by performing meta-analysis of eight unique archival datasets of astrocyte-specific gene expression and contained 429 genes that were identified to be astrocyte enriched genes in at least 5 of the 8 datasets (Supplementary Fig 2). Oligodendrocyte lineage and neuronal gene panels were derived using PanglaoDB single-cell datasets^42^. 

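DEGs against NPC P15 numbered 10181 with CNTF (5101 higher, 5080 lower), 10390 with IGF-1 (5332 and 5058) and 9520 with 1% FBS (4856 and 4664). Together with SPONT the union held 12059 genes, 7210 of them DEGs under all 4 conditions. The first component took 65.3% of the variance (SD 0.482) and the other 15.1% (SD 0.540). Cosines with SPONT over the union were 0.8501 (SD 0.00449) for CNTF, 0.911 (SD 0.0107) for IGF-1 and 0.879 (SD 0.0103) for 1% FBS. Within panels they were, for astrocyte genes, 0.951 (SD 0.00358), 0.979 (SD 0.00527) and 0.966 (SD 0.00418) in that order. For oligodendroglia genes they were 0.959 (SD 0.00535), 0.938 (SD 0.0125) and 0.932 (SD 0.00505), and for neuronal genes 0.875 (SD 0.0155), 0.951 (SD 0.0110) and 0.921 (SD 0.0229). With the replicate number as a block the DEG counts were 9652, 10002 and 8872 (r of same-numbered deviations 0.00776, 0.00788 and −0.00724). Compared directly with SPONT, CNTF gave 2961 DEGs (r = −0.0465, 2059 with the block, 4268 with DESeq2). IGF-1 gave 979, 418 higher and 561 lower (r = −0.0207). That last count varied with the fit, with 1 DEG under the block (higher in IGF-1) and 4030 with all groups in 1 fit, and without 1 library at a time it ran from 0 to 5724.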

PCA and CS analysis of all 14,017 DEGs (Fig. 2c) or neural cell type-specific DEGs (Supplementary Fig. 3a, b) revealed large differences for all differentiated cells compared to the NPC state (defined by PC1) and smaller but measurable variation among the four differentiation conditions (defined by PC2). 

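The median log2FC of the astrocyte panel was 0.97 (SD 0.10) for SPONT, 0.76 (SD 0.02) for CNTF, 0.92 (SD 0.12) for IGF-1 and 1.29 (SD 0.10) for 1% FBS. Higher/lower DEGs in it numbered 237/55, 230/83, 244/69 and 264/56. For oligodendroglia genes the median was 0 for SPONT, 0 for CNTF, 0.83 (SD 0.11) for IGF-1 and 0 for 1% FBS, with 49/19, 50/29, 56/21 and 50/22 DEGs higher/lower. Medians of single replicates, in which non-DEGs keep their difference, ran from 1.30 to 1.60, from 1.04 to 1.47, from 1.25 to 1.49 and from 1.12 to 1.25 in the same order. Neuronal genes had a median of 0 under all 4 conditions, with 61/34, 60/49, 71/46 and 60/42 DEGs. Progenitor genes had medians of −1.95 (SD 0.04) for SPONT, −1.46 (SD 0.09) for CNTF, −1.85 (SD 0.03) for IGF-1 and −1.99 (SD 0.07) for 1% FBS. With NPC P15 D3 the astrocyte median for SPONT was 1.36 and the oligodendroglia median 1.05, and with NPC P15 D2 the astrocyte median was 0.56. Keeping the log2FC of non-DEGs gave 1.44 and 1.42 for SPONT. From panel medians the paper concludes that glial fates dominate under every condition. The medians put the astrocyte and progenitor panels on opposite sides of 0 under all 4 conditions. For oligodendroglia genes 3 of the 4 medians were 0 with NPC P15 as the reference, and higher DEGs outnumbered lower ones under each condition.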

Astroglia and oligodendroglia lineage phenotypes emerged as the dominant transcriptomic signatures amongst all differentiation conditions, with little overall change in neuronal genes but comprehensive downregulation of NPC and proliferation genes (Fig. 2d). 

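Host spinal cord astrocytes of healthy mice (n = 9) served for comparison, with 69708549–97184599 (median 77830415) counts per library. FPKM were recalculated from the counts with union-exon lengths from GENCODE M21. Levels under SPONT, CNTF, IGF-1 and 1% FBS were, as percentages of the healthy mean, 37.4, 104.8, 65.0 and 88.2 for *Gfap*, 67.2, 68.0, 94.2 and 82.2 for *Apoe* and 80.5, 20.2, 124 and 106 for *Pla2g7*. For *Slc1a3* they were 75.5, 53.2, 51.2 and 119.8, for *Sparc* 63.0, 64.1, 56.1 and 75.2, for *Ndrg2* 57.6, 37.4, 51.7 and 63.8 and for *Id3* 57.2, 73.7, 95.8 and 109. In absolute terms, *Gfap* stood at 1868 ± 430.2 FPKM in SPONT, 5236 ± 95.5 in CNTF and 4994 ± 432 in healthy astrocytes. *Slc1a3* (chromosome 15, 8634124–8710807) was already high in NPC: against NPC P15 it changed by a log2FC of −0.28 in SPONT (adjusted p = 0.15), −0.76 in CNTF, −0.79 in IGF-1 and 0.39 in 1% FBS. Of the 28 pairs of gene and condition, only *Pla2g7* with IGF-1 (log2FC 0.04, adjusted p = 0.64) and *Slc1a3* with 1% FBS (−0.10, adjusted p = 0.33) were not DEGs against healthy astrocytes by edgeR. The percentages use library sizes without TMM scaling. With it, healthy levels were higher, 100.1 FPKM for *Slc1a3* against 95.0 in 1% FBS, and 6304 for *Gfap* against 5305 in CNTF.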

For many astrocyte genes (including *Gfap*, *Apoe, Pla2g7, Slc1a3, Sparc, Ndrg2, Id3*), the expression levels (by FPKM) after in vitro differentiation were comparable to the levels detected for healthy mouse spinal cord astrocytes in vivo where RNA was recovered using transgene-derived RiboTag-HA expressed via Gfap-Cre (Supplementary Table 2). However, other astrocyte genes (*Slc7a10, Myoc, Fam107a, Gjb6, Slc1a2, Aqp4, Aldh1a1, Slc2a4, S100b, Atp1a2*), were not expressed by astroglia differentiated from NPC at in vivo astrocyte levels but were generally increased compared to NPC. 

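The highest level under any of the 4 conditions, as a percentage of the healthy mean, was 0.1705 for *Slc7a10*, 1.27 for *Myoc*, 0.350 for *Fam107a*, 0.642 for *Gjb6*, 3.91 for *Slc1a2*, 5.34 for *Aqp4*, 13.1 for *Aldh1a1*, 14.1 for *Slc2a4* and 9.33 for *S100b*. Against NPC P15, *Aqp4* (chromosome 18, 15389394–15410982) rose by a log2FC of 5.66, 6.60, 5.84 and 6.81 and *S100b* by 3.14, 2.43, 4.19 and 2.98 in SPONT, CNTF, IGF-1 and 1% FBS. *Slc7a10* was not a DEG under any condition (log2FC −0.46, −0.55, −0.56 and −1.12, smallest adjusted p = 0.064). *Gjb6* (log2FC 2.52, adjusted p = 0.0020) and *Fam107a* (2.14, adjusted p = 4.2e-04) were DEGs only with 1% FBS. *Myoc* was not called in SPONT (adjusted p = 0.016), nor was *Slc2a4* in CNTF (adjusted p = 0.024).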

IGF-1 evoked the highest increase in oligodendrocyte gene expression (Fig. 2d, Supplementary Fig. 3a).

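IGF-1 was the only condition whose oligodendroglia median was above 0, and it had the most higher DEGs of that panel, 56 of those matched. *Gpr17* (chromosome 18, 31942999–31949890, log2FC 12.78, adjusted p = 2.2e-13) was among its 3 largest increases. The ranking of the median kept IGF-1 first with NPC P15 D3 as the reference (1.38, against 1.05 for SPONT, 1.02 for CNTF and 0.66 for 1% FBS), but with all groups in 1 fit SPONT came first (1.35 against 1.23).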

**Fig. 2:**
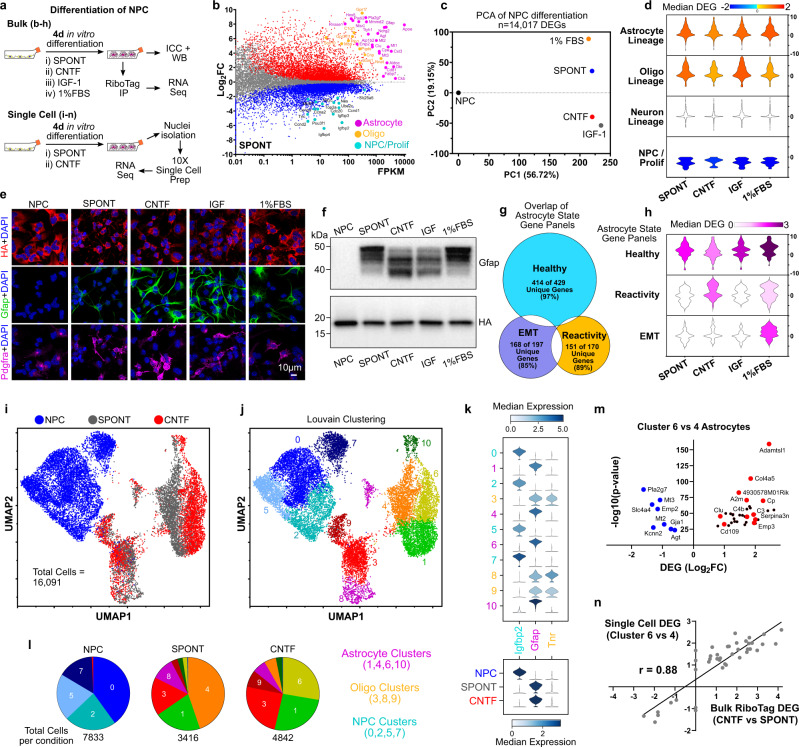
NPC cell autonomously differentiate into astrocyte and oligodendroglia lineage cells in vitro with phenotype modulated by specific molecules. **a** Schematic of experimental approach for evaluating in vitro NPC differentiation. **b** M–A Plot of Spontaneous (SPONT) differentiation referenced to NPC (*N* = 4 samples) showing increased expression of astrocyte and oligodendroglia lineage genes and decreased expression of NPC/proliferation genes. **c** PCA of all DEGs associated with NPC differentiation across the conditions referenced to NPC showing large differences for all differentiation conditions compared to the NPC state and variation amongst the unique differentiation conditions. **d** Violin plots of DEGs for neural cell-specific gene panels. The color of violin plot reflects the value of the median DEG for specified gene panel. **e** ICC staining of the differentiation conditions for astrocyte (Gfap) and oligodendroglia (Pdgfra) markers. All DAPI-positive cells across differentiation conditions are RiboTag (HA) positive. **f** Western blot for Gfap and HA showing variation in Gfap isoform bands amongst the various differentiation conditions. HA expression is not altered by differentiation condition. **g** Venn diagram of genes for the different astrocyte states derived through meta-analysis of published datasets showing minimal overlap of healthy astrocyte, reactivity and EMT genes. **h** Violin plots of DEGs from the healthy astrocyte, reactivity, and EMT gene panels that are amongst the top 2000 most differentially expressed genes for the differentiation conditions. The color of violin plot reflects the Median DEG for specified gene panel. **i** UMAP of 16,091 single-nuclei samples designated by NPC, SPONT, and CNTF condition and derived from the top 5000 uniquely expressed genes. **j** UMAP of 16,091 single-nuclei samples as in **i**) segregated by Louvain clustering algorithms into 11 unique clusters. **k** Violin plots of expression values for Igfbp2, Gfap and Tnr for the 11 unique clusters. Igfbp2 is highly expressed in NPC dominant clusters. Gfap is highly expressed in astrocyte clusters. Tnr is highly expressed in oligodendroglia lineage cell clusters. SPONT and CNTF conditions result in predominant astrocyte differentiation. **l** Pie charts for NPC, SPONT and CNTF conditions indicating the predominate cell populations for each condition. Cluster 0 (NPC) predominates in NPC sample. Astrocyte Cluster 4 predominates in SPONT condition whereas Cluster 6 Astrocytes are the dominant cell type in CNTF condition. **m** Volcano plot of DEGs identified by comparing Cluster 6 vs Cluster 4 astrocytes. Cluster 6 astrocytes upregulate numerous genes on the reactivity gene panel (red labeled markers) and downregulate several canonical healthy astrocyte genes relative to Cluster 4 cells (blue labeled markers). *p* values for DEGs determined by pairwise *t*-test (two-sided) with overestimated variance. **n** Correlation analysis of Single-nuclei RNA-Seq DEGs for Cluster 6 vs 4 astrocytes compared with bulk RiboTag DEGs for CNTF compared with SPONT. The DEGs identified by both methods show strong correlation (*r* = 0.88).

Gfap-positive astrocytes and Pdgfra-positive oligodendroglia were detected across all differentiation conditions by ICC, but expression levels and morphology patterns varied markedly (Fig. 2e). Variation in Gfap-positive cell morphology amongst differentiation conditions was associated with differences in Gfap isoform usage^43^ demonstrated by WB staining bands to mouse monoclonal and rabbit polyclonal Gfap antibodies (Fig. 2f). Lower molecular weight bands for Gfap were predominant in CNTF and IGF-1 conditions and this correlated with the observation of long filamentous morphologies by ICC under the same conditions (Fig. 2e). Higher molecular weight Gfap bands were more concentrated in SPONT and 1% FBS and correlated with weaker Gfap staining by ICC (Fig. 2e, f). Despite displaying similar Gfap bands, 1% FBS treated cells were flat and polygonal shaped whereas SPONT had long filamentous morphologies (Fig. 2e, f). RiboTag expression was maintained in every cell across all differentiation conditions (Fig. 2e, f). Some, but very few, Tuj-1 positive cells were detected in differentiation conditions but often colocalized with Gfap (Supplementary Fig. 3c).

To identify transcriptome differences amongst the four differentiation conditions that may be associated with the varied astrocyte cell morphologies identified by ICC, we analyzed the top 2000 most differently regulated DEGs which mathematically are the 2000 DEGs with the greatest variation across the four differentiation conditions. To profile transcriptome differences in astrocyte phenotype amongst the differentiation conditions we used the healthy astrocyte gene panel as before (Supplementary Table 1, Supplementary Fig. 2) and in addition generated gene panels for two other broad categorizations of astrocyte states: (i) a reactive astrocyte gene panel that was derived from meta-analysis of published acutely injured astrocyte transcriptomics data (Supplementary Fig. 4); and (ii) an EMT-like (epithelial to mesenchymal transition) gene panel that was adapted from Msigdb gene sets which has previously been applied by others to evaluate astrocytes responding to CNS injury^44,45^ (Supplementary Table 3). EMT-related genes were examined also because pro-regenerative zebrafish glia activate an EMT-like transcriptional program that is required for glial-bridging of axons and distinguishes zebrafish and mammalian glia after CNS injury^46^. There was minimal overlap of genes on these three astrocyte state gene panels with each gene panel having at least 85% unique genes (Fig. 2g). The top 2000 most different DEGs for the in vitro differentiation conditions, included genes from the Healthy (78 out of 429), Reactivity (40 out of 170) and EMT (49 out of 197) astrocyte state gene panels. 

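Ranking the 12059 union DEGs by the sum of absolute differences between the 4 log2FC, the top 2000 held 92 of 400 astrocyte (23%), 39 of 120 reactivity (32.5%) and 66 of the matched EMT genes (34.0%). The paper describes its 2000 as those varying most over the 4 conditions, without the formula. The reactivity panel here is the 120 of 130 listed genes that matched. The list was read from a scanned supplementary figure, and the matched genes come to 70.6% of the 170 genes in the paper.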

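Within the top 2000, the 92 astrocyte genes had median log2FC of 1.81 (SD 0.17) in SPONT, 1.47 (SD 0.12) in CNTF, 1.77 (SD 0.11) in IGF-1 and 2.71 (SD 0.09) in 1% FBS against NPC P15. For the 39 reactivity genes the medians were 0 in SPONT, 3.63 (SD 0.21) in CNTF, 2.00 (SD 0.29) in IGF-1 and 2.67 (SD 0.10) in 1% FBS, with 18/11, 25/7, 23/9 and 26/6 higher/lower DEGs. With this reference CNTF had the largest median and IGF-1 was above 0. The order of CNTF and 1% FBS depended on the setting: 1% FBS came first with NPC P15 D3 as the reference (3.84 against 2.73), NPC P5 (2.86 against 2.79), DESeq2 (3.09 against 2.85) and the replicate block (3.06 against 2.81). With NPC P15 D2 the medians were 1.51 for CNTF, 0.10 for IGF-1 and 0 for 1% FBS.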

All 4 conditions showed upregulation of various different healthy astrocyte genes compared with NPC, but only CNTF and 1% FBS evoked net upregulation of reactivity genes, with CNTF causing the largest upregulation (Fig. 2h, Supplementary Fig 2d). Only 1% FBS exposure had a net upregulation of EMT genes. 

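The 66 EMT genes in the top 2000 had medians of 0 in SPONT, 0 in CNTF, 0 in IGF-1 and 1.28 (SD 0.24) in 1% FBS, and 19/22, 31/22, 23/22 and 36/15 higher/lower DEGs. Their means were 0.26, 1.17, 0.52 and 1.76. Over all matched EMT genes, the median against NPC P15 was 0 in both SPONT (48 higher, 67 lower) and 1% FBS (70 higher, 63 lower). *Acta2* stood at 0.692 ± 0.200 FPKM in SPONT and 9.44 ± 6.22 in 1% FBS.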

Consistent with these transcriptional differences, CNTF and FBS conditions stained positively for astrocyte reactivity markers Cd44 and Vimentin whereas SPONT did not (Supplementary Fig. 2e).

To evaluate the relative proportions and phenotypes of astrocyte and oligodendrocyte lineage cells, we performed single-nucleus RNA-Seq on NPC, SPONT, and CNTF-directed differentiation in vitro. 16,091 total nuclei from the 3 conditions were separated into 11 clusters by Louvain algorithms (Fig. 2i, j, Supplementary Fig. 2f, g). NPC separated into 4 clusters defined by shared elevated expression of *Igfbp2*, a canonical neural stem cell gene^47^ and other canonical NPC genes (Fig. 2k, Supplementary Fig. 2h), with variation in cell cycle/proliferation gene expression prompting the 4 cluster segregation (Supplementary Fig. 4i). SPONT and CNTF conditions induced comprehensive differentiation with only 0.32% and 0.29% of SPONT and CNTF treated cells partitioning into NPC clusters (Supplementary Fig. 2f, g). SPONT and CNTF conditions generated oligodendrocyte (*Tnr* high) and astrocyte (*Gfap high*) lineage cells (Fig. 2k, l, Supplementary Fig. 2g, j) but no obvious neuronal populations. Oligodendrocyte lineage cells segregated into 3 clusters: (i) oligodendrocyte progenitor cells (OPCs) (Cluster 3), (ii) mature oligodendrocytes (Cluster 8), and (iii) a smaller number of actively proliferating OPCs (Cluster 9), and SPONT and CNTF promoted comparable distributions of these different oligodendrocyte clusters (Fig. 2j, k, Supplementary Fig. 2k, l). Astrocyte lineage cells partitioned into four clusters: immature astrocytes (Cluster 1), and more mature astrocytes (clusters 4, 6 and 10) (Supplementary Fig. 2m). SPONT and CNTF promoted different predominant astrocyte clusters such that SPONT comprised ~90% of total cluster 4 and CNTF comprised ~93% of total cluster 6 astrocytes (Fig. 2i, Supplementary Fig. 4f, k). Notably, cluster 6 astrocytes, when compared with cluster 4 astrocytes, exhibited higher expression of diverse reactivity genes from the meta-analysis curated reactivity gene list such as *Emp3, Serpina3n*, and *C4b* (Fig. 2m, Supplementary Fig. 2m) and cluster 4 astrocytes exhibited comparatively higher expression of canonical healthy astrocyte genes *such as Pla2g7, Mt 2,3, Slc4a4, Kcnn2, Agt, and Emp2*. Cluster 6 was also enriched for other genes linked to astrocyte reactive states including *C3, Clu, Cp*, and *Cd109* (Fig. 2m). Moreover, there was strong correlation (*r* = 0.88) between the DEGs for cluster 6 referenced to cluster 4 astrocytes and the Bulk RiboTag DEGs for CNTF relative to SPONT suggesting that the signature that emerged in the bulk analysis was likely associated with the difference in the predominant astrocyte cell population and not just a global upregulation of those reactivity genes across all cells (Fig. 2n).

These data show that upon mitogen removal, RiboTag-NPC cell autonomously differentiate in vitro into a mixed population of astrocyte and oligodendrocyte lineage cells, with few neuronal lineage cells, and that exposure to non-cell autonomous molecular factors alters the transcriptome phenotypes in a manner consistent with previous observations^44,45,48–50^. 

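Compared directly with healthy host astrocytes, DEGs numbered 11097 in SPONT (5381 higher, 5716 lower), 11650 in CNTF (5545 and 6105), 11603 in IGF-1 (5597 and 6006) and 11134 in 1% FBS (5361 and 5773). The 16 astrocyte genes compared by FPKM were all lower than in healthy astrocytes in SPONT, from *Pla2g7* (log2FC −0.65, SE 0.10, adjusted p = 1.2e-05) to *Slc7a10* (log2FC −9.53, SE 0.16, adjusted p = 4.2e-18) and *Fam107a* (log2FC −10.07, SE 0.26, adjusted p = 7.4e-16). For SPONT the range without 1 library at a time was 10271–11265. The Y-linked gene *Ddx3y* ranked among the 3 largest decreases in SPONT, CNTF and IGF-1, so host sex enters these lists.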

While the expression of astrocyte specific genes in differentiated samples was upregulated compared to NPC, the levels of expression of these genes by FPKM generally did not reach the levels observed in samples of host spinal cord astrocytes recovered using the same RiboTag procedure, and certain specialized astrocyte genes associated with maintaining neuronal functions in healthy neural tissue were not significantly expressed in cultures.

### High serum concentration induces myofibroblast-like phenotypes in NPC in vitro

NPC transplanted into CNS lesions are exposed to lesion-derived molecular cues from multiple sources that can alter cell fate^33^. Acute CNS lesions caused by ischemic stroke or hemorrhagic trauma have substantial blood-brain barrier leak creating microenvironments with spatially varied concentrations of blood and serum-derived molecules^51^. 

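NPC were kept for 4 days under SPONT conditions with FBS at 1, 5, 10 or 20% (n = 4 each), and a further group received 5% FBS with CNTF at 100 ng/ml (n = 4). Gene counts per library summed to 65390779–82432622 (median 74143280) with 5%, 66833523–77518418 (median 73567264) with 10%, 64455308–75915862 (median 70456354) with 20% and 68763231–79176236 (median 72907504) with 5% FBS and CNTF. The SPONT and 1% libraries are those of the differentiation experiment. As for the paper's Supplementary Fig. 5, each concentration was referenced to SPONT. The counts had the same origin and were handled the same way as for the other cultures. Serum lots and cell numbers per group were not used here.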

To make comparisons with NPC transplanted into CNS lesion in vivo, we evaluated the effects on NPC phenotype and transcriptome of increasing serum concentrations during spontaneous differentiation in vitro. 

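Against SPONT, DEGs numbered 1312 at 1% FBS (841 higher, 471 lower), 5175 at 5% (2914 and 2261), 6878 at 10% (3704 and 3174) and 8520 at 20% (4242 and 4278). With the replicate number as a block the counts were 833, 5432, 7844 and 8076, and same-numbered deviations had r of 0.0651, 0.121, 0.146 and 0.0351. Fitting all groups together moved the 1% count most, to 2890 (1563 higher, 1327 lower), and the 5% count to 7592. Leaving out 1 library at a time gave 628–1975 at 1% and 7491–9469 at 20%. The order of the 4 concentrations by DEG count was the same in each of these fits.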

Fetal bovine serum (FBS), a widely used media supplement known to influence astrocyte phenotypes in vitro compared to serum-free media^49,50,52^, induced concentration-dependent changes in the transcriptome profiles of NPC undergoing spontaneous differentiation after mitogen withdrawal (Supplementary Fig. 5a, b). 

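The union of DEGs against SPONT held 9293 genes, 892 of them called at every concentration. The first component took 81.5% (SD 2.75) of the variance and the other 11.2% (SD 1.66). Euclidean distance from SPONT over these genes was 49.7 (SD 5.31) log2 units at 1%, 140.5 (SD 13.8) log2 units at 5%, 184.4 (SD 10.4) log2 units at 10% and 214 (SD 1.71) log2 units at 20%.

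Among the 400 astrocyte genes, higher/lower DEGs numbered 78/19, 136/97, 121/132 and 122/167 at 1, 5, 10 and 20%, and the median was 0 each time. Among the matched EMT genes they numbered 52/4, 124/15, 126/21 and 130/23, with medians of 0, 1.27 (SD 0.07), 1.44 (SD 0.05) and 1.49 (SD 0.07). Among the 120 matched reactivity genes they numbered 22/0, 45/3, 42/7 and 48/10. Keeping the log2FC of non-DEGs gave reactivity medians of 0.57, 1.17, 1.30 and 1.35 and moved the astrocyte median at 20% to −0.20. Against NPC P15, the EMT median rose from 0.00 at 1% to 0.79 (SD 0.13), 1.08 (SD 0.05) and 1.31 (SD 0.05) at the higher concentrations, with 9722, 9905 and 10528 DEGs there. The paper concludes from the panels that serum adds other fates and does not hold back differentiation. The split of astrocyte DEGs turned from mostly higher at 1% to mostly lower at 20%, and EMT genes were mostly higher throughout.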

Notably, PCA on 10,427 DEGs revealed increasing divergence from the SPONT state for higher concentrations of FBS and analysis of astrocyte state gene panels (healthy, reactivity, and EMT) revealed that FBS concentration-dependent effects involved adoption of new cell fates rather than attenuation of NPC differentiation, such that a low dose (1%) induced the most pronounced astrocyte phenotype, and increasing serum concentrations evoked myofibroblast-like phenotypes often associated with EMT, including pronounced upregulation of α-smooth muscle actin (α-Sma) together with a concurrent decrease in healthy astrocyte genes (Supplementary Figs. 5b–e and 6a–d). FBS concentration-dependent changes in NPC differentiation were also identified by ICC and WB such that Gfap protein expression decreased at higher FBS concentrations, while α-Sma and F-actin (Phalloidin) markedly increased and cells exhibited increases in cytoplasm and nuclei size, with a flattened morphology and augmented arrangement of actin stress fibers, in a manner consistent with a contractile activated myofibroblast-like state (Supplementary Figs. 5e, g and 6d)^53^. We also found that removing high molecular weight molecules from FBS via 100 kDa molecular weight cut off (MWCO) ultrafiltration attenuated α-Sma expression and increased Gfap expression (Supplementary Figs. 5h and 6e, f). Treating cells with only the higher molecular weight components of FBS retained after ultracentrifugation induced α-Sma expression comparable to that for the equivalent concentration of FBS (Supplementary Figs. 5h and 6e, f). Treating NPC with an established EMT inhibitor, the Tgf-β receptor inhibitor SB-431542^54^, significantly reduced α-Sma expression at 10% FBS suggesting that FBS-induced EMT may involve this pathway (Supplementary Fig. 5i)^55^. 

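Cultures with 5% FBS and CNTF were compared with 5% FBS alone: 3564 DEGs, 1725 higher and 1839 lower (2516 with the replicate number as a block, r = 0.0220, 4923 with DESeq2). Of the matched EMT genes, 78 were lower and 9 higher, with a median of 0. Keeping non-DEGs, the median was −0.40. *Acta2* (chromosome 19, 34240336–34255585, log2FC −2.03, SE 0.13, adjusted p = 1.1e-05) fell from 113 ± 24.4 to 29.3 ± 2.95 FPKM. *Gfap* was not a DEG (log2FC −0.16, adjusted p = 0.46), at 3680.3 ± 856 FPKM without and 3482 ± 175 with CNTF. *Col3a1* (chromosome 1, 45311538–45349706, log2FC −4.85, SE 0.60, adjusted p = 3.0e-04) was among the 3 largest decreases. Gfap isoforms and protein were not analysed here, since the counts are per gene.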

CNTF combined with FBS also attenuated the upregulation of EMT genes and α-Sma protein expression while sustaining the full complement of Gfap isoforms including isoforms induced uniquely by FBS or CNTF alone (Supplementary Fig. 6g, h). We also treated NPC with freshly prepared mouse serum, which in high concentrations induced a comparable phenotype to FBS, including reduction in Gfap expression, increased cytoplasm and nuclei size, flattened morphology, and increased arrangement of actin stress fibers (Supplementary Figs. 5j and 6i), ruling out non-specific effects of FBS.

These data suggest that serum-derived factors in CNS lesions have the potential to non-cell autonomously modify NPC in a concentration-dependent manner such that low serum concentrations may promote astrocyte differentiation, whereas high concentrations may drive NPC towards myofibroblast-like phenotypes via EMT-like processes. This effect was associated with proteins in the serum fraction with molecular weights greater than 100 kDa that includes candidate molecules such as globulins, transferrin, complement proteins and assembled lipoproteins.

### RiboTag-NPC grafted into healthy mouse striatum differentiate into astrocyte and oligodendroglia lineage cells

We next examined how different tissue environments influence transplanted NPC fate in vivo by using the RiboTag-NPC characterized above and conducting immunohistochemical and transcriptional analysis of NPC grafted either into healthy or injured tissue. We began by comparing the effects of different potential grafting vehicles on the survival and appearance of RiboTag-NPC transplanted into healthy mouse striatum and identified by immunohistochemistry for HA. Because biomaterial vehicles represent potential means of improving NPC transplantation^56^, we tested two different formulations of our previously developed synthetic polypeptide hydrogel (DCH_MO_) that differed in polymer weight fraction and mechanical stiffness^35^, and compared these with grafting in media only (Fig. 3a). Cells prepared in media at a density of 100 K cells/µL showed an increased tendency to clump and separate in the pipette over the course of an injection session whereas both hydrogel groups maintained uniform suspensions of cells throughout injections. NPC transplanted in media showed reduced cell survival compared to the 2.5% hydrogel but comparable survival numbers to the 5% hydrogel (Fig. 3b).

**Fig. 3:**
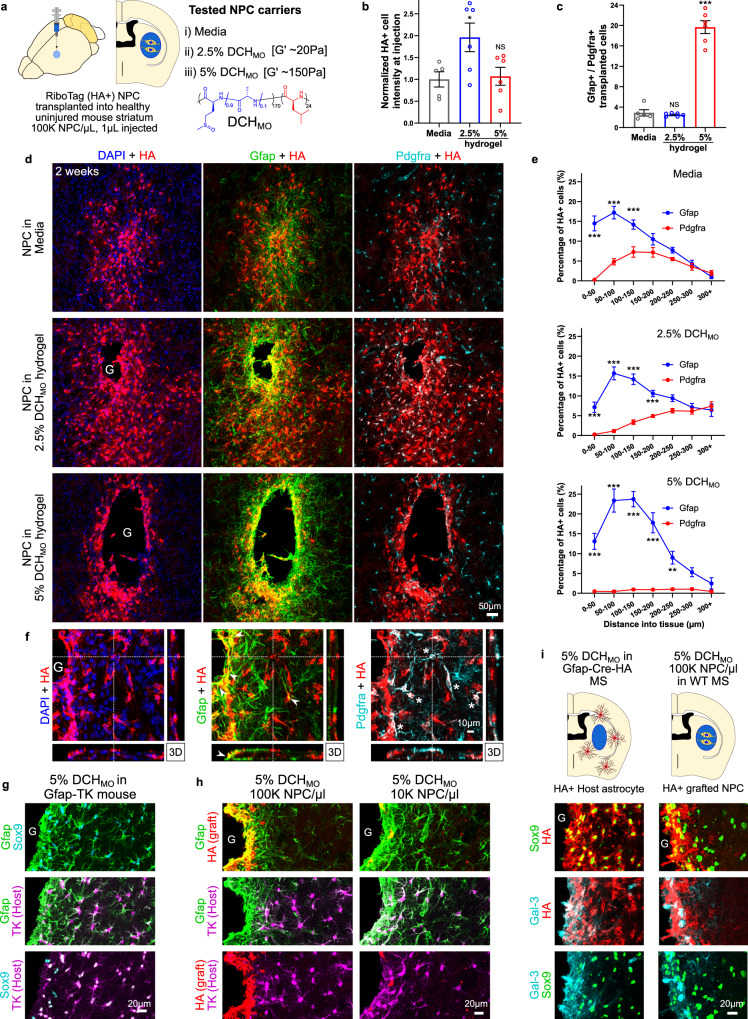
NPC grafted into healthy mouse striatum differentiate into astrocyte and oligodendroglia lineage cells in a spatial and carrier-dependent manner. **a** Schematic summarizing experimental approach for evaluating NPC grafting in uninjured mouse striatum and evaluating different hydrogel (DCH_MO_) transplant carrier formulations. **b** Quantification of normalized NPC number at striatal injection site by HA-positive cell intensity on IHC sections. (*N* = 5 for Media, *N* = 6 for hydrogels). *p value < 0.05, NS not significant. One-way ANOVA with Tukey multiple comparison test. **c** Quantifi**c**ation of proportions of Gfap-positive to Pdgfra-positive (Gfap+/Pdgfra+ ratio) transplanted HA-positive cells (*N* = 5 for Media, *N* = 6 for hydrogels). ***p value < 0.0001, NS not significant. One-way ANOVA with Tukey multiple comparison test. **d** Survey Immunohistochemistry (IHC) images of grafted HA-positive NPC in healthy striatum stained for astrocytes (Gfap) and oligodendroglia lineage (Pdgfra) at 2 weeks after NPC transplantation using media or hydrogel carriers. Hydrogel deposits (G) lack fluorescence and therefore appear as black spaces on IHC. Most, but not all NPC have migrated out of hydrogel deposits. **e** Quantification of the percentage of Gfap- and Pdgfra-positive grafted cells as a function of distance from the edge of detectable tissue adjacent to the hydrogel deposits for specific distances into neural parenchymal tissue for each carrier (*N* = 5 for Media, *N* = 6 for hydrogels). ***p value < 0.0001, **p value < 0.002. Two-way ANOVA with Bonferroni multiple comparison test. **f** High magnification 3D view showing HA-positive grafted NPC in 2.5% DCH_MO_ hydrogel (G) carrier showing formation of Gfap-positive borders (➤) and Pdgfra-positive cells in neural parenchyma (*) by grafted NPC. **g** Detailed IHC images showing the contributions of host astrocytes (TK-positive) to astrocyte borders formed at hydrogel-neural tissue interface for hydrogel injection alone. **h** Detailed IHC images showing the contributions of host astrocytes (TK-positive) and grafted NPC (HA) to the astrocyte border formed at the NPC hydrogel carrier-neural tissue interface. Contribution from NPC to the astrocyte border is dependent on concentration of cells grafted. **i** Schematic and detailed IHC images comparing HA-positive cell responses from host or NPC graft to hydrogel injections. HA-positive host astrocytes derived using Gfap-Cre-HA transgenic mice show prominent HA-positive borders expressing Sox9 and Galectin-3 (Gal-3) at hydrogels injected without NPC. Transplanting HA-positive NPC using the same hydrogel carrier provokes astrocyte border formation by grafted NPC and comparable expression of Sox9 and Galectin-3 (Gal-3). All graphs are mean ± s.e.m.

We found that grafting vehicle properties markedly influenced the spatial distribution and differentiation phenotype of transplanted NPC (Fig. 3c, d). Hydrogel carriers augmented the dispersal of grafted cells over a larger tissue volume compared to media and this effect was influenced by hydrogel formulation (Supplementary Fig. 7a, b). However, for all experimental groups the majority of grafted NPC and progeny persisted in neural tissue within 350 µm radially from the center of the striatal injection (Fig. 3d, e, Supplementary Fig. 7a–e). We used Gfap and Pdgfra immunohistochemistry to identify HA-positive astrocyte and oligodendrocyte lineage cells derived from NPC, respectively (Fig. 3f, Supplementary Fig. 7g). Pdgfra is a well-characterized marker for oligodendrocyte progenitor cells (OPC)^57^. For all conditions, NPC differentiated into a mix of Gfap and Pdgfra-positive cells at 2 weeks after transplantation. Notably, graft-derived progeny residing closest to the injection epicenter predominately expressed Gfap whereas Pdgfra-positive cells were more prevalent in neural tissue greater than 300 µm from the injection center (Fig. 3d, Supplementary Fig. 7c, d, f). The 2.5% hydrogel and media showed an overall number ratio of Gfap/Pdgfra-positive cells of between 2.5 and 2.9, and this ratio was similar to the proportions of astrocyte and oligodendrocyte lineage cells characterized by single-cell transcriptome analysis of spontaneous NPC differentiation in vitro. In contrast, the stiffer 5% hydrogel carrier is slowly degraded and persisted longer in the tissue (Fig. 3d), and NPC grafted in 5% hydrogel showed a predominant Gfap-positive cell phenotype with a Gfap/Pdgfra-positive cells ratio of ~20 (Fig. 3c). No neuronal differentiation was observed in any animals across the different transplant groups, although grafted NPC interacted directly with healthy neurons (Supplementary Fig. 7h).

Graft-derived astrocyte or OPC-like cells that had migrated into neural tissue appeared dispersed with individual cell domains reminiscent of tiled host glia (Fig. 3e, Supplementary Fig. 7g), whereas NPC at the injection site adopted a densely packed border-forming astrocyte phenotype with overlapping processes (Fig. 3d, f) similar to host border-forming astrocytes at interfaces between host neural tissue and biomaterial depots^1^ (Fig. 3g). This border-forming glia limitans-like phenotype was most apparent around the 5% hydrogel, which formed larger and stiffer deposits that evoked a stronger foreign body response^1^. Notably, when transplanted in sufficiently high numbers, grafted cells qualitatively appeared to comprise the majority of these border-forming astroglia as demonstrated through comparisons in Gfap-TK transgenic reporter mice with labeled host astrocytes (Fig. 3h). When grafted at low NPC concentrations, host cells predominated at these borders and the sparser number of grafted cells intermingled with them (Fig. 3h). In addition, grafted cells forming these astrocyte limitans borders expressed molecular markers, Gfap, Sox9, galectin-3 (Gal-3) and fibronectin (Fn), similar to host border-forming astrocytes (Fig. 3f–i, Supplementary Fig. 7i).

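NPC were passed through glass pipettes in medium or in 2.5% hydrogel (DCH), or left in hydrogel for 4 h before passing, with n = 5 each. Counts per library summed to 56526223–76542216 (median 70968677) in medium, 62703026–88257346 (median 71162628) in hydrogel and 47988245–79123582 (median 58497510) after 4 h. NPC in culture are represented by NPC P15 (n = 4), which the paper does not name at this point. Gene counts came from the same Galaxy steps, and edgeR tests were run for each pipette group against culture and for each hydrogel group against medium. Replicates 1 to 4 share their numbers with the cultures.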

To assess effects of the injection procedure on NPC fate, we performed RiboTag RNA-Seq analysis on (i) NPC passed through glass pipettes in media or 2.5% hydrogel, and (ii) cells allowed to dwell in hydrogel for 4 h before injection, the maximum potential time course of an injection session (Supplementary Fig. 8a). Compared to NPC in culture, there were small but detectable differences in the transcriptome for samples passed through pipettes and most of these changes were shared between these three conditions (i.e. injection dependent but carrier and time independent) (Supplementary Fig. 8b, c). 

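Against NPC P15, DEGs numbered 3738 in medium (1887 higher, 1851 lower), 4345 in hydrogel (2154 and 2191) and 4359 after 4 h (2148 and 2211). The replicate number as a block gave 3146, 4060 and 4014 (r 0.00140, −0.0120 and 0.0121). The culture used as reference mattered more: hydrogel gave 1920 DEGs with NPC P30, 3228 with NPC P5 and 6081 with NPC P15 D2. *Trap1a* was the largest decrease in all 3 groups: 216 ± 6.30 CPM in NPC P15 and at most 0.0472 CPM in the pipette groups. The other NPC cultures also held little of it, 0.575 CPM in NPC P5, 0.0413 in NPC P30, 0 in NPC P15 D2 and 0.0135 in NPC P15 D3. The decrease thus goes with the culture chosen as reference and is not shown to come from the pipette.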

Comparisons between hydrogel and media carriers identified a modest increase in astrocyte differentiation transcriptome signature and a concurrent decrease in some progenitor gene expression in the hydrogel group that increased over the 4-h dwell period in pipettes (Supplementary Fig. 8d, e).

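Against medium, hydrogel gave 599 DEGs (265 higher, 334 lower) and the 4 h dwell 1075 (513 and 562). With DESeq2 they were 1025 and 1563, and with the replicate number as a block 393 and 940 (r = 0.00114 and 0.0175). Leaving out 1 library at a time gave 385–656 and 762–1138. The mean log2FC of the 400 astrocyte genes was 0.04 (SD 0.10) in hydrogel (33 higher and 13 lower) and 0.04 (SD 0.10) after 4 h (37 higher and 16 lower). For the 29 progenitor genes it was −0.02 (SD 0.05) (5 higher and 7 lower) and −0.02 (SD 0.02) (8 higher and 9 lower). The paper describes a modest astrocyte signature that increases over 4 h and says that cells may differentiate to some extent in that time. Here 4 more astrocyte genes were higher DEGs after 4 h. The 2 hydrogel groups were not tested against each other here.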

These findings show that grafted NPC that migrate into healthy CNS tissue generate cells with phenotypic features similar to surrounding healthy glia, whereas NPC immediately abutting injection site wounds adopt features similar to host border-forming astroglia. These data also show that hydrogel carrier formulation and mechanical properties act as non-cell autonomous modifying cues that influenced survival and differentiation outcomes of transplanted NPC. The mechanically stiffer hydrogel stimulated a predominant glia limitans-like border phenotype consistent with transplanted NPC responding to the hydrogel as a foreign body and contributing to host astroglial border formation associated with the classic CNS foreign body response^1^. The hydrogel carrier with lower mechanical stiffness but comparable chemistry showed the best NPC survival and interestingly, using this carrier the relative proportions of astrocyte and oligodendrocyte lineage cells detected after NPC grafting into healthy, uninjured tissue were similar to the proportions identified by single-nucleus transcriptome analysis of spontaneous NPC differentiation in vitro. This optimal 2.5% hydrogel formulation was used for subsequent experiments.

### NPC grafted into striatal stroke or SCI lesions generate astroglia that reduce fibrotic scar and bridge lesions and resemble host-derived border-forming astroglia

We next used immunohistochemistry for HA to examine NPC transplanted into either L-NIO-induced stroke lesions in the striatum or into crush spinal cord injury (SCI) (Figs. 4 and 5). These models generate two common types of CNS lesions, ischemic lesions due to loss of blood flow after stroke or hemorrhagic lesions caused by severe traumatic injury after crush SCI. NPC in 2.5% hydrogel carrier were grafted at two days after either injury (Figs. 4a and 5a), a timepoint after acute CNS injuries when most neural cell death has occurred and multicellular repair processes such as debris clearance and glial proliferation have begun, including the onset of host astrocyte proliferation to form borders that separate fibrotic scar from adjacent viable neural tissue (Supplementary Fig. 9)^4,10,58^. Using separate cohorts of mice, we compared host-astrocytes transgenically labeled with RiboTag via Gfap-Cre, with grafted RiboTag-NPC (Fig. 4, Supplementary Fig. 10b–e). Host astrocytes expressing transgene-derived RiboTag-HA under Gfap-Cre were readily detected in borders around stroke lesions by IHC staining for HA (Fig. 4b), indicating that the HA expressed by NPC-derived cells should also be detectable via HA IHC and that death of HA-positive cells does not result in non-specific HA deposits.

**Fig. 4:**
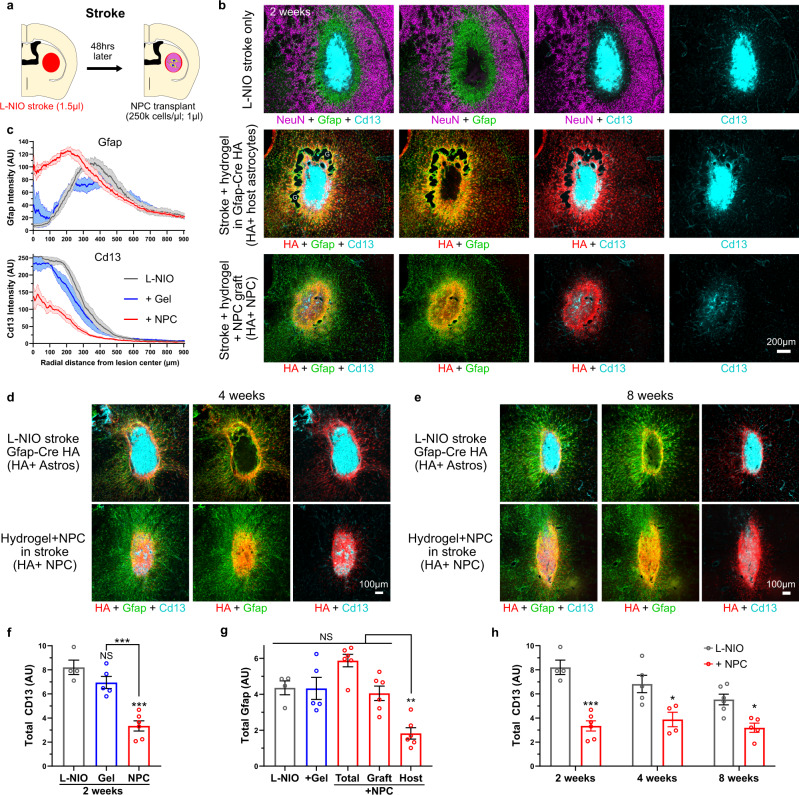
NPC grafted into striatal stroke generate astroglia that reduce fibrotic scar and bridge lesions. **a** Schematic summarizing experimental approach for evaluating NPC grafting in mouse striatal stroke. **b** Survey IIHC images of stroke lesions at 2 weeks comparing effect of hydrogel (DCH_MO_) alone or grafted HA-positive NPC on stroke lesion phenotype. NPC grafted lesions show Gfap-positive lesions with reduced Cd13-positive tissue in non-neural lesion core. **c** Quantification of Gfap and Cd13 intensity at stroke lesions as a function of the radial distanced from the center of the lesion with mean±s.e.m. (s.e.m represented as shaded region). **d**, **e** Survey IHC images of stroke lesions at 4 weeks (**d**) and 8 weeks (**e**) comparing the effect of grafted HA-positive NPC on stroke lesion phenotype. **f** Quantification of total Cd13 at stroke lesion cores at 2 weeks after L-NIO injection for stroke only, hydrogel (DCH_MO_) alone, and NPC grafting by performing area under the curve (AUC) calculations of Cd13 traces in c. (*N* = 4 for L-NIO only, *N* = 5 for gel, *N* = 6 NPC graft). ***p value < 0.0005. One-way ANOVA with Tukey multiple comparison test. **g** Quantification of total Gfap at stroke lesions at 2 weeks after L-NIO injection for stroke only, hydrogel (DCH_MO_) alone, and NPC grafting by performing AUC calculations of Gfap traces in c. (*N* = 4 for L-NIO only, *N* = 5 for gel, *N* = 6 NPC graft) Using Gfap-HA colocalization (see Supplementary Fig. 11) the total Gfap contribution from the NPC graft and host astrocytes in the NPC graft group was determined. **h** Quantification of total Cd13 at stroke lesion cores at 2, 4, and 8 weeks after L-NIO injection for stroke only and NPC grafting. (*N* = 4, 5, 6 for L-NIO only at 2, 4, and 8 weeks, *N* = 6, 4, 5 for NPC grafts at 2, 4, and 8 weeks). ***p value < 0.0001, **p value < 0.005, *p value < 0.05. Two-way ANOVA with Tukey multiple comparison test. All graphs are mean ± s.e.m. AU arbitrary units.

**Fig. 5:**
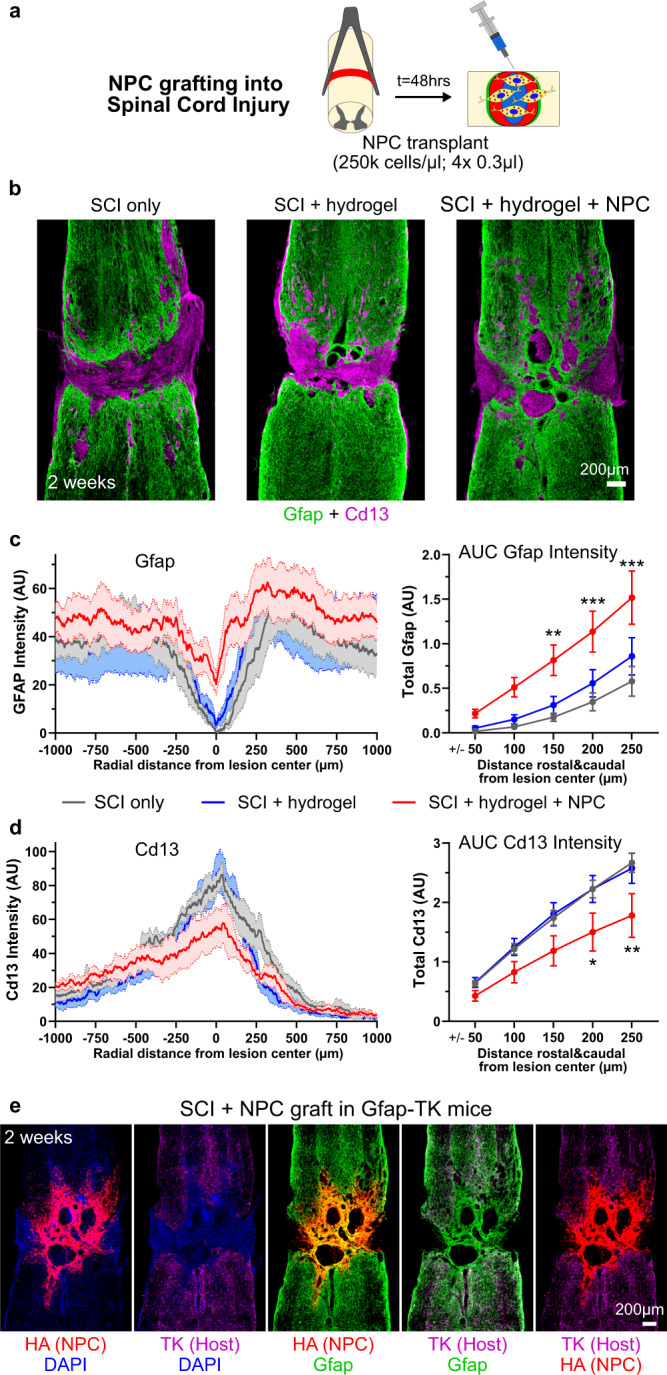
NPC grafted into SCI generate astroglia that reduce fibrotic scar and bridge lesions. **a** Schematic summarizing experimental approach for evaluating NPC grafting in mouse spinal cord injury (SCI). **b** Survey IHC images of SCI lesions at 2 weeks comparing effect of hydrogel alone or grafted HA-positive NPC on SCI phenotype. NPC grafted lesions show Gfap-positive bridges with reduced Cd13-positive tissue in lesion cores. **c** Gfap intensity plots and quantification of total Gfap via an area under the curve (AUC) calculation of Gfap Intensity within defined regions at SCI lesion cores at 2 weeks showing increased Gfap at lesion cores with NPC grafts. **d** Cd13 intensity plots and quantification of total Cd13 via an area under the curve (AUC) calculation of Cd13 Intensity within defined regions at SCI lesion cores at 2 weeks showing decreased Cd13 at lesion cores with NPC grafts. For both **c**, **d**, *N* = 6 for SCI only, *N* = 5 for gel, *N* = 6 NPC graft, ***p value < 0.0005, **p value < 0.006, *p value < 0.05. Two-way ANOVA with Tukey multiple comparison test. Gfap and Cd13 intensity plots show mean as darken lines and SEM as shaded area. AUC graphs are mean ± s.e.m. **e** Survey IHC images of NPC grafted SCI lesions at 2 weeks in GFAP-TK mice showing contribution of grafted NPC to the Gfap-positive tissue at the lesion core. AU arbitrary units.

At two days after L-NIO injection, untreated stroke lesion cores exhibited complete loss of viable neurons and glia, accumulation of axon damage markers including amyloid precursor protein (App), pronounced BBB leak, and onset of acute inflammation (Supplementary Fig. 9a–e). App breakdown into Aβ demarcated the nascent lesion border at this timepoint, suggesting a potential role for Aβ in normal wound responses (Supplementary Fig. 9b, c). NPC grafts were placed directly into the stroke lesions using stereotactic injections and tissue was harvested after 2, 4 and 8 weeks (Fig. 4b–e). By 2 weeks, untreated L-NIO strokes formed focal compartmentalized lesions with a dense core of Cd13-postive non-neural cells consisting mainly of infiltrating macrophages and fibrotic scar^1^ that was surrounded by a border of newly proliferated astrocytes, which isolated the lesion from immediately adjacent viable neural tissue^1^ (Fig. 4b). Injection of empty DCH_MO_ hydrogel into stroke lesions caused no significant alteration to this lesion phenotype (Fig. 4b). In contrast, NPC grafts survived robustly, localized at the lesion site and markedly altered the cellular organization of stroke lesions such that by two weeks, HA-positive grafted cells that were strongly Gfap-positive had consistently spread throughout the entire lesion core (Fig. 4b, g). Lesion remodeling facilitated by NPC grafts resulted in significant reduction in total number of Cd13-positive cells and fibrotic lesion size (Fig. 4b–e) in a manner similar to the anti-inflammatory and lesion-restricting roles performed by host reactive astrocytes^5,10,59^. Grafted HA-positive cells persisted robustly for the duration of all experiments and were abundantly present at 4 and 8 weeks after grafting resulting in a long lasting reduction of infiltrating Cd13-positive cells (Fig. 4d, e, h).

Given the reduction in Cd13-positive fibrotic and inflammatory tissue within lesion cores that received NPC grafts (Fig. 5b–h), we examined more closely the spared neural parenchyma and lesion core interface to investigate possible neural cell infiltration promoted by grafts. Spared neural tissue was defined as containing at least 4 main types of host neural cells: NeuN-positive and neurofilament-positive neurons, Aldh1l1-positive astrocytes, Pdgfra-positive OPC and P2yr12-positive microglia (Fig. 4b, d, e; Supplementary Figs. 10 and 11). In untreated strokes, these four neural cell types were all absent from the lesion core, with newly proliferated Aldh1l1-positive astrocytes and P2yr12-positive microglia forming sharp borders at the interface between lesion core and spared neural tissue, which persisted at least 8 weeks after injury, the longest timepoint examined (Supplementary Fig. 10). Stroke lesions treated with NPC grafts showed a comparable volume of lesion core that lacked neurons but was packed with Gfap-positive graft-derived cells throughout its entire volume and exhibited a less sharply defined border at its interface with spared neural tissue (Supplementary Fig. 10). NPC grafted strokes showed a measurable reduction in host Gfap-positive cells at lesions borders but not an overall reduction in total Gfap due to the contributions from graft-derived Gfap-positive NPC (Fig. 4g). At 2 weeks, these NPC-derived Gfap-positive cells exhibited negligible expression of the mature astrocyte markers Aldh1l1 (Supplementary Fig. 10a), but this expression increased by 4 and 8 weeks, particularly along the immediate interface with host neural tissue (Supplementary Fig. 10b). NPC treated stroke lesions transiently contained P2yr12-positive CNS derived microglia at 2 weeks, but not at 4 or 8 weeks. At these later times, Cd68-postive, P2yr12-negative cells were present in NPC grafted lesions, but these cells were at a visibly lower density compared to the untreated stroke suggesting an NPC graft induced shift in the immune cell milieu within the lesion core (Supplementary Fig. 10d). Lesion cores with NPC grafts did not show any neuronal repopulation or ingrowth of neurofilament-positive axons by 8 weeks (Supplementary Fig. 10e).

Even though we used precise stereotactic injections to introduce grafts into stroke lesions, we found it notable that grafted NPC were consistently localized to stroke lesion cores such that across all grafted animals at least 95% of grafted NPC persisted within the lesion core within an average radius of approximately 400 µm (Supplementary Fig 11a, b). It seems unlikely that such precise localization could be attributed only to surgical technique and may have involved some migration and potential chemoattraction of grafted NPC to the stroke lesion cores, given the known migratory potential of certain NPC stages^60^. Grafted NPC that localized within this 400 µm radial lesion core zone almost exclusively assumed border-forming astroglia roles as evident by over 81% of these cells expressing Gfap and an overall number ratio of Gfap/Pdgfra-positive cells greater than 10 to 1 within lesion cores (Supplementary Fig 11c–h) compared with a 2.5–1 ratio within healthy tissue (Fig. 3c). Graft-derived cells in lesions also expressed several additional molecular markers associated with host-derived astrocyte borders including Lcn2, Clu and Cpe (Supplementary Fig. 12a–d). Approximately 5% of HA-positive NPC grafted into stroke lesions resided within spared neural tissue adjacent to lesion cores (Supplementary Fig 11b, c). This sub-population of grafted cells differentiated into Pdgfra-positive OPC-like cells at greater proportions (33.5% of all cells in spared neural tissued) compared to the cells residing in the lesion core (8.4% of cells in lesion core) which equated to over 5-fold more Pdgfra-positive OPC-like cells compared with Gfap-positive astroglia in spared neural tissue (Supplementary Fig 11e, f).

Ischemic stroke lesions with NPC grafts lacked the clearly defined and sharp astroglia borders that were characteristic of untreated stroke and instead exhibited a contiguous bridge of Gfap-positive tissue that filled the entire lesion core (Fig. 4b–e). To examine this phenomenon further, we grafted NPC into transgenic mice expressing Gfap-TK in host astrocytes to compare the contributions of host-derived and graft-derived Gfap-positive cells. This comparison revealed that Gfap-positive cells throughout the lesion core were derived overwhelmingly from transplanted cells (Supplementary Fig 11g, h).

We next examined the effects of NPC grafts into SCI (Fig. 5a). As expected^1,61^, untreated crush SCI caused focal compartmentalized lesions similar to untreated L-NIO stroke, with a dense core of Cd13-postive non-neural cells consisting mainly of infiltrating macrophages and fibrotic scar surrounded by a border of newly proliferated astrocytes (Fig. 5b). SCI treated with DCH_MO_ hydrogel only also exhibited similar discretely compartmentalized lesions with Cd13-positive cores surrounded by host-derived border-forming astrocytes (Fig. 5b). NPC transplanted at two days after SCI and evaluated at 2 weeks survived robustly and differentiated into Gfap-positive cells that populated lesion cores and formed contiguous cell clusters and tracts throughout the lesions (Fig. 5b). NPC grafting also significantly reduced total Cd13-postive cells and increased Gfap-positive cells within SCI lesions (Fig. 5c, d), but remodeling of lesions with graft-derived cells was not as comprehensive after SCI as after stroke injury. In stroke, grafted NPC-derived cells essentially filled the entire lesion core and there were few isolated volumes of infiltrating inflammatory cells and fibrosis, whereas in SCI, there were discrete, and sometimes large, pockets of Cd13-positive immune cells surrounded by grafted cell borders (Fig. 5b, e). These differences could be due to differences in lesions generated by ischemic stroke injury with little or no bleeding or by crush SCI with clear evidence of bleeding and pronounced hemorrhagic necrosis^62^. Nevertheless, even after SCI, lesions with NPC grafts exhibited significantly reduced infiltration of peripheral inflammatory cells and reduced amounts of fibrotic tissue (Fig. 5c, d), and there were prominent Gfap-positive cell tracts that surrounded inflammatory and fibrotic cells throughout the lesion core in all animals, and these tracts provided bridges of contiguous Gfap-positive cells that spanned the SCI lesions across their rostral to caudal borders (Fig. 5b, e). Comparisons using separate molecular markers of host (TK) and graft (HA) derived Gfap-positive astroglia in the same animals demonstrated that the bridges spanning the lesion core were comprised exclusively of grafted cells and that the grafted cells integrated seamlessly with host astrocytes (Fig. 5e). Notably, although these NPC-derived astroglial bridges did not encourage significant spontaneous infiltration of neurofilament-positive axons, previous studies show that appropriately stimulated and chemoattracted host axons can grow along host astrocytes bridges in lesions^61,63^, suggesting that NPC-derived astroglial bridges warrant future testing for this capacity.

NPC grafted into stroke and SCI organized into contiguous borders along the entire surface interface between viable neural tissue and the stromal and inflammatory cells of lesion cores after both stroke and SCI in a manner similar to host border-forming astrocytes (Fig. 6a–c). Host astrocytes that form borders around CNS injury lesions exhibit characteristics and functions similar to glia limitans astrocytes along all meningeal borders in the healthy CNS^5,64,65^. Glia limitans astrocytes that abut the fibroblast lineage cells of the meninges or penetrating blood vessels with meningeal borders selectively express the transcription factor Id3^66^ (Fig. 6d, e, Supplementary Fig. 12e, f). We found that this Id3 expression is shared not only by host border-forming astrocytes around lesions, but also by NPC graft-derived astroglia that similarly form such borders (Fig. 6f–h) further supporting similarities between these cell types. In contrast, Id3 expression is sparce among other astrocytes located distant to borders with either meninges, large vessels or injury lesions (Fig. 6d–h, Supplementary Fig. 12e, f).

**Fig. 6:**
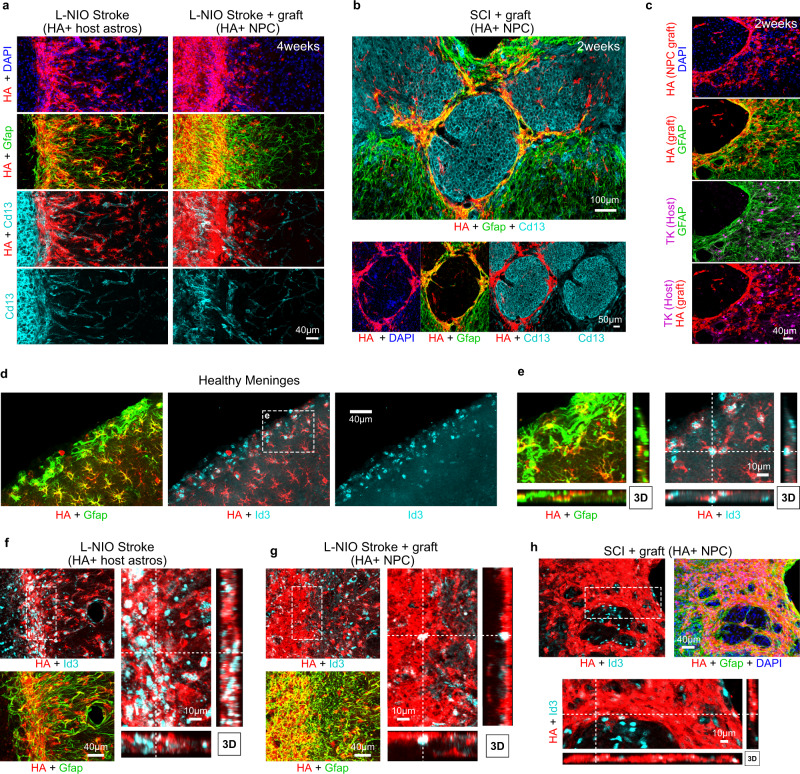
Astroglia derived from NPC grafted into CNS lesions exhibit features of border-forming astroglia. **a** Detailed IHC images showing the astrocyte border phenotype of stroke lesions at 4 weeks in untreated stroke only and NPC grafted strokes. **b** Survey IHC of NPC grafted SCI lesions at 2 weeks showing NPC-derived astrocyte borders formed around Cd13-positive inflammatory cells. **c** Detailed IHC images showing the astrocyte border phenotype in SCI derived from transplanted NPC and not from host astrocytes (TK-positive). **d**, **e** Survey and detailed, higher magnification 3D IHC imaging of healthy mouse cortex and meninges showing higher expression of transcriptional regulator Id3 (inhibitor of DNA binding 3) in host astrocytes (HA+ Gfap-Cre-RiboTag) that form glia limitans at the meninges and penetrating blood vessels. **f** High magnification 3D IHC images showing astrocyte borders formed at stroke lesions upregulate expression of Id3. **g** High magnification 3D IHC images showing grafted NPC that remodel stroke lesions also express Id3. **h** NPC grafted into SCI lesions that form astrocyte borders also express Id3.

These findings show that NPC grafted into forebrain stroke or thoracic SCI lesions at 2 days after injury survive well, persist and populate the lesion cores with Gfap-positive cells. Notably, graft-derived Gfap-positive cells spread throughout the lesion cores and significantly reduced the amount of tissue exhibiting inflammation and fibrosis after both stroke and SCI. In addition, grafted NPC-derived cells formed contiguous tracts of Gfap-positive cells that spanned across lesions and integrated seamlessly with host astrocytes, thereby forming astroglial bridges that interconnected preserved neural tissue on opposite sides of lesions after both stroke and SCI.

### NPC grafted into subacute SCI and host wound repair astrocytes exhibit converging transcriptional profiles

We next dissected transcriptional characteristics of grafted NPC in vivo. For this, we first focused on transplantation of RiboTag-NPC after SCI in order to make direct comparisons with existing datasets on host astrocyte responses to SCI derived using the same RiboTag IP method^61,65^, and for ease of collecting high-quality tissue restricted to the lesion site from SCI versus forebrain stroke. 

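NPC grafted 2 days after SCI were harvested as 14-day SCI grafts (n = 5 mice, 40506790–77335841 (median 60683047) counts per library). Host astrocytes were taken from other mice at 14 days after SCI (n = 5, 99987229–117082323 (median 111741779) counts), beside the healthy astrocytes described with the cultures (n = 9). As the state before grafting, NPC passed through pipettes in hydrogel were used (n = 5), a choice made before the data were seen. The legend of Fig. 7 gives 5 samples, a number that all 3 pipette groups have and no NPC culture has, and hydrogel carried the grafts. The paper's pre-graft FPKM, rescaled per gene, were met within 10% by NPC P15 D3 for 101 of 101 genes and by the hydrogel pipettes for 11. Media pipettes, the 4 h dwell and the NPC cultures were tried as other references. Reads were counted per gene by the authors as for the cultures, and tests were made by edgeR. Grafts and hosts came from different mice, so the replicate numbers their labels share pair no samples by design. How much RNA of untagged host cells the graft libraries hold cannot be told from these counts alone.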

The RiboTag procedure enabled recovery of mRNA selectively from small populations of transplanted NPC and their progeny with high yield and specificity (Fig. 7a, Supplementary Fig. 13a, b). NPC grafted at 2 days after SCI and harvested at 14 days showed net upregulation across all astrocyte state gene panels including from the healthy, reactivity and EMT panels with a concurrent downregulation of NPC genes when compared with pre-graft NPC profiles (Fig. 7b). 

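Grafts in SCI had 7757 DEGs against pre-graft NPC of 15027 tested, 4261 higher and 3496 lower. Without 1 library at a time the count stayed within 7216–8242, and NPC P15 D2 as the reference moved it most, to 9589. Median log2FC were 1.22 (SD 0.24) for the 400 astrocyte genes (227 higher and 58 lower), 7.25 (SD 0.39) for the 120 matched reactivity genes (85% higher and 5.0% lower) and 1.04 (SD 0.14) for the matched EMT genes (107 higher and 37 lower). The 29 progenitor genes had a median of −2.23 (SD 0.29) (0 higher and 28 lower). With NPC P15 D3 as the reference, chosen after seeing the values, these 4 medians were 1.48, 7.68, 1.87 and −3.07. Among the largest increases were *Srgn* (chromosome 10, 62493833–62527445, 0 ± 0 to 36.0 ± 12.9 CPM) and *Saa2* (chromosome 7, 46751833–46754313, no counts before grafting, 31.1 ± 22.3 CPM in grafts). *Srgn* is on the list of myeloid genes used here. Without its 60 myeloid-expressed genes, the reactivity median was 3.32.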

Host border-forming astrocytes exhibited a comparable upregulation of reactivity and EMT genes at 14 days after SCI together with a net downregulation of genes associated with healthy astrocyte functions, consistent with their new primary interactions with non-neural lesion core cells rather than with neural cells (Fig. 7c). 

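Host astrocytes after SCI had 6933 DEGs against healthy astrocytes (3755 higher, 3178 lower, 5939–7078 without 1 library at a time). Median log2FC were 3.51 (SD 0.68) for reactivity (115 higher and 1 lower), 0.88 (SD 0.12) for EMT (65.5% higher and 9.79% lower) and −0.82 (SD 0.23) for astrocyte genes (38 higher and 270 lower). Progenitor genes had a median of 0.85 (SD 0.11), which was 0.00 without the filter on low counts. *Lcn2* (chromosome 2, 32384637–32387739, log2FC 8.94, SE 0.58, adjusted p = 1.8e-09) was the largest increase. The Y-linked *Ddx3y* (40.4 to 0.00693 CPM) was the largest decrease, because 7 of 9 healthy and 0 of 5 SCI libraries hold more than 1 CPM of Y-linked genes. Sex is thus tied to injury in this comparison.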

PCA and CS analyses of gene expression by FPKM values revealed that from very different transcriptional starting states, NPC and host astrocytes at SCI lesions both converged to remarkably similar astroglial reactivity states despite the large differences in their overall transcriptional state changes (all genes) from their original starting conditions as either proliferating NPC or non-proliferating astrocytes resident in healthy tissue (Fig. 7d–l). 

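Distance between NPC and host astrocytes was measured as the root mean square difference of log2(FPKM + 1). Over 16809 genes above 0.1 FPKM in at least 1 library, it was 1.41 (SD 0.00175) between pre-graft NPC and healthy astrocytes and 0.595 (SD 0.0818) between grafts and host astrocytes after SCI. Within panels it fell from 3.26 (SD 0.0182) to 1.08 (SD 0.0739) for astrocyte, from 1.86 (SD 0.0184) to 1.05 (SD 0.183) for reactivity, from 2.09 (SD 0.00538) to 0.915 (SD 0.0722) for EMT and from 3.94 (SD 0.0149) to 0.821 (SD 0.0657) for progenitor genes. Adding 0.1 in place of 1 to each FPKM, chosen after seeing the values, moved the distances over all genes most, to 2.03 and 0.896. Pearson correlation across all genes was 0.756 before and 0.951 after.

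The cosine between the graft and host log2FC was 0.265 (SD 0.00642) over 10669 DEGs, 0.588 (SD 0.00805) for EMT, −0.232 (SD 0.0731) for astrocyte and −0.638 (SD 0.0693) for progenitor genes. The paper concludes convergence from small differences in end state reached by unlike changes. Both parts can be read off these values: every distance is smaller after than before, while the cosines of change are low or negative for 3 of the 5 sets. The end states were compared in the same RNA preparations, which both contain RNA of other lesion cells, and such shared RNA also makes libraries more alike.

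**Figure D1:**
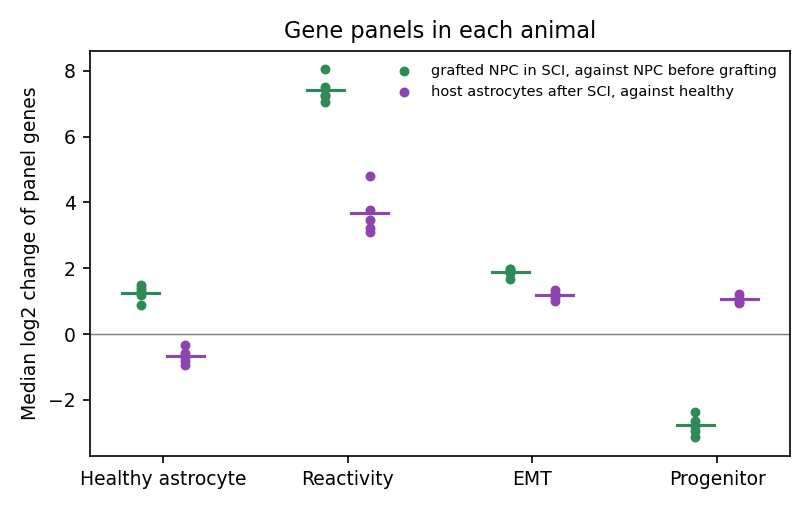
Median log2 CPM difference of each panel's genes from the mean before grafting or injury, for each of 5 grafted and 5 host SCI libraries (1 point per mouse). No gene is set to 0 here.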

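For the 120 matched reactivity genes the cosine between grafts and host astrocytes was 0.857 (SD 0.0230), the highest of the panels. With NPC P15 as the reference it was 0.887, and with NPC P15 D3, chosen after seeing the values, 0.905. Both changes are increases for most genes, which by itself gives a cosine above 0.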

The gene panel for reactivity in particular showed remarkable congruency in the responses of host astrocytes and NPC with comparable vectors in Euclidean PCA space and a CS = 0.843 (Fig. 7h, i). Reactivity genes such as *Tgm1, Cd22, Serpina3n, Spi1*, and *Timp1* showed highly correlated congruent elevated expression in both NPC and host astrocytes in SCI (Supplementary Fig. 14, Fig. 7l), consistent with findings that many astrocyte reactivity genes after SCI are not detectably expressed in either healthy astrocytes^67^ or NPC. 

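In FPKM, levels changed as follows: *Tgm1* 0.0159 ± 0.00774 to 78.2 ± 18.7 in NPC and 0.126 ± 0.0751 to 34.1 ± 6.15 in hosts, *Serpina3n* 6.09 ± 1.55 to 686 ± 255 in NPC and 60.2 ± 24.0 to 1233 ± 293 in hosts, *Timp1* 3.75 ± 1.83 to 275 ± 133 in NPC and 5.80 ± 2.29 to 271 ± 93.4 in hosts, *Cd22* 0.00127 ± 0.00283 to 2.05 ± 1.28 in NPC and 0.00629 ± 0.00894 to 0.864 ± 0.761 in hosts and *Spi1* 0.00327 ± 0.00475 to 6.02 ± 1.49 in NPC and 0.143 ± 0.111 to 3.37 ± 3.50 in hosts. In hosts, all 5 were DEGs: *Tgm1* (chromosome 14, 55700009–55713921, log2FC 7.89, SE 0.33, adjusted p = 1.7e-11), *Serpina3n* (chromosome 12, 104406646–104414334, log2FC 4.18, SE 0.23, adjusted p = 2.0e-10), *Timp1* (chromosome X, 20870166–20874737, log2FC 5.38, SE 0.28, adjusted p = 1.3e-10), *Cd22* (chromosome 7, 30865404–30880342, log2FC 6.89, SE 0.73, adjusted p = 4.5e-07) and *Spi1* (chromosome 2, 91082374–91115759, log2FC 4.36, SE 0.62, adjusted p = 1.3e-05). In grafts, log2FC were 12.46 for *Tgm1* (adjusted p = 8.6e-12), 7.12 for *Serpina3n* (adjusted p = 1.3e-09) and 6.53 for *Timp1* (adjusted p = 2.1e-07). *Cd22* (adjusted p = 6.8e-07) and *Spi1* (adjusted p = 2.9e-08) lay at or under 3 counts in every pre-graft library, so only their levels are given. *Cd22* and *Spi1* are myeloid genes, and their RNA can come from host macrophages and microglia in the tissue.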

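*Top2a* went from 57.7 ± 3.41 to 3.63 ± 1.40 FPKM in NPC and from 0.185 ± 0.0513 to 1.83 ± 0.438 in hosts. The log2FC in grafts and hosts were −3.68 and 3.12 for *Top2a*, −3.46 and 1.65 for *Nes*, −2.22 and 3.26 for *Mki67* (chromosome 7, 135689784–135716450) and −3.72 and 3.66 for *Cdk1* (chromosome 10, 69335146–69352912), with adjusted p of at most 7.4e-06. Between the 2 SCI groups, *Top2a* remained higher in grafts (difference 0.91 log2 CPM, exact permutation test, 5 against 5, p = 0.0079, adjusted p = 0.019 over 29 genes, 0.00794 being the smallest p possible). *Mki67* was also higher (0.94, adjusted p = 0.035) and *Cdk1* was not distinguishable (0.19, adjusted p = 0.43).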

Other reactivity genes associated with injury-induced astrocyte proliferation (e.g. *Top2a, Nes, Mki67, Cdk1*) were divergently regulated because NPC downregulate these genes from high levels upon grafting, whereas host cells upregulated them from very low levels after injury (Supplementary Fig. 14, Fig. 7g, j, l). 

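In host astrocytes after SCI, the 10 support genes compared here were all lower DEGs, from *Sparc* (chromosome 11, 55394159–55420080, log2FC −0.67, SE 0.16, adjusted p = 0.0024) to *Slc6a11* (log2FC −2.88, SE 0.27, adjusted p = 1.1e-07), with *Sparcl1* (−2.06), *Gpc5* (−2.57), *Kcnj10* (−1.39), *Kcnj16* (−2.17), *Gjb6* (−2.03), *Dio2* (−2.40), *Slc1a2* (−1.84) and *Slc7a10* (−2.62) between them. In grafts, 9 of the 10 were higher DEGs than before grafting: *Sparc* (1.65), *Sparcl1* (2.48), *Kcnj10* (2.57), *Kcnj16* (3.06), *Gjb6* (8.11), *Dio2* (5.29), *Slc1a2* (5.01), *Slc6a11* (2.04) and *Slc7a10* (3.30). *Gpc5* was not called (log2FC −0.80, adjusted p = 0.44). Compared directly with host astrocytes after SCI, grafts were lower for all 10. The exact test put 6 of them under 0.05 after adjustment, *Gpc5* (−3.84), *Kcnj10* (−1.21), *Kcnj16* (−1.86), *Gjb6* (−1.25), *Slc1a2* (−1.60) and *Slc7a10* (−3.69), and left *Sparc*, *Sparcl1*, *Dio2* and *Slc6a11* indistinguishable (adjusted p = 0.58, 0.21, 0.25 and 0.11).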

Transcriptome analysis of healthy astrocyte gene expression by grafted NPC and host astrocytes in SCI also revealed convergence of gene expression FPKM levels (Fig. 7g, Supplementary Figs 14 and 15) reached through divergent regulation of these genes by NPC and host astrocytes (Fig. 8j, k). such that host astrocytes showed significantly reduced expression of healthy astrocyte genes related to specialized neural tissue support functions such as synapse maintenance (*Sparc, Sparcl, Gpc5*), channels (*Kcnj10, Kcnj16, Gjb6*), and molecular transport (*Atp1a2, Dio2, Slc1a2, Slc6a1, Slc6a11, Slc7a10*) after SCI (Fig. 7k, Supplementary Fig. 15), whereas in grafted NPC, these neural tissue support function genes were instead upregulated from pre-graft levels and reached FPKM levels comparable to host astrocytes responding to SCI (Fig. 7k). Nevertheless, in NPC grafts the expression of neural tissue support genes failed to reach the high levels observed for host astrocytes in the uninjured state, likely due to the prioritization of border-forming functions and the limited interaction of grafts with host neurons at SCI lesions (Supplementary Fig. 15). 

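Against healthy host astrocytes, SCI grafts had 7230 DEGs, 3636 higher and 3594 lower. The 10 support genes were all lower, by log2FC from −0.99 to −6.97. *Slc1a2* (chromosome 2, 102658239–102790784) reached 78.4 ± 15.2 FPKM in grafts, against 782 ± 53.4 in healthy and 249.8 ± 102.2 in injured hosts. *Kcnj10* (chromosome 1, 172341210–172374085) reached 149 ± 34.8, against 797 ± 59.3 and 347 ± 92.5. What limits these levels was not tested.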

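In grafts against pre-graft NPC, log2FC were 1.79 for *Id3* (adjusted p = 3.9e-06), 0.66 for *Vim* (adjusted p = 0.0068), 5.48 for *Clu* (adjusted p = 6.7e-10), 13.07 for *Chil1* (adjusted p = 6.7e-10) and 8.15 for *C4b* (adjusted p = 3.1e-10). In hosts after SCI they were 0.98 for *Id3* (adjusted p = 4.2e-07), 2.57 for *Vim* (adjusted p = 1.3e-10), 0.12 for *Clu* (adjusted p = 0.46), 1.40 for *Chil1* (adjusted p = 5.1e-07) and 1.32 for *C4b* (adjusted p = 2.0e-09), so *Clu* was unchanged there. After SCI, *Chil1* (chromosome 1, 134182156–134190031) was higher in grafts than in hosts by 2.07 log2 CPM (exact permutation test, adjusted p = 0.019). *Id3* (−0.23), *Vim* (0.02), *Clu* (−0.28) and *C4b* (0.02) were not distinguishable.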

Notably, both NPC and host astrocytes increased or sustained expression of astrocyte genes associated with glia limitans borders^66^ (e.g. *Id3, Vim, Clu, Chil1, C4b*) (Supplementary Fig. 14, Fig. 7k).

**Fig. 7:**
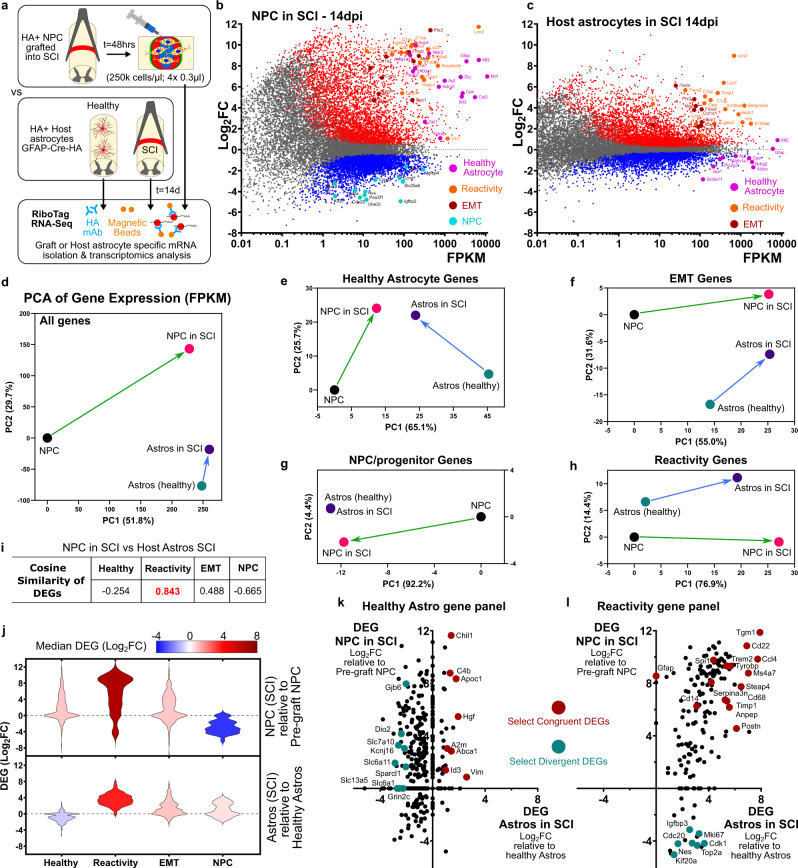
Astroglia derived from NPC grafted into SCI exhibit similar astroglial reactivity states to host astrocytes responding to SCI. **a** Schematic summarizing experimental approach for evaluating transcriptomes of NPC grafted into SCI with host astrocytes responding to SCI. **b** M-A Plot of grafted NPC (*N* = 5 samples) recovered at 2 weeks post injury (14dpi) compared to pre-grafted NPC (*N* = 5 samples) showing increased expression of healthy astrocyte, reactivity, and EMT genes and decreased expression of NPC/proliferation genes. **c** MA-Plot of host astrocytes at 14 days after SCI showing comparable upregulation of reactivity and EMT genes but decreased expression of healthy astrocyte genes. PCAs using FPKM values comparing state changes between NPC before and after grafting into SCI (recovered at 14dpi) and host astrocytes before and 14 days after SCI for all expressed genes (**d**) as well as using gene panels for healthy astrocytes (**e**), EMT (**f**), progenitors (**g**) and reactivity genes (**h**). **i** Cosine similarity of DEGs comparing state changes in NPC after grafting with that of host astrocytes after SCI. NPC and astrocytes show similar reactivity and EMT gene changes but divergent changes in astrocyte and NPC/proliferation genes. **j** Violin plots of DEGs for NPC grafted into SCI and host astrocytes in SCI for astrocyte, reactivity, EMT, and NPC/proliferation gene panels. **k**, **l** Plot of DEGs from the healthy astrocyte (**k**) and reactivity (**l**) gene panels for NPC after grafting compared with astrocytes after SCI showing strong congruent regulation) of reactivity genes and genes associated with glia limitans borders (maroon). Genes from the reactivity gene list but that are also associated with proliferation or progenitor phenotype as well as neural tissue support function show divergent regulation (cyan).

**Fig. 8:**
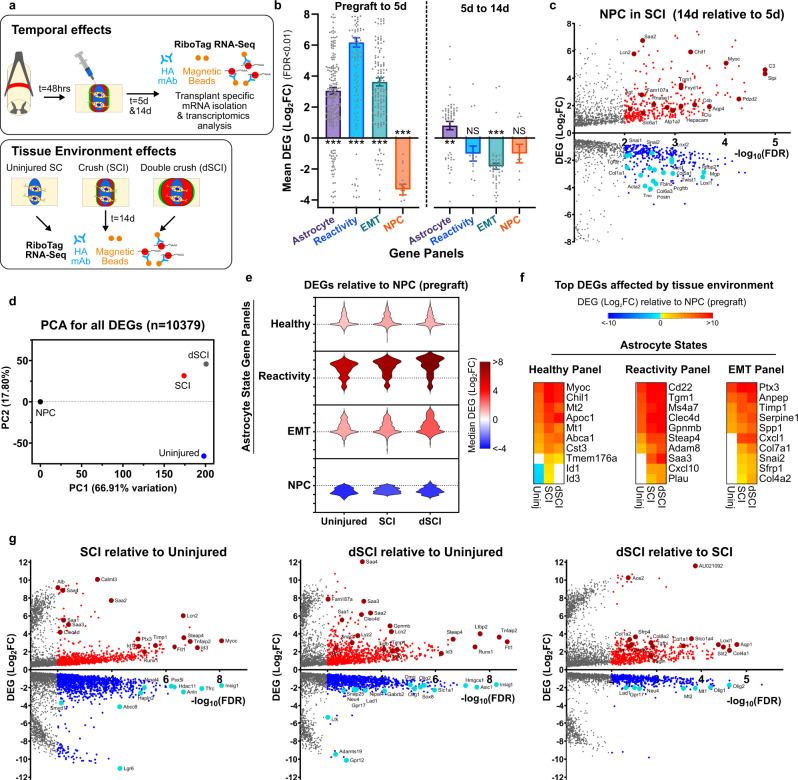
Astroglia derived from NPC grafted into subacute crush spinal cord injury mature over time and are altered non-cell autonomously by grafted environment. **a** Schematic summarizing experimental approach for evaluating temporal and tissue environment effects of NPC grafting into mouse SCI (*N* = 5 mice per condition). **b** Bar graph of DEGs for astrocyte, reactivity, EMT and NPC/progenitor gene panels for NPC in SCI recovered at 5 days relative to Pre-graft NPC and NPC recovered at 14 days relative to 5 days. Expression of all astrocyte state gene panels increased by 5 days whereas NPC gene expression decreased. From 5 to 14 days after grafting, astrocyte gene expression in NPC increased whereas EMT gene expression decreased. ***p value < 0.0005, **p value < 0.004, One sample *t*-test (two-tailed) for hypothetical mean = 0. Graphs are mean ± s.e.m. and individual DEGs are overlayed. **c** Volcano Plot comparing DEGs for NPC grafted into 2d SCI and recovered at 14 days after grafting versus samples recovered at 5 days after grafting. **d** PCA for all DEGS for NPC grafted into uninjured, single crush SCI (SCI) and double crush SCI (dSCI) referenced to NPC (pre-graft) showing large differences for all differentiation conditions compared to the NPC state and the variation amongst the unique tissue environments. **e** Violin plots of DEGs for NPC grafted into different tissue environments for astrocyte, reactivity, EMT and NPC/proliferation gene panels. **f** Heat maps showing the top 10 DEGs for the astrocyte, reactivity and EMT gene panels most altered in grafted NPC by tissue environment. **g** Volcano Plot comparin**g** DEGs for NPC grafted into different tissue environments.

These findings show that NPC transplanted into CNS lesions and host astrocytes proliferating in response to CNS lesions exhibit converging transcriptional profiles during CNS wound repair which generates astroglial borders that surround and isolate CNS lesions.

### NPC grafted into SCI mature over time in vivo

Host astrocyte border formation around CNS lesions is a dynamic process that evolves over time during the 14 days after SCI and is likely to be influenced by molecular cues in the lesion environment^58^. 

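Grafts placed 2 days after SCI and harvested as the 5-day group (n = 5, 12286240–15564635 (median 14188374) counts per library) were compared with the same pre-graft NPC and with the 14-day grafts. The 5-day libraries are single-read and shallower than the paired libraries of the other grafts, so time and read type change together in each comparison. Labels and paper both give 5 and 14 days, while the paper counts them in places from grafting and in places from injury. Counting, scaling and tests were those used for the 14-day grafts, and panels are summarised by their mean log2FC, as in Fig. 8.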

To evaluate NPC graft transcriptome at an earlier timepoint during border formation we harvested grafts at 5 days after transplantation (Fig. 8a–c, Supplementary Fig. 13c). At 5 days post grafting, NPC show significant upregulation of all astrocyte state gene panel genes with reactivity genes showing the greatest net upregulation with a Log2FC ~ 6 compared to pre-graft levels (Fig. 8b). This astrocyte differentiation of NPC by 5 days occurred concurrently with downregulation of progenitor genes. 

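At 5 days, 8017 genes were DEGs against pre-graft NPC (4041 higher, 3976 lower). Mean log2FC were 6.98 (SD 0.97) for the matched reactivity genes (87.5% higher and 2.50% lower), 2.93 (SD 0.28) for EMT (120 higher and 16 lower) and 1.83 (SD 0.21) for astrocyte genes (219 higher and 54 lower). DESeq2 moved the reactivity mean most, to 3.60. With NPC P15 D2, the single-read culture, as the reference the EMT mean was 2.41 and the astrocyte mean 1.61. Other references went the other way. Both means were higher with NPC P15 and with NPC P15 D3, chosen after seeing the data, which gave an astrocyte mean of 2.31. *Srgn*, of the list of myeloid genes, (0 to 43.9 CPM), *Havcr2* (0 to 40.8 CPM) and *Arg1* (0 to 32.1 CPM) were the 3 largest increases.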

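The 29 progenitor genes had a mean log2FC of −2.10 (SD 0.26) at 5 days, with 1 higher and 25 lower.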

From 5 to 14 days after transplantation, NPC grafts significantly downregulated EMT-related genes and upregulated healthy astrocyte genes while reactivity and NPC genes did not change significantly from their levels detected at 5 days (Fig. 8b, c, Supplementary Fig. 13c, d). These data suggest that astrocyte differentiation and cessation of proliferation occur quickly after transplantation, but maturation and adoption of specialized astrocyte functions proceeds more slowly. 

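From 5 to 14 days, 811 genes were DEGs, 416 higher and 395 lower at 14 days. DESeq2 gave 1851, and the fits without 1 library 350–1191. Mean log2FC between the times were −0.58 (SD 0.03) for EMT (4 higher and 54 lower), 0.09 (SD 0.18) for astrocyte (35 higher and 17 lower), −0.08 (SD 0.33) for reactivity (4 higher and 11 lower) and −0.38 (SD 0.34) for progenitor genes (2 higher and 7 lower). Keeping the log2FC of non-DEGs gave −0.89 for EMT and −0.62 for reactivity. The paper concludes that EMT falls while the healthy signature rises and the other panels hold. By DEG counts EMT and astrocyte genes go those ways. The SD beside the astrocyte mean is of replicate values in which non-DEGs keep their difference, so it cannot place that mean against 0. The progenitor mean was below 0 here. With the replicate number as a block it was 0.00167, and 269 genes were DEGs. Read type also differs between the times.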

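Lower at 14 than at 5 days were *Snai2* (chromosome 16, 14705852–14709395, log2FC −1.60, SE 0.32, adjusted p = 0.0071), *Postn* (chromosome 3, 54359267–54391041, log2FC −3.71, SE 0.53, adjusted p = 0.0010) and *Fbln2* (chromosome 6, 91212460–91272540, log2FC −3.51, SE 0.49, adjusted p = 1.0e-03), and *Acta2* (log2FC −3.10, SE 0.48, adjusted p = 0.0016). *Postn* went from 758 ± 477 to 49.2 ± 27.9 CPM. *Arg1* (chromosome 10, 24915207–24927470, log2FC −7.78, adjusted p = 0.0017) was among the 3 largest decreases.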

Key EMT regulatory genes more highly expressed in 5-day grafts included the canonical markers *Snai2, Postn*, *Fbln2* and *Acta2* (Fig. 8b, Supplementary Fig. 13d). The downregulation of EMT gene expression from 5 to 14 days coincides with consolidation of wound repair functions and stabilization of astroglial borders as well as reduced blood and serum exposure. 

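Higher at 14 days were *Chil1* (log2FC 5.91, SE 0.64, adjusted p = 2.9e-04), *Myoc* (log2FC 5.09, SE 0.46, adjusted p = 1.1e-04), *Aqp4* (log2FC 1.91, SE 0.22, adjusted p = 3.5e-04), *Agt* (log2FC 1.75, SE 0.37, adjusted p = 0.0093) and *Hepacam* (log2FC 1.64, SE 0.25, adjusted p = 0.0015). *Chil1* went from 37.3 ± 35.2 to 2035 ± 678 CPM and *Aqp4* from 292 ± 76.0 to 983 ± 199.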

Concurrently, healthy astrocyte gene expression increased from 5 to 14 days including genes required for forming and maintaining astrocyte border functions such as *Chil1* and *Myoc*^66,68–70^ as well as specialized astrocyte functional genes such as *Aqp4, Agt, Hepacam, Slc6a1* (Fig. 8b, c, Supplementary Fig. 13d).

These data show that differentiation of NPC grafted into acute lesion environments evolves over the temporal course of wound healing, and that reactivity and EMT-like transcriptional profiles are provoked acutely and then transition to profiles more similar to wound repair astrocytes over time.

### NPC transcriptional profiles and differentiation potential in vivo are modified by non-cell autonomous cues in different host tissue environments

Differentiation of grafted NPC into different phenotypes detected by IHC correlated with the spatial proximity of NPC to preserved neural tissue, lesion borders or pockets of immune and fibrotic cell-laden lesion cores. NPC progeny located within neural tissue expressed either Gfap or Pdgfra/Olig2 (Fig. 4d, e) whereas NPC at lesion borders overwhelmingly expressed Gfap, and NPC surrounded only by non-neural cells within SCI lesion cores expressed none of these markers, suggesting a strong environmental influence on NPC functions (Fig. 6b, c). We therefore next used RNA-Seq to further dissect the effect of molecular environment on non-cell autonomous regulation of NPC phenotype. We grafted NPC into three different conditions in the spinal cord that would direct unique predominant differentiation phenotypes that could be readily evaluated by bulk RiboTag transcriptomics: (i) uninjured spinal cord, (ii) single forceps crush SCI (SCI) as done previously, and (iii) double forceps crush SCI (dSCI) that created substantially larger non-neural cores and concurrent decreased influence of preserved neural tissue at the margins of the lesion on NPC (Fig. 8a, d–g, Supplementary Fig. 13e, f). 

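For the comparison of environments, 14-day grafts in uninjured cord (n = 5, 66310464–85474297 (median 78136247) counts) and in double crush lesions (n = 5, 44385710–90830404 (median 66307354) counts) were added to those in single crush SCI. Injured mice were grafted 2 days after injury. Each group was tested against hydrogel pipette NPC and against the other environments. The 3 groups come from different mice, and their libraries are all paired.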

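Against pre-graft NPC, uninjured cord gave 8085 DEGs (4275 higher, 3810 lower) and double crush 7851 (4313 and 3538). With single crush, the union held 10452 genes, 5436 (52.0%) of them DEGs in all 3 environments. Between environments, SCI and uninjured cord differed in 734 genes (330 higher in SCI, 404 lower), double crush and uninjured cord in 666 (405 and 261) and double and single crush in 289 (204 and 85). With DESeq2 these 3 counts were 2027, 1825 and 1346, and with the replicate number as a block 677, 35 and 0. With all groups in 1 fit the split was 588 higher and 421 lower for SCI against uninjured, and 253 and 311 for double against single crush. Leaving out 1 library gave 232–1576, 197–864 and 0–1061. On the union, the first component held 57.7% (SD 6.89) and the other 25.4% (SD 4.73) of the variance. The paper concludes that grafting has a common effect and that environment adds to it. The count of shared DEGs goes with the first part. All 3 comparisons use the same hydrogel pipette libraries, so part of this overlap can come from the shared reference. The counts between environments carry the other part, and they vary with the fit.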

NPC transcriptome analysis at 14 days revealed both common changes in NPC grafts that were not altered by tissue environment, and lesion environment-specific effects (Fig. 8e–g). Numerous healthy astrocyte genes were upregulated by at least Log_2_FC > 5 upon grafting versus pre-graft NPC gene expression regardless of tissue environment or lesion size including *Gfap, Atp1a2, Pla2g7, S100b, Gjb6, Aqp4* (Supplementary Table 4). 

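Against pre-graft NPC, log2FC in uninjured cord, SCI and double crush were 8.49, 9.18 and 8.15 for *Gfap*, 5.15, 5.99 and 5.28 for *Pla2g7*, 5.75, 5.85 and 5.20 for *S100b*, 7.91, 8.11 and 8.49 for *Gjb6* and 7.91, 9.23 and 9.00 for *Aqp4*. The largest adjusted p of the 15 was 1.4e-08. *Gjb6* (chromosome 14, 57123301–57133611) went from 0.356 ± 0.0922 CPM to 83.7 ± 31.1 in uninjured cord.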

Further analysis of NPC grafted into these different tissue environments revealed significant environment-dependent regulation of other healthy astrocyte genes including astrocyte glia limitans and border-forming genes^66,68–70^ *Id3, Myoc*, and *Chil1* which were most highly upregulated in SCI consistent with a higher proportion of grafted cells adopting astroglia border functions in response to injury (Fig. 8f, g, Supplementary Fig. 13e, f). 

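In SCI against uninjured cord, *Id3* (chromosome 4, 136143822–136145392, log2FC 2.47, SE 0.22, adjusted p = 3.4e-05), *Myoc* (chromosome 1, 162639150–162649694, log2FC 3.23, SE 0.18, adjusted p = 3.3e-07) and *Chil1* (log2FC 4.74, SE 0.41, adjusted p = 3.4e-05) were higher. In double crush against uninjured cord they gave 1.86 (adjusted p = 1.8e-04), 1.94 (adjusted p = 0.0031) and 2.72 (adjusted p = 0.0067). None was a DEG between double and single crush (log2FC −0.62, −1.32 and −2.05, adjusted p = 0.13, 0.022 and 0.016). *Myoc* and *Chil1* lie close to the threshold there, so an absence of difference is not shown. *Id3* was lower in uninjured-cord grafts than before grafting (log2FC −0.71, adjusted p = 9.6e-06).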

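The median log2FC of the 400 astrocyte genes against pre-graft NPC was 0.65 (SD 0.09) in uninjured cord (207 higher and 73 lower) and 0.96 (SD 0.20) in double crush (214 higher and 56 lower), beside the single crush value of 1.22. With NPC P15 D3 as the reference, chosen after seeing the values, the medians were 1.28 in uninjured cord and 1.35 in double crush. Compared directly, 46 astrocyte genes were higher and 4 lower in SCI than in uninjured cord (mean log2FC 0.14 (SD 0.18)).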

Interestingly, expression of healthy astrocyte genes was highest in the SCI environment but decreased slightly for grafts in the larger double crush lesions (dSCI) (Supplementary Fig. 13e, f).

Consistent with our histological observations in the forebrain, NPC exhibited different proportions of immunohistochemically identified oligodendroglia and significantly different oligodendroglia transcriptional profiles when grafted into healthy tissue versus SCI lesions (Supplementary Fig. 16). 

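The matched oligodendroglia genes had medians of 3.98 (SD 0.30) in uninjured cord (77 higher and 6 lower), 3.35 (SD 0.48) in SCI (78 higher and 12 lower) and 3.06 (SD 0.30) in double crush (74 higher and 13 lower). In SCI against uninjured cord, 19 of them were lower and 0 higher DEGs (mean −0.32 (SD 0.38)). In double crush 19 were lower and 1 higher (mean −0.27 (SD 0.36)). Summed levels of listed myelin genes were 18411 ± 6557 CPM in uninjured-cord grafts, 7022 ± 2390 in SCI and 7735 ± 3528 in double crush. RNA from host cells in the uninjured-cord libraries can thus enter this difference and cannot be told apart from graft RNA. *Gpr37* (chromosome 6, 25668523–25689980, log2FC −1.76, SE 0.36, adjusted p = 0.0067) and *Hapln2* (chromosome 3, 88020558–88027511, log2FC −2.54, SE 0.36, adjusted p = 9.2e-04) were lower in SCI. *Pdgfra* (chromosome 5, 75151322–75198206, log2FC −0.42, SE 0.26, adjusted p = 0.33) and *Olig2* (chromosome 16, 91225550–91228677, log2FC −0.02, SE 0.26, adjusted p = 0.97) were not DEGs there, and *Olig2* was lower in double crush (log2FC −1.69, adjusted p = 0.0018).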

NPC grafts in all tissue environments showed increased oligodendroglia lineage gene expression profiles (Supplementary Fig. 16a, b) but the overall expression levels of most of these genes including canonical OPC genes *Pdgfra, Gpr37, Hapln2 and Olig 2*, were reduced in grafts made in SCI lesions compared with uninjured tissue (Supplementary Fig. 16c–e). This reduction in the proportion of OPC-like graft progeny in SCI grafts measured by transcriptomics was corroborated with immunohistochemistry where NPC grafts in uninjured neural tissue showed widespread expression of OPC marker Olig2 and a uniform dispersion throughout tissue beds populated with neurons (Supplementary Fig. 16f, g). By contrast, NPC grafts made in SCI lesions showed Olig2 positivity only in a minority of cells found in regions where grafted cells made direct contact with preserved neural tissue whereas grafted cells in close proximity to, or within, SCI lesion cores showed negligible Olig2 expression (Supplementary Fig. 16h, i). 

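Mean log2FC in double crush against uninjured cord was 1.00 (SD 0.79) for reactivity, 0.34 (SD 0.44) for EMT and 0.07 (SD 0.23) for astrocyte genes. In single crush it was 0.37 (SD 0.33) for reactivity, 0.10 (SD 0.03) for EMT and 0.14 (SD 0.18) for astrocyte genes. Reactivity genes that were DEGs numbered 49 and 19 of 120, all higher in the lesions. Without the 60 myeloid-expressed genes the double crush mean was 1.10. *Tgm1* was 4.19 (adjusted p = 1.5e-04) in SCI and 2.45 (adjusted p = 0.021) in double crush. For *Ms4a7* the values were 2.05 (adjusted p = 0.29) and 4.39 (adjusted p = 0.037), and for *Clec4d* 4.21 (adjusted p = 0.11) and 6.14 (adjusted p = 0.018). *Cd22* stood at 3.24 ± 4.05 CPM in uninjured cord, 10.3 ± 6.46 in SCI and 42.1 ± 22.1 in double crush, with adjusted p of 0.27 and 0.038. *Ms4a7*, *Clec4d* and *Cd22* are myeloid genes, whose RNA can come from host cells of the lesion.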

Reactivity genes were the most differentially altered by tissue environment of the three unique astrocyte state gene panels (Fig. 8e, f, Supplementary Fig. 13f) with immune and inflammation response-related reactivity genes such as *Cd22, Tgm1, Ms4a7*, and *Clec4d*, most prominently varied by environment (Fig. 8g). 

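Against uninjured cord, *Anpep* (chromosome 7, 79821803–79848210) gave 2.77 (adjusted p = 0.0011) in double crush and 0.90 (adjusted p = 0.15) in SCI, and it was higher in double than in single crush (log2FC 1.88 (adjusted p = 0.0095)). *Snai2* gave 3.08 (adjusted p = 0.032) and 2.29 (adjusted p = 0.079), so it passed the threshold in neither. It was not a DEG between the 2 lesions (adjusted p = 0.23). *Timp1* was higher in both, 2.28 (adjusted p = 0.0011) and 2.72 (adjusted p = 3.7e-04). Of the matched EMT genes, 37 were higher in double crush and 18 in SCI, while 0 and 5 were lower.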

NPC grafted into more severe dSCI environments with less exposure to neural tissue also exhibited increased expression of canonical EMT genes including *Anpep*, *Snai2 and Timp1* whereas less severe SCI lesions showed negligible increase in these genes compared to NPC grafts in uninjured tissue (Fig. 8f, g, Supplementary Fig. 13f).

These data show that the transcriptional profiles of NPC transplanted in vivo are significantly modulated by non-cell autonomous cues present in host tissue in a manner consistent with the generation of different types of progeny when grafted into different types of host tissue environments.

## Discussion

Directing the fate of transplanted NPC into desired cell phenotypes to serve specific therapeutic purposes after transplantation in vivo will require a detailed understanding of the relative roles of non-cell autonomous cues and cell-autonomous programs in determining NPC fate. Although NPC can be matured into neuronal or glial restricted progenitors in vitro that tend to give rise preferentially to neurons or glia after grafting in vivo^33^, the pronounced degree to which different host cell environmental cues modulate NPC differentiation is only beginning to be recognized, specified and addressed^71^. Our findings here demonstrate the power of the Rpl22-HA (RiboTag) tool for transcriptionally profiling and morphologically characterizing NPC and their progeny after grafting under different conditions in vivo. Using this approach, we compared the transcriptional states of NPC grafted into uninjured or lesioned CNS tissue with the transcriptional changes induced in NPC by exposure to specific molecular cues in vitro and with transcriptional profiles of endogenous CNS wound repair cells. Our findings show that (i) NPC fate is strongly influenced by different non-cell autonomous cues in vitro and in different host CNS environments in vivo, and (ii) NPC grafted into CNS subacute lesions after stroke or SCI adopt a phenotype similar to newly proliferated host astroglial that participate in wound repair (Fig. 9).

**Fig. 9:**
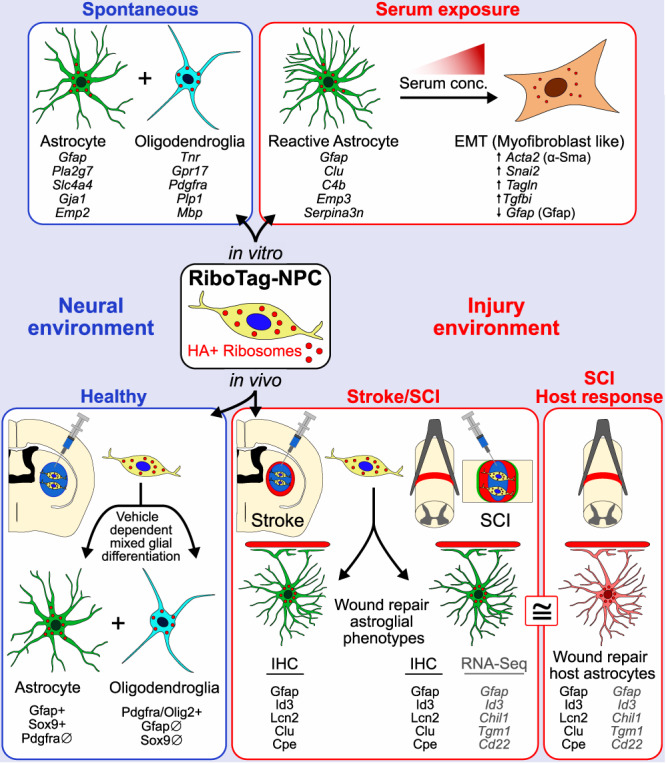
Schematic summarizing the main findings. RiboTag-NPC were derived by neural induction of mESC and were used for RNA-Seq and IHC studies in vitro and in vivo. When placed into in vitro (top left) or in vivo (bottom left) neural environments, RiboTag-NPC spontaneously differentiated into mixed populations of astrocyte lineage and oligodendrocyte lineage cells. Glial cell differentiation was verified based on gene expression determined by bulk RiboTag RNA-Seq and single-nuclei RNA-Seq. Introducing NPC into CNS injury-like environments in vitro (via exposure to increasing concentrations of serum (top right) or grafting in vivo into lesion environments after stroke and spinal cord injury (bottom right), instructed cells to adopt wound repair astroglial phenotypes through non-cell autonomous cues. The wound repair astroglial phenotype adopted by grafted NPC in CNS injuries shared numerous protein and transcriptome similarities (≅) with the host astrocyte wound repair response (bottom right). Example proteins and genes (italicized) shared by these wound repair phenotypes are listed. Notably, high serum concentrations in vitro (top right), or grafting into larger and more severe lesions (not depicted), increased myofibroblast-like phenotypes in NPC characteristic of EMT. EMT epithelial mesenchymal transition, HA haemagglutinin, IHC immunohistochemistry.

After mitogen withdrawal in vitro, RiboTag-NPC spontaneously differentiated primarily into astrocyte and oligodendrocyte lineage cells as reported for NPC by others^36^. This cell-autonomous differentiation in vitro was modified as expected by known non-cell autonomous cues such that exposure to CNTF or 1% serum generated more astroglia^36,39,40^, whereas IGF-1 generated more oligodendroglia^41^. NPC grafted into healthy CNS tissue generated cells with transcriptional phenotypes similar to astroglia and oligodendroglia present in healthy adult CNS tissue or to cells generated after NPC differentiation in vitro. Notably, NPC grafted into uninjured CNS tissue intermingled with local neurons and upregulated genes associated with neuronal interactions. In striking contrast, these NPC when grafted into subacute ischemic or hemorrhagic CNS lesions and exposed to serum or blood from the blood–brain barrier leak, differentiated primarily into cells with transcriptional and morphological features similar to newly proliferated host astrocytes that surround lesions and corral inflammatory and fibrotic cells. Notably in such lesions, NPC progeny did not intermingle with nearby neurons and did not upregulate genes associated with neuronal interactions, but instead interacted with inflammatory and fibrotic tissue and upregulated genes associated with wound repair. To look for potential non-cell autonomous cues underlying these differences in grafted NPC fate, we examined NPC responses to serum proteins in vitro. Serum response factor (Srf) is a prominent transcription factor of astrocyte reactivity across multiple disorders, including SCI and stroke^67^. We found that serum proteins at lower concentrations fostered NPC acquisition of astroglial features but at higher concentrations attenuated astroglia features and promoted EMT-like changes. In vivo, we noted changes compatible with these in vitro findings such that NPC located in the center of large lesions and thereby exposed to high serum and inflammatory/fibrotic cells but not to neural cells exhibited more EMT-like features, whereas NPC located along borders between inflammatory/fibrotic cells and neural cells and thereby exposed to mixed cues from both cell populations were directed towards a border-forming astroglial phenotype, indicating that different microenvironments within lesions can differentially influence NPC cell fate. Thus, non-cell autonomous cues derived from various sources, including blood-borne molecules, leukocytes or local neural cells present in different host tissue environments can powerfully modulate grafted NPC transcription and instruct differentiation into cells with different phenotypes. This differential responsiveness of NPC to different non-cell autonomous cues after grafting in vivo strongly supports the notion that understanding these cues will foster the development of bioengineered interventions that can intentionally provide desired, or block unwanted, cues and thereby direct grafted NPC into therapeutically useful phenotypes^71^.

During naturally occurring wound repair in the adult CNS, neural tissue that has been lost to injury or disease is replaced by non-neural fibrotic tissue that is partitioned away from adjacent viable neural tissue by protective astroglial borders^1–10^. This stereotypic organization of CNS lesions is conserved across rodents and humans, and the newly proliferated astroglia that form narrow borders between neural and non-neural tissue during wound repair share similarities with astroglial that form narrow ‘limitans’ borders separating neural from non-neural tissue along meninges in the healthy CNS^5^.

Here, we found that NPC grafted into subacute CNS lesions differentiated into an astroglial phenotype with striking similarities to that adopted by proliferating host astrocytes that generate naturally occurring astroglial borders around non-neural lesion core tissue. Starting from two very different transcriptional states, transplanted NPC and proliferating host astroglia in serum-exposed lesions exhibited convergent differentiation into astroglia with similar transcriptional, morphological, and functional features. In this regard, it deserves mention that the peak time of host-derived astrocyte proliferation for border formation is from 2 to 7 days after injury^58^ so that NPC grafted at 2 days after stroke or SCI, as done here, were placed into an environmental niche potentially primed to direct them into such border-forming cells. It is interesting to speculate that NPC and proliferating astrocytes share similar differentiation potentials and that the same molecular cues in lesions might have similar effects on their differentiation. Other researchers have shown that adult astroglia induced to proliferate after injury and then placed into neurogenic culture conditions exhibit differentiation potentials similar to NPC^64,72^, providing further evidence for similarities between these cells. Likely sources of differentiation modifying cues are serum-derived and blood-borne molecules that are present in high concentrations in ischemic or hemorrhagic lesions during the timepoint of astroglial proliferation and border formation. We show here that serum exposure in vitro alters the transcription of NPC differentiating in vitro to become similar to that of reactive astrocytes in CNS lesions. In addition, we show that border-forming astroglia derived from either grafted NPC or host proliferating astrocytes, as well as serum-exposed NPC in vitro, all upregulate the transcription regulator Id3, which is also expressed by astroglial limitans borders along meninges and large vessels in healthy tissue but is rare among other astrocytes. Interestingly, other researchers have shown that blood-derived fibrinogen can instruct endogenous periventricular NPC to upregulate Id3 and adopt a wound repair astroglial phenotype^73^. Together, these findings support a model whereby newly proliferated astroglia that form borders around CNS lesions represent a naturally occurring wound repair phenotype^1,4,5,10,74^ and that non-cell autonomous cues in serum-exposed CNS lesions activate similar intrinsic potentials in grafted NPC and proliferating host astroglia towards this naturally occurring wound repair astroglia phenotype.

NPC derived from ESC or iPSC and grafted into CNS lesions are well known to bias towards astroglial-like differentiation with formation of few neurons in the absence of exogenous interventions, but why this occurs and the degree to which it is cell autonomously or non-cell autonomously determined have not been well understood^71^. Because NPC generate primarily astroglia instead of neurons when transplanted into CNS lesions, the lesion environment is often regarded as hostile. Our findings challenge the notion that lesions are ‘hostile’ to grafted NPC and instead provide an explanation that NPC are responding to cues in the lesion environments that instruct NPC and host proliferating astrocytes to adopt a naturally occurring wound repair astroglial phenotype. Understanding how and why different non-cell autonomous cues instruct NPC transplanted in CNS host tissue to generate different cell types will be fundamental to achieving mechanism-based approaches to therapeutic NPC transplantation. Monitoring transcriptional profiles of transplanted NPC in vivo over time as described here can facilitate the dissection of such mechanisms.

## Methods

### Cells

Mouse embryonic stem cells (mESC) were derived from the inner cell mass of E3.5 blastocyst stage embryos generated from crosses of male homozygous B6N.129-Rpl22tm1.1 Psam/J(RRID: IMSR_JAX: Stock No: 011029) “Ribotag” mice to females hemizygous for a dominant, maternal effect cre allele, B6.Cg-Tg(SOX2-cre)1Amc/J (RRID: IMSR_JAX: 008454) and heterozygous for the “RiboTag” allele. Multiple male and female mESC lines were derived, and each was karyotyped and genotyped to confirm sex and homozygosity for the cre-exised, Ribotag allele^35^. A single female mESC line was used for all experiments in this work. These RiboTag mESC express a modified ribosomal protein L22 (Rpl22) with hemagglutinin HA epitope tag^34^.

### Animals

All in vivo experiments involving the use of mice were conducted under the continual ethical oversight of the Animal Research Committee (ARC) of the Office for Protection of Research Subjects at the University of California Los Angeles (UCLA) as detailed in the approval protocols ARC-2000-001, ARC-2008-051, ARC-2015-073. All in vivo animal experiments were conducted within approved UCLA facilities using wildtype or transgenic C57/BL6 female and male mice that were aged between 8 weeks and four months old at the time of craniotomy or spinal cord injury surgery. B6N.129-Rpl22tm1.1Psam/J (RRID: IMSR_JAX: 011029) were bred with B6.Cg-Tg(Gfap-cre)73.12 Mvs/J (RRID: IMSR_JAX: 012886) from an in-house colony to generate Transgenic 73.12 GFAP-Cre -RiboTag mice. B6.Cg-Tg(Gfap-TK)7.1Mvs/J (RRID: IMSR_JAX: 005698) were bred from an in-house colony to generate GFAP-TK mice. Mice were housed in a 12-h light/dark cycle in a specific pathogen-free facility with controlled temperature (20–25 °C) and humidity (50–70%) and were provided with food and water ad libitum. Mice that received surgical procedures were administered post-surgical analgesia (buprenorphine, 0.1 mg/kg) for at least 2 days after each surgery. Spinal cord injury mice received twice daily bladder expression until voluntary voiding returned. No animals in the study that received NPC transplants were administered with any immunosuppression drugs.

### NPC derivation from mESC

Neural progenitor cells (NPC) were derived from mouse embryonic stem cells (mESC) by adapting and refining existing protocols used by us and others^35,36,75^. mESCs were maintained and expanded on 0.1% gelatin-coated flasks (EmbryoMax™ 0.1% Gelatin Solution, Millipore Sigma, Cat# ES006B) in KnockOut™ DMEM media (Cat# 10829018, ThermoFisher Scientific) containing 15% Fetal bovine serum (FBS) (ES cell tested) (ThermoFisher Sci cat # 10439-016), MEM Non-Essential Amino Acids Solution (100X) (Cat# 11140050, ThermoFisher Scientific), 100X EmbryoMax® Nucelosides (EMD Millipore cat # ES-008-D), Beta-Mercaptoethanol (Sigma Aldrich M3148), Antibiotic-Antimycotic (100X) (Cat# 15240096, ThermoFisher Scientific) and Leukemia inhibitory factor (LIF) (1 million units/mL stock) (EMD Millipore cat # ESG1106). NPC lines were derived from mESCs using a standard 2−/4+ induction protocol followed by a neural expansion protocol^35,36,75^. The 2− step of embryoid body (EB) formation involved removing LIF and FBS supplements from the cell media and changing media to a differentiation media consisting of Advanced DMEM/F12 (ThermoFisher Sci cat # 12634-010) supplemented with L-Glutamine (Thermofisher Scientific Cat#25-030-081) (2 mM) and Knockout serum replacement (ThermoFisher Sci cat # 10828010) plus the other constituents described above for 2 days. Neural induction (4+) of embryoid bodies (EB) was performed by culturing isolated EB in differentiation media supplemented with retinoic acid (RA) (R2625-50MG, Sigma) (50 nM) and purmorphamine (PUR) (sonic hedgehog (SHH) agonist) (SML0868-5MG, Sigma) (500 nM) for 4 days. To propagate the neurally induced mESCs, the cells were grown in neural expansion media consisting of Advanced DMEM/F12 supplemented with B27 (no Vitamin A) (50X) (ThermoFisher Sci cat # 12587010) and growth factors EGF (Cat# AF-100-15-100UG, Peprotech) and FGF (Cat# 100-18B-100UG, Peprotech) (100 ng/mL for each) for a period of 2-6 weeks resulting in a passagable line of adherent NPC. Samples at defined passages after neural induction (P) were collected for analysis. NPC stocks were maintained so that all samples in the study were less than P30.

### In vitro NPC assays

NPC were differentiated spontaneously (Spont) by lowering the EGF/FGF concentration in the neural expansion media from 100 ng/mL to 1 ng/mL for 4 days. CNTF (Cat# 450-13-100UG, Peprotech) and IGF-1 (Cat#100-11-100UG, Peprotech) differentiation involved adding 100 ng/mL of the respective growth factor into the Spont media and culturing for 4 days. FBS differentiation involved adding FBS (Cat# 10437010, ThermoFisher Scientific) at 1, 5, 10, or 20% vol/vol to the Spont media and culturing for 4 days. For ICC evaluations cells were seeded onto 10 mm round glass coverslips that had been coated with 0.1% gelatin and placed into wells of a 24-well plate at 30,000 cells per well and cultured with 1 mL of media. At 4 days, cells on coverslips were fixed with 4% paraformaldehyde for 30 min. For RNA-Seq and Western blotting samples, cells were seeded at 30,000 cells/cm^2^ on T75 flasks (total of 2.25 million cells/flask) and recovered by gentle trypsinization and centrifugation before being frozen as cell pellets and stored in −80C cold storage until processing. TGF-βR inhibition of NPC cultured in 10% FBS was performed by preincubating NPC in media supplemented with the small molecule SB-431542 hydrate (S4317-5MG, Sigma) at a concentration 1 µM for 2 h prior to adding the FBS and then culturing for 4 days. Fractionation of FBS was performed using Amicon Ultra-0.5 Centrifugal Filter Unit (100 kDa MWCO, UFC510024, Sigma) spinning on a fixed angle rotor at 14,000 × *g* for 30 min to concentrate the >100 kDa fraction. Fractionation was performed in 12 separate filter units and the >100 kDa and <100 kDa fractions from each were pooled. The concentration factor for the >100 kDa sample was estimated from the pooled sample and diluted to equivalent concentration of the pre-fractionated FBS for use in the in vitro cell cultures. The <100 kDa fraction was used in the in vitro experiments as collected without any further dilution. Mouse serum was generated from pooled blood collected fresh from 12–16 week C57/BL6 female and male mice via cardiac puncture using a 3 mL syringe with a 18 gauge needle. Collected blood was transferred to a microcentrifuge tube and allowed to clot for 30 min at room temperature. Serum was isolated from the clotted blood by gentle centrifugation at 100 × *g* for 10 min in a refrigerated centrifuge (Model 5415R, Eppendorf).

### Synthesis and formulation of hydrogels

Physically crosslinked hydrogels were formulated from polypeptides that were synthesized using procedures developed previously by our group^1,35^. Polypeptide synthesis was performed in a N_2_ filled glove box using anhydrous solvents. Amino acid N-carboxyanhydride (NCA) monomers l-methionine (M) NCA, L-leucine (L) NCA and l-alanine (A) NCA were prepared by phosgenation in a tetrahydrofuran (THF) solution under inert conditions. NCA monomers were purified by either recrystallization (for L and A NCA) or column chromatography in the glove box (M NCA). Copolypeptides were prepared at 100 mg scale, by adding a solution of initiator, Co(PMe_3_)_4_, (3.5 mg, 0.001 mmol) in THF (20 mg/mL) to a mixture of l-methionine NCA (Met NCA; 100 mg, 0.57 mmol) and L-alanine NCA (Ala NCA; 7.3 mg, 0.063 mmol) in THF (50 mg/mL). After 2 h, l-leucine NCA (Leu NCA; 14 mg, 0.088 mmol) in THF (50 mg/mL) was then added and after a further 1 h the reaction mixture was removed from the glove box. The block copolypeptide solution was precipitated in deionized water, filtered, and dried under reduced pressure. Next, a volume of 70 wt. % *tert*-butyl hydroperoxide (TBHP) (16 molar equivalents per l-methionine residue) was added to the copolypeptide in DI water to convert l-methionine residues to l-methionine sulfoxide residues over 24 h at ambient temperature. To aid oxidation, a catalytic amount of camphorsulfonic acid (CSA) (0.2 molar equivalents per Met residue) was added to the solution. Polypeptide was dialyzed in 2000 MWCO dialysis bags against: (i) pyrogen-free deionized milli-Q water (3.5 L) containing sodium thiosulfate (1.2 g, 2.2 mM) for 1 day to neutralize residual peroxide, (ii) pyrogen-free deionized milli-Q water (3.5 L) containing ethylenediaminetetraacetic acid tetrasodium salt hydrate (1.0 g, 2.63 mmol) to aid cobalt ion removal, and (iii) pyrogen-free deionized milli-Q water (3.5 L) for 2 days to remove residual ions. For each step dialysate was changed every 12 h. The copolypeptide solution was then freeze dried to yield a white fluffy solid. Hydrogels were prepared by solubilizing lyophilized copolypeptide in phosphate buffered saline (PBS) or supplemented cell culture media and stored at 4 °C for 24 h to assemble, without stirring, before use. DCH formulations mixed with cells were prepared at either 10 or 5 wt% and then diluted 1:1 with cells in media via gentle mixing with a pipette. DCH alone formulations were prepared at 5% or 2.5% in PBS.

### Surgical procedures

All surgical procedures were approved by the UCLA ARC and conducted within a designated surgical facility at UCLA. All procedures were performed on mice under general anesthesia achieved through inhalation of isoflurane in oxygen-enriched air.

### Craniotomy procedure

Shaved mice heads were stabilized and horizontally leveled in a rodent stereotaxic apparatus using ear bars (David Kopf, Tujunga, CA). A small craniotomy over the left coronal suture was performed using a high-speed surgical drill and visually aided by an operating microscope (Zeiss, Oberkochen, Germany). As small rectangular flap of bone encompassing sections of the frontal and parietal bone was removed to expose the brain in preparation for injection.

### Stroke lesion model

To create focal ischemic strokes, 1.5 μL of L-NIO (N5-(1-Iminoethyl)-L-ornithine) (Cat. No. 0546, Tocris solution) (27.4 mg/mL (130 µM) in sterile PBS) was injected into the caudate putamen nucleus at 0.15 μL/min using target coordinates relative to Bregma: +0.5 mm A/P, +2.5 mm L/M, and −3.0 mm D/V. A standard micropipette injection protocol was used to make all injections into the brain or spinal cord using pulled borosilicate glass micropipettes (WPI, Sarasota, FL, #1B100-4) that were ground to a 35° beveled tip with 150–250 μm inner diameter. Glass micropipettes were mounted to the stereotaxic frame via specialized connectors and attached, via high-pressure polyetheretherketone (PEEK) tubing, to a 10 μL syringe (Hamilton, Reno, NV, #801 RN) controlled by an automated syringe pump (Pump 11 Elite, Harvard Apparatus, Holliston, MA). After injection, the surgical incision site was sutured closed and the animals were allowed to recover for 48 h before undergoing a second surgery involving injection of hydrogel with and without cells as described below.

### Spinal cord Injury crush model

A single incision was made along the back of mice and back musculature attached to the vertebrae cut and removed using small spring scissors and sterile cotton swabs. A laminectomy was made at the 10th thoracic (T10) spinal vertebrae level using spring scissors and 2SP laminectomy forceps (FST) to expose the dorsal surface of the spinal cord. A timed (5 s) lateral compression crush injury at the laminectomy site was made using No. 5 Dumont forceps beveled to a tip width of 0.5 mm.

### NPC and hydrogel injections

Cells and hydrogel formulations were backloaded into the pulled glass micropipettes prior to connecting to the stereotaxic frame. For brain injections, a volume of 1 μL of hydrogel and/or cells (loaded at 10,000, 100,000, or 250,000 cells/µL) were injected into the caudate putamen nucleus at 0.15 μL/min using target coordinates relative to Bregma: +0.5 mm A/P, +2.5 mm L/M. The pipette was lowered to −3.5 mm D/V for the start of the injection and moved up +0.5 mm twice over the course of the injection to a final location of −2.5 mm D/V to improve deposition of cells in brain tissue. The micropipette was allowed to dwell in the brain at the injection site for an additional 4 min at the end of the injection. The micropipette was then removed from the brain slowly and incrementally over a 2-min period. The same procedures were used for injections into L-NIO stroke lesions at 2 days after stroke induction. For hydrogel and/or cell injections into SCI lesions, at 2 days after SCI, NPC formulations were transplanted at a concentration of 250,000 cells/µL with four individual injections of 0.3 µL (4 × 0.3 µL = 1.2 µL total) made at the lesion site at a depth of 0.6 mm from the dorsal surface of the spinal cord.

### Transcardial perfusions

After terminal anesthesia by intraperitoneal injection of pentobarbitol, mice were perfused transcardially with heparinized saline (10 U/mL of heparin) and 4% paraformaldehyde (PFA) that was prepared from 32% PFA Aqueous Solution (Cat# 15714, EMS), using a peristaltic pump at a rate of 7 mL/min. Approximately, 10 mL of heparinized saline and 50 mL of 4% PFA was used per animal. Brains and spinal cords were immediately dissected after perfusion and post-fixed in 4% PFA for 6–8 h. After PFA post-fixing, brains and spinal cords were cryoprotected in 30% sucrose in tris-buffered saline (TBS) for at least 3 days with the sucrose solution replaced once after 2 days and stored at 4 °C until further use. For RiboTag RNA-Seq experiments mice were perfused transcardially with cold heparinized saline (10 U/mL of heparin) for 2 min (7 mL/min) and a 4 mm segment of spinal cord centered on the lesion was immediately dissected after perfusion on ice and snap frozen in microcentrifuge tubes on dry ice. Frozen spinal cords were kept at −80 °C until RiboTag Immunoprecipitation (IP) processing.

### Immunohistochemistry and immunocytochemistry

Coronal brain sections (40 µm thick) or horizontal spinal cord sections (30 µm thick) were cut using a Leica CM3050 cryostat. Tissue sections were stored transiently in TBS buffer at 4 °C or in antifreeze solution of 50% glycerol/30% Sucrose in PBS at −20 °C for long-term storage. Tissue sections were processed for immunofluorescence using free-floating staining protocols described in comprehensive detail previously using donkey serum to block and triton X-100 to permeabilize tissue^1,61,65^. The primary antibodies used in this study were: rabbit Hemagglutinin (HA) (1:1000, Sigma #H6908); goat HA (1:800, Novus, NB600-362); rabbit alpha-smooth muscle actin (α-Sma) (1:200, Novus, NB600-531); rabbit anti-Gfap (1:1000, Dako/Agilent, GA524); rat anti-Gfap (1:1000, Thermofisher, #13-0300); rabbit anti-NeuN (1:1000, Abcam, ab177487); guinea pig anti-NeuN (1:1000, Synaptic Systems, 266 004); goat anti-Cd13 (1:200, R&D systems, AF2335); rat anti-Galectin-3 (1:200, Invitrogen, 14-5301-82); rabbit anti-Fibronectin (1:500, Millipore, Cat#AB2033); rat anti-Cd68 (1:1000, AbDserotec-BioRad, MCA1957); rabbit anti-Iba-1 (1:800, Wako, 019-19741); guinea pig anti-Iba-1 (1:800, Synaptic systems, 234 004); rabbit anti-P2ry12 (1:500, Anaspec, AS-55043A); goat anti-Pdgfr-α (1:500, R&D systems, AF1062); goat anti-Nestin (1:500, R&D, AF2736); goat anti-Oct4 (1:500, R&D systems, AF1759); goat anti-Sox9 (1:500, R&D systems, AF3075); rabbit Aldh1l1 (1:1000, Abcam, Ab87117); rabbit anti-Amyloid Beta (Aβ) (1:200, Abcam, Ab2539); rabbit anti-Amyloid precursor protein (App) (1:200, abcam, ab32136); goat anti-Carboxypeptidase E/CPE (Cpe) (1:200, R&D systems, AF3587); goat anti-Lipocalin-2 (Lcn2) (1:200, R&D systems, AF1857), goat anti-Clusterin (Clu) (1:200, R&D systems, AF2747); Rabbit anti-Tuj-1 (1:500, Sigma, T2200-200UL); rat anti-Vimentin (1:500; R&D Systems, MAB2105); rat anti-Cd44 (IM7) (1:200; Thermofisher Scientific, #14-0441-82); goat anti-Dppa4 (1:200; R&D Systems, AF3730), Rabbit anti-Id3 (1:200; Cell Signaling Technology, #9837); rabbit anti–HSV-TK (1:1000) (generated by M. Sofroniew and validated previously^76^). All secondary antibodies used in this study were purchased from Jackson ImmunoResearch (West Grove, PA). All secondary antibodies were affinity purified whole IgG(H + L) antibodies with donkey host and target species dictated by the specific primary antibody used. All secondary antibodies were stored in 50% glycerol solution and diluted at a concentration of 1:250 in 5% normal donkey serum in TBS when incubated with brain histological sections. Nuclei were stained with 4′,6′-diamidino-2-phenylindole dihydrochloride (DAPI; 2 ng/mL; Molecular Probes). Acti-stain 555 phalloidin (Cytoskeleton Inc. Cat. # PHDH1-A) staining was performed in conjunction with DAPI nuclei staining using manufacturer’s instructions. Sections were coverslipped using ProLong Gold anti-fade reagent (InVitrogen, Grand Island, NY). Sections were examined and photographed using epifluorescence microscopy, deconvolution widefield fluorescence microscopy and scanning confocal laser microscopy (Zeiss, Oberkochen, Germany). Tiled scans of individual whole sections were prepared using a ×20 objective and the scanning function of a Leica Aperio Versa 200 Microscope (Leica, Wetzlar, Germany) available in the UCLA Translational Pathology Core Laboratory.

### RiboTag immunoprecipitation, RNA purification and RNA sequencing

Frozen 4 mm segments of SCI tissue containing HA-positive NPC transplants or pellets of cells collected from in vitro experiments were processed by RiboTag Immunoprecipitation (IP) using established methods^34,65^. SCI tissue or cell pellet samples were homogenized in supplemented homogenization buffer (50 mM Tris pH 7.4, 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM Dithiothreitol (DTT), 1× Protease inhibitors, 200 U/mL RNAsin, 100 mg/mL Cyclohexamide, 1 mg/mL Heparin) using 2 mL glass Dounce tissue grinders (D8938-1SET, Sigma). Tissue homogenates were centrifuged to remove tissue debris before being incubated with Anti-HA.11 Epitope Tag Antibody (Biolegend, Cat# 901515) for 4 h in a microcentrifuge tube on a microtube rotator kept at 4 °C. At the end of 4 h, IP solutions were combined with Pierce A/G Magnetic Beads (Thermofisher, #PI88803) and incubated overnight on a microtube rotator at 4 °C. On the second day, magnetic beads were washed three times with high salt solution (50 mM Tris pH 7.4, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM Dithiothreitol (DTT), 100 mg/mL cyclohexamide). Unpurified RNA was collected from the magnetic beads by addition of RLT Plus buffer with BME and vigorous vortexing. RNA was then purified using RNeasy Plus Mini (for in vitro cell pellets) or Micro Kits (for spinal cord tissue) (QIAGEN Cat# 74134 and 74034). Total mRNA derived from the RiboTag IP was quantified using an automated electrophoresis bioanalyzer. RNA samples with RNA integrity numbers (RIN) greater than seven were processed for RNA Sequencing. Sequencing was performed on poly-A selected libraries using Illumina NovaSeq S2 (housed in the UCLA Technology Center for Genomics & Bioinformatics) using pair end reads (2 × 50 − 50 bp length) with an average of 50–100 M reads per sample. We performed sequence alignment and transcript counting on raw FASTQ files using standardized Galaxy workflows described in detail below.

### Nuclei preparation from in vitro cell cultures and single-nuclei RNA sequencing

Cultures of NPC and NPC differentiated using the Spont or CNTF conditions (~2.25 × 10^6^ cells per condition) were trypsinized and pelleted by centrifugation. Nuclei were extracted from cell pellets by gentle resuspension in ice-cold lysis buffer (10 mM Tris buffer, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Nonidet P40 Substitute). Nuclei were pelleted by centrifugation (500RPM (Model 5415 R, Eppendorf) for 5 min at 4 °C) and then resuspended in Nuclei Wash and Resuspension Buffer (NWRB) (1× PBS, 1% BSA, 0.2 U/µL RNAse inhibitor). Nuclei were assessed by trypan blue staining before being washed once more in NWRB and then filtered using a 5 mL Polystyrene Round-Bottom Tube with 35 µm Cell-Strainer Cap and concentrated to a nuclei concentration of 1000 nuclei/µL (1 × 10^6^ nuclei/mL). Dissociated single-nuclei from the three conditions were processed using Chromium Next GEM Single Cell 3′ v3.1 kits using manufacturer’s instructions and libraries processed for RNA Sequencing using Illumina NovaSeq S2 (housed in the UCLA Technology Center for Genomics & Bioinformatics) using pair-end reads (2 × 50 − 50 bp length). Raw data files were processed using Scanpy workflows conducted using Galaxy and Galaxy Single Cell Omics platforms described in detail in the quantification section below.

### Western blotting

Protein was extracted from frozen cell pellets by homogenization in RIPA lysis buffer supplemented with PMSF, protease inhibitor, and sodium orthovanadate using a handheld grinder and attached pestle. Homogenized samples were kept on ice for 30 min after homogenization and then centrifuged to remove insoluble debris. Supernatants containing protein were decanted into fresh microcentrifuge tubes and stored at −80 °C until use. Total protein in solutions was quantified prior to gel loading using standard BCA assay (Pierce™, Cat#23225, Thermofisher) following manufacturer’s instructions. SDS-PAGE was performed using NuPAGE Novex Bis-Tris Pre-Cast Gels in XCell SureLock Mini-Cell Electrophoresis System. Protein samples were prepared in NuPAGE LDS Sample Buffer and heated at 70 C for 10 min prior to gel loading. For all runs, 15–30 μg protein per sample was used. Protein gel electrophoresis was run using 1× NuPAGE SDS Running Buffer and conducted at 150 volts for 1 h. Separated proteins in the gel were transferred to PVDF membranes using 1× NuPAGE Transfer Buffer and XCell Blot Module by applying 30 V for 1 h following the manufacturer’s instructions. Total protein across sample lanes transferred to the PVDF membrane was quantified using SYPRO Ruby. For western blotting, membranes were activated with methanol and blocked using non-fat milk in Tris Buffer Saline with Tween20 (TBST) for 1 h followed by primary antibody incubation overnight at 4 °C. Primary antibodies were prepared in 5%BSA/TBST. Primary antibodies used for WB included: rabbit anti-Fabp7 (1:2000, PA5-31864 Thermofisher); goat anti-Nanog (1:1000, AF2729-SP R&D Systems); rabbit anti-Oct4 (1:1000, MA5-14845, Invitrogen); goat anti-Sox9 (1:1000, R&D systems, AF3075); goat anti-Dppa4 (1:2000, Novus, AF3730); goat anti-Nestin (1:2000, R&D Systems, AF2736); rabbit alpha-smooth muscle actin (α-Sma) (1:2000), Novus, NB600-531; mouse anti-Gfap (1:3000, Sigma, Cat#3893). After primary incubation membranes were washed 3 times with TBST on a shaker before incubation with species-appropriate HRP-conjugated secondary antibody in 5% non-fat milk/TBST for 1 h. Secondary antibodies used were goat anti-rabbit (1:10,000, A27036, ThermoFisher); donkey anti-goat (1:5000, A15999, ThermoFisher); goat anti-mouse (1:20,000, Cat#62-6520, ThermoFisher). After additional washing bands were detected using SuperSignal West Pico PLUS Chemiluminescent Substrate and imaged on a ChemiDoc XRS + Imaging System (BioRad). Uncropped blots with protein ladder (molecular weight markers) are included in the Source Data file or Supplementary Information document.

### Statistics, power calculations, group sizes, and reproducibility

Graph generation and statistical evaluations of repeated measures were conducted by one-way or two-way ANOVA with post hoc independent pair-wise analysis as per Tukey, or by Student’s *t*-tests where appropriate using Prism 9 (GraphPad Software Inc, San Diego, CA). Statistical details of experiments can be found in the figure legends including the statistical tests used and the number of replicative samples. Across all statistical tests significance was defined as *p* value <0.05. Power calculations were performed using G*Power Software V 3.1.9.2. For immunohistochemical quantification analysis and RNA Sequencing, group sizes were calculated to provide at least 80% power when using the following parameters: probability of type I error (alpha) = 0.05, a conservative effect size of 0.25, 2–5 treatment groups with multiple measurements obtained per replicate. All graphs show mean values plus or minus standard error of the means (SEM) as well as individual values as dot plots. All bar graphs are overlaid with dot plots where each dot represents the value for one animal to show the distribution of data and the number (*N*) of animals per group. Injections of NPC and hydrogel formulations were repeated independently at least three times in different colonies of mice across a 2-year period with similar results.

### Principal Component Analysis (PCA) and Cosine similarity (CS)

Principal Component Analysis (PCA), Euclidean distance, and Cosine Similarity (CS) analysis was performed using XLStat (Addinsoft Inc, Long Island City, NY). For PCA, 2 and 3 dimensions were used. PCA data were represented in both Euclidean distance and correlation plots as appropriate. Euclidean distance calculations were derived by assessing the vector magnitude in PCA space of a specific sample referenced to another sample as an initial point. Cosine similarity (CS) measures similarity of samples by comparing the angle between the sample vectors of n-genes and is reported on a scale of 0–1, with 1 being the most similar and 0 being orthogonal.

### Quantification of immunohistochemistry

Immunohistochemical staining intensity quantification was performed on whole brain and spinal cord images derived from the slide scanner or tiled images prepared on the epifluorescence microscope. All images used for each comparable analysis were taken at a standardized exposure time and used the raw/uncorrected intensity setting. Quantification of antibody staining intensity was performed using NIH Image J (1.51) software using the Plot profile (for spinal cord sections) or radial profile angle (for brain sections) plugins using methods developed previously^1^. Total values for IHC stainings were determined by taking the integral (area under the curve) of the plot profile or radial intensity profile. Quantification of co-staining for HA and cell-specific markers Gfap and Pdgfr-α was performed using the RG2B colocalization plugin. Orthogonal (3D) images were prepared using Imaris 9.2 (Bitplane) or Zen 3.1 (Blue Edition) (Zeiss).

### Generation of gene panels

To generate a list of genes enriched in healthy astrocytes we mined eight published healthy astrocyte specific and enriched gene expression datasets from mouse brain and spinal cord. The following datasets were accessed and analyzed from the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO): GSE199149, GSE94010, GSE84540, GSE114000, GSE52564, GSE18765, GSE66370, GSE103783, GSE35338, GSE153721, GSE100329. Astrocyte enriched genes (AEG) were defined as having a Log_2_FC > 2 compared to all other cells in the sample population or were defined as being detected specifically in astrocytes if derived from single-cell data. Genes designated to the healthy astrocyte gene panel appeared in at least 5 of the 8 lists resulting in a total of 429 genes. The Oligodendrocyte lineage gene (*n* = 112 genes) and neuron gene (*n* = 221 genes) lists were derived from a publicly available list generated from the aggregation of published single-cell datasets (PanglaoDB^42^). We derived the astrocyte reactivity gene panel by analyzing six unique datasets of astrocyte responses to injury in the acute setting available in the literature. The analysis included 3 spinal cord datasets and 3 brain datasets that all derived astrocyte-specific transcriptomic information at acute injury timepoints of less than 7 days after injury. Using the principal criterion that genes needed to be included in at least 3 of the 6 lists, we generated a curated list of 170 genes deemed to be associated with an acute astrocyte response to injury. we also generated an EMT gene panel using the EMT Gene Set Enrichment Analysis (GSEA) data set from the Molecular Signatures Database (MSigdb), which is a publicly available list derived from rodent and human studies. For the EMT gene panel there were 197 genes whose expression level could be assessed in mouse. Comprehensive gene panel information is provided in the Source data files.

### Transcriptomics analysis of RiboTag RNA sequencing data

Analysis of RNA-Seq raw data was performed in Galaxy using standardized workflows. The R1 and R2 FASTQ files from lanes 1 and 2 that were obtained directly from the Illumina NovaSeq S2 run were concatenated and cleaned up using the Trimmomatic tool. Data were then aligned to the M. musculus (mm10) reference genome using the HISAT2 tool applying default parameters. Gene counts from the aligned datasets were performed using the featureCounts tool applying default parameters. Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values were calculated for each gene directly in Excel (Microsoft) using standardized lists of gene lengths and normalization of the count data. Differential expressed gene (DEG) analysis on raw gene count data was conducted using Edge-R in Galaxy applying Benjamini and Hochberg *p* value adjustment and TMM normalization. Across all studies we used a conservative false discovery rate (FDR) cut off <0.01 to define the significance of DEGs and evaluated at least 4 unique samples per experimental group. Gene ontology analyses were performed using Enrichr tool (https://maayanlab.cloud/Enrichr/). Differences in transcript expression across samples were evaluated using data-dimensionality reduction techniques including Principal Component Analysis, Euclidian distance and Cosine Similarity Analysis as described above. Heat maps of DEG data were generated using NG-CHM BUILDER (https://build.ngchm.net/NGCHM-web-builder/). Violin plots of DEGs were generated using Prism 9.

### Analysis of single-nuclei RNA-Seq data

Raw single-nuclei sequencing data were processed using RNA StarSolo on the Galaxy Single Cell Omics platform using M. musculus (mm10) reference genome, 3M-February-2018 barcode whitelist, the gencode vM25 annotation list, and Cell Ranger v3 configure chemistry options. Scanpy tools were used through the Galaxy platform to convert genes, barcodes, and matrix files derived from RNA StarSolo into an AnnData matrix h5ad format. Individual h5ad files for NPC, CNTF, and SPONT samples were generated separately and concatenated (merged) into a single dataset in h5ad format using the Manipulate AnnData tool and applying unique batch designations. The combined dataset was preprocessed to remove mitochondrial genes, filter out genes that were detected in less than 200 cells and filter out low-quality cells that had less than 333 attributed genes. Using Scanpy tools we normalized the data set, identified the 5000 most variable genes across the total population and generated the UMAP projection using the 5000 gene list. Cell clustering was performed on the UMAP data via Scanpy using Louvain clustering algorithms with a resolution of 0.5 which resulted in 11 discrete clusters. Marker genes that defined the clusters were determined using the Scanpy FindMarkers tool applying default parameters. Clusters were assigned NPC, astrocyte or oligodendroglia lineage designation on the basis of expression of known marker genes for those specific cells. Violin plots of gene expression distribution within clusters was also performed using Scanpy. The percentage of cells from each condition detected within each cluster was determined from the batch designations assigned upon merging of the datasets.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RiboTag RNA-Seq and Single-cell RNAseq data have been deposited at Gene Expression Omnibus (GEO) and are publicly available with Accession numbers GSE194319. Data users can retrieve raw sequencing data at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194319. All data generated for this study are included in the main and supplementary figures. For all quantitative figures, files of source data of individual values as well as the results of statistical tests are provided with the paper. Source Data are provided as a Source Data file. Other data that support the findings of this study are available on request from the corresponding author.

## Source data

Source Data

## References

[1] O’Shea TM (2020). Foreign body responses in central nervous system mimic natural wound responses and alter biomaterial functions. Nat. Commun..

[2] Dias DO (2021). Pericyte-derived fibrotic scarring is conserved across diverse central nervous system lesions. Nat. Commun..

[3] Bardehle S (2013). Live imaging of astrocyte responses to acute injury reveals selective juxtavascular proliferation. Nat. Neurosci..

[4] Burda JE, Sofroniew MV (2014). Reactive gliosis and the multicellular response to CNS damage and disease. Neuron.

[5] Sofroniew MV (2015). Astrocyte barriers to neurotoxic inflammation. Nat. Rev. Neurosci..

[6] Bunge RP, Puckett WR, Hiester ED (1997). Observations on the pathology of several types of human spinal cord injury, with emphasis on the astrocyte response to penetrating injuries. Adv. Neurol..

[7] Berry M (1983). Deposition of scar tissue in the central nervous system. Acta Neurochir. Suppl..

[8] Norenberg MD, Smith J, Marcillo A (2004). The pathology of human spinal cord injury: defining the problems. J. Neurotrauma.

[9] Dorrier CE (2021). CNS fibroblasts form a fibrotic scar in response to immune cell infiltration. Nat. Neurosci..

[10] O’Shea TM, Burda JE, Sofroniew MV (2017). Cell biology of spinal cord injury and repair. J. Clin. Invest.

[11] Carmichael ST, Kathirvelu B, Schweppe CA, Nie EH (2017). Molecular, cellular and functional events in axonal sprouting after stroke. Exp. Neurol..

[12] Fernández-Klett F, Priller J (2014). The fibrotic scar in neurological disorders. Brain Pathol..

[13] Chen B (2018). Reactivation of dormant relay pathways in injured spinal cord by KCC2 manipulations. Cell.

[14] Courtine G (2008). Recovery of supraspinal control of stepping via indirect propriospinal relay connections after spinal cord injury. Nat. Med..

[15] Assinck P, Duncan GJ, Hilton BJ, Plemel JR, Tetzlaff W (2017). Cell transplantation therapy for spinal cord injury. Nat. Neurosci..

[16] Blakemore WF, Olby NJ, Franklin RJM (1995). The use of transplanted glial cells to reconstruct glial environments in the CNS. Brain Pathol..

[17] Björklund A, Stenevi U (1984). Intracerebral neural implants: neuronal replacement and reconstruction of damaged circuitries. Annu Rev. Neurosci..

[18] Lindvall O, Barker RA, Brüstle O, Isacson O, Svendsen CN (2012). Clinical translation of stem cells in neurodegenerative disorders. Cell Stem Cell.

[19] Lu P (2012). Long-distance growth and connectivity of neural stem cells after severe spinal cord injury. Cell.

[20] Dulin JN (2018). Injured adult motor and sensory axons regenerate into appropriate organotypic domains of neural progenitor grafts. Nat. Commun..

[21] Houlé JD, Reier PJ (1988). Transplantation of fetal spinal cord tissue into the chronically injured adult rat spinal cord. J. Comp. Neurol..

[22] Björklund A, Stenevi ULF, Svendgaard N-A (1976). Growth of transplanted monoaminergic neurones into the adult hippocampus along the perforant path. Nature.

[23] Cummings BJ (2005). Human neural stem cells differentiate and promote locomotor recovery in spinal cord-injured mice. Proc. Natl Acad. Sci. USA.

[24] Svendsen CN (1997). Long-term survival of human central nervous system progenitor cells transplanted into a rat model of Parkinson’s disease. Exp. Neurol..

[25] Vroemen M, Aigner L, Winkler J, Weidner N (2003). Adult neural progenitor cell grafts survive after acute spinal cord injury and integrate along axonal pathways. Eur. J. Neurosci..

[26] Karimi-Abdolrezaee S, Eftekharpour E, Wang J, Morshead CM, Fehlings MG (2006). Delayed transplantation of adult neural precursor cells promotes remyelination and functional neurological recovery after spinal cord injury. J. Neurosci..

[27] Cao QL (2001). Pluripotent stem cells engrafted into the normal or lesioned adult rat spinal cord are restricted to a glial lineage. Exp. Neurol..

[28] Kokaia Z, Llorente IL, Carmichael ST (2018). Customized brain cells for stroke patients using pluripotent stem cells. Stroke.

[29] Nori S (2011). Grafted human-induced pluripotent stem-cell-derived neurospheres promote motor functional recovery after spinal cord injury in mice. Proc. Natl Acad. Sci. USA.

[30] Kadoya K (2016). Spinal cord reconstitution with homologous neural grafts enables robust corticospinal regeneration. Nat. Med..

[31] Sareen D (2014). Human induced pluripotent stem cells are a novel source of neural progenitor cells (iNPCs) that migrate and integrate in the rodent spinal cord. J. Comp. Neurol..

[32] Akhtar AA (2018). Inducible expression of GDNF in transplanted iPSC-derived neural progenitor cells. Stem Cell Rep..

[33] Fischer I, Dulin JN, Lane MA (2020). Transplanting neural progenitor cells to restore connectivity after spinal cord injury. Nat. Rev. Neurosci..

[34] Sanz E (2009). Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. Proc. Natl Acad. Sci. USA.

[35] Wollenberg AL (2018). Injectable polypeptide hydrogels via methionine modification for neural stem cell delivery. Biomaterials.

[36] Roybon L (2013). Human stem cell-derived spinal cord astrocytes with defined mature or reactive phenotypes. Cell Rep..

[37] Kuegler PB (2010). Markers of murine embryonic and neural stem cells, neurons and astrocytes: reference points for developmental neurotoxicity testing. Altex.

[38] Pollard SM, Conti L, Sun Y, Goffredo D, Smith A (2006). Adherent neural stem (NS) cells from fetal and adult forebrain. Cereb. Cortex.

[39] Johe KK, Hazel TG, Muller T, Dugich-Djordjevic MM, McKay RD (1996). Single factors direct the differentiation of stem cells from the fetal and adult central nervous system. Genes Dev..

[40] Rajan P, McKay RDG (1998). Multiple routes to astrocytic differentiation in the CNS. J. Neurosci..

[41] Hsieh J (2004). IGF-I instructs multipotent adult neural progenitor cells to become oligodendrocytes. J. Cell Biol..

[42] Franzén O, Gan L-M, Björkegren JLM (2019). PanglaoDB: a web server for exploration of mouse and human single-cell RNA sequencing data. Database.

[43] Kamphuis W (2012). GFAP isoforms in adult mouse brain with a focus on neurogenic astrocytes and reactive astrogliosis in mouse models of Alzheimer disease. PLoS ONE.

[44] Iser IC, Lenz G, Wink MR (2019). EMT-like process in glioblastomas and reactive astrocytes. Neurochem. Int..

[45] Vivinetto AL (2020). Zeb2 is a regulator of astrogliosis and functional recovery after CNS injury. Cell Rep..

[46] Klatt Shaw D (2021). Localized EMT reprograms glial progenitors to promote spinal cord repair. Dev.Cell.

[47] Shen F, Song C, Liu Y, Zhang J, Wei Song S (2019). IGFBP2 promotes neural stem cell maintenance and proliferation differentially associated with glioblastoma subtypes. Brain Res..

[48] Haas C, Neuhuber B, Yamagami T, Rao M, Fischer I (2012). Phenotypic analysis of astrocytes derived from glial restricted precursors and their impact on axon regeneration. Exp. Neurol..

[49] Zhang Y (2016). Purification and characterization of progenitor and mature human astrocytes reveals transcriptional and functional differences with mouse. Neuron.

[50] Bologa L, Cole R, Chiappelli F, Saneto RP, De Vellis J (1988). Expression of glial fibrillary acidic protein by differentiated astrocytes is regulated by serum antagonistic factors. Brain Res..

[51] Brennan FH, Anderson AJ, Taylor SM, Woodruff TM, Ruitenberg MJ (2012). Complement activation in the injured central nervous system: another dual-edged sword?. J. Neuroinflammation.

[52] Fedoroff S, Hall C (1979). Effect of horse serum on neural cell differentiation in tissue culture. In Vitro.

[53] Schuster R, Rockel JS, Kapoor M, Hinz B (2021). The inflammatory speech of fibroblasts. Immunol. Rev..

[54] Halder SK, Beauchamp RD, Datta PK (2005). A specific inhibitor of TGF-beta receptor kinase, SB-431542, as a potent antitumor agent for human cancers. Neoplasia.

[55] Morishita R (2007). Expression of smooth muscle cell-specific proteins in neural progenitor cells induced by agonists of G protein-coupled receptors and transforming growth factor-beta. J. Neurochem.

[56] O’Shea, T. M. et al. *Smart Materials for Tissue Engineering: Applications* 529-557 (The Royal Society of Chemistry, 2017).

[57] Kang SH, Fukaya M, Yang JK, Rothstein JD, Bergles DE (2010). NG2+ CNS glial progenitors remain committed to the oligodendrocyte lineage in postnatal life and following neurodegeneration. Neuron.

[58] Wanner IB (2013). Glial scar borders are formed by newly proliferated, elongated astrocytes that interact to corral inflammatory and fibrotic cells via STAT3-dependent mechanisms after spinal cord injury. J. Neurosci..

[59] Tyzack GE (2017). A neuroprotective astrocyte state is induced by neuronal signal EphB1 but fails in ALS models. Nat. Commun..

[60] Lois C, Alvarez-Buylla A (1994). Long-distance neuronal migration in the adult mammalian brain. Science.

[61] Anderson MA (2018). Required growth facilitators propel axon regeneration across complete spinal cord injury. Nature.

[62] Shi X (2021). Stroke subtype-dependent synapse elimination by reactive gliosis in mice. Nat. Commun..

[63] Zukor K (2013). Short hairpin RNA against PTEN enhances regenerative growth of corticospinal tract axons after spinal cord injury. J. Neurosci..

[64] Sirko S (2015). Astrocyte reactivity after brain injury—: the role of galectins 1 and 3. Glia.

[65] Anderson MA (2016). Astrocyte scar formation aids central nervous system axon regeneration. Nature.

[66] Wu YE, Pan L, Zuo Y, Li X, Hong W (2017). Detecting activated cell populations using single-cell RNA-Seq. Neuron.

[67] Burda JE (2022). Divergent transcriptional regulation of astrocyte reactivity across disorders. Nature.

[68] Bjørnbak C, Brøchner CB, Larsen LA, Johansen JS, Møllgård K (2014). Brain barriers and a subpopulation of astroglial progenitors of developing human forebrain are immunostained for the glycoprotein YKL-40. J. Histochem. Cytochem..

[69] Cubas-Núñez L (2021). Potential Role of CHI3L1+ astrocytes in progression in MS. Neurol. Neuroimmunol. Neuroinflamm.

[70] Brøchner CB, Holst CB, Møllgård K (2015). Outer brain barriers in rat and human development. Front. Neurosci.

[71] Khazaei M (2020). GDNF rescues the fate of neural progenitor grafts by attenuating Notch signals in the injured spinal cord in rodents. Sci. Transl. Med..

[72] Buffo A (2008). Origin and progeny of reactive gliosis: a source of multipotent cells in the injured brain. Proc. Natl Acad. Sci. USA.

[73] Pous L (2020). Fibrinogen induces neural stem cell differentiation into astrocytes in the subventricular zone via BMP signaling. Nat. Commun..

[74] Schiweck J (2021). Drebrin controls scar formation and astrocyte reactivity upon traumatic brain injury by regulating membrane trafficking. Nat. Commun..

[75] Wichterle H, Lieberam I, Porter JA, Jessell TM (2002). Directed differentiation of embryonic stem. Cells into Mot. Neurons Cell.

[76] Bush TG (1999). Leukocyte infiltration, neuronal degeneration, and neurite outgrowth after ablation of Scar-forming, reactive astrocytes in adult transgenic mice. Neuron.

# Supplementary material for: Lesion environments direct transplanted neural progenitors towards a wound repair astroglial phenotype in mice
**Source:** Nat Commun. 2022 Sep 28;13:5702. doi: 10.1038/s41467-022-33382-x

## Supplemental Information

### Lesion environments direct transplanted neural progenitors towards a wound repair astroglial phenotype in mice

O'Shea, T.M.<sup>1,2\*</sup>, Ao, Y.<sup>1</sup>, Wang, S.<sup>1</sup>, Wollenberg, A.L.<sup>3,4</sup>, Kim J.H.<sup>1</sup>, Ramos Espinoza, R.A.<sup>2</sup>, Czechanski, A.<sup>5</sup>, Reinholdt, L.G.<sup>5</sup>, Deming, T.J.<sup>3,4</sup>, and Sofroniew, M.V.<sup>1\*</sup>

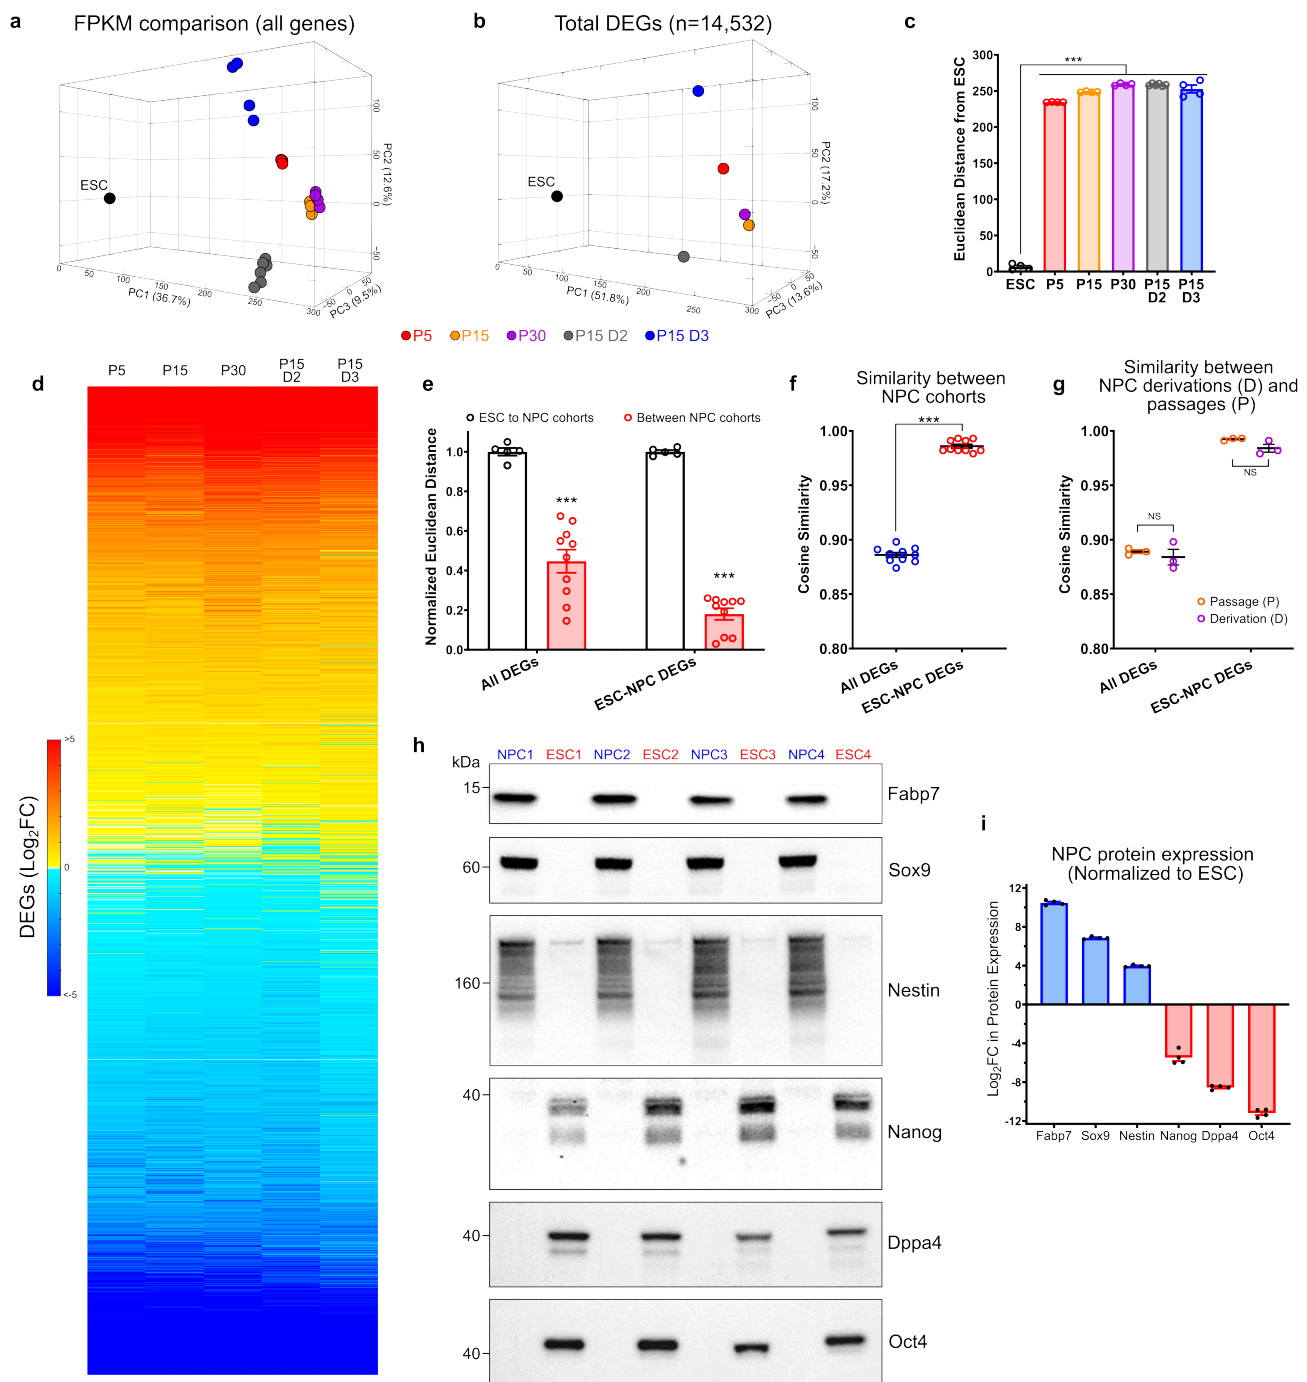

**Supplementary Fig. 1 | Neural induction and expansion of RiboTag mESC derives a reproducible and stable NPC line.** **a** PCA of NPC samples from different derivations (d) and passages (P) comparing all expressed genes (genes measured with an FPKM >0.1 in at least one sample) referenced to ESC sample average. n=4 per group for all groups. **b** PCA of NPC samples from different derivations (d) and passages (P) comparing all DEGs (DEG defined as having an FDR≤0.01) for NPC samples referenced to ESC. n=4 per group for all groups. Total number of DEGs used in PCA = 14,352. **c** Euclidean distance comparisons for ESC and NPC samples. Euclidean distance equates to the vector magnitude in PCA space of NPC samples referenced to mean of ESC samples as the initial point, using FPKM values for all detected genes. n=4, \*\*\* p-value < 0.0001, One way ANOVA with Tukey multiple comparison test. **d** Heatmap of all DEGs referenced to ESC for NPC at different Passages (P) and derivation (D). **e** Normalized Euclidean distance evaluations comparing the scaled vector lengths between ESC and NPC samples with the scaled vector lengths between individual NPC samples from different Passages (P) and derivation (D) for all DEGs (n=14,532 genes) or for ESC-NPC gene panel DEGs (n=88 genes). N=5 and 10, \*\*\* p-value < 0.0001, Two way ANOVA with Tukey multiple comparison test. **f** Cosine similarity comparisons for NPC samples from different Passages (P) and derivation (D) using all DEGs (n=14,532 genes) or ESC-NPC gene panel DEGs (n=88 genes). N=10 \*\*\* p-value < 0.0001, two-tailed, unpaired Student's t-test. **g** Cosine similarity comparisons for NPC samples comparing by different Passage number (P) or derivation (d). N=3 per group, Not significant (NS), Two way ANOVA with Tukey multiple comparison test. **h** Western blot of NPC and ESC samples (N=4 samples per cell type) for canonical NPC markers Fabp7, Sox9, Nestin as well as canonical ESC makers Nanog, Dppa4 and Oct4. **i** Quantification of Western blots measuring protein expression of canonical NPC and ESC markers (N=4 samples per cell type). Expression levels in all samples were referenced to total protein that was quantified by SYPRO Ruby Protein Blot Stain. Mean NPC expression levels were referenced to mean ESC levels. All bar graphs are mean ± s.e.m. with individual datapoints overlayed.

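The union used here for the PCA of NPC and ESC came to 13767 genes, over the 5 comparisons of an NPC group with ESC at an adjusted p below 0.01.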

**Supplementary Table. 1 | Gene panels for Astrocyte lineage, Oligodendrocyte lineage, Neuronal lineage cells and genes associated with progenitor/proliferation state.** Healthy Astrocyte gene panel (n=429) was derived from meta-analysis of archival datasets (see Supplementary Fig. 2 and Source data for details). Oligodendrocyte lineage and Neuronal lineage gene panels were derived using PanglaoDB single cell datasets.

## Step 1

### Access astrocyte RNA-Seq Data (n=8 data sets)

- A** Our work - **Sofroniew Lab (UCLA)** - Healthy mouse Spinal Cord from 73.12 GFAP (1) and Aldh1l1-CreERT2 - RiboTag (2)
- B** **Khahk Lab (UCLA)** - Healthy mouse Striatum (3), Hippocampus (4), Cortex (5) Aldh1l1-CreERT2 - RiboTag
- C** **Holt Lab (Leuven)** - Healthy mouse Brain - single cell RNA-Seq (6)
- D** **Barres Lab (Stanford)** - Healthy mouse Brain - immunopanned (7)
- E** **PanglaoDB** gene list for Astrocytes - aggregated database of single cell datasets (8)

## Step 2

### Define astrocyte enriched genes (AEG)

- A** AEG =  $\text{Log}_2\text{FC}$  of RiboTag IP vs flow-through > 2.0 (FDR < 0.01)
- B** AEG =  $\text{Log}_2\text{FC}$  of RiboTag IP vs Input > 2.0 (FDR < 0.01)
- C** AEG = Genes that appear on "common" astrocyte gene list
- D** AEG =  $\text{Log}_2\text{FC}$  > 2.0 for Astrocytes compared with average expression for all other immunopanned cell types (FDR < 0.01)
- E** AEG = all genes on curated Astrocyte gene list

| Data Set              | 1    | 2    | 3    | 4   | 5   | 6   | 7   | 8  |
|-----------------------|------|------|------|-----|-----|-----|-----|----|
| Total number of genes | 1386 | 1456 | 1096 | 873 | 899 | 345 | 944 | 62 |

## Step 3

### Identify genes appearing in at least 5 of 8 lists

Total genes in Astrocyte gene list = 429  
(Full gene list in source data)

#### Genes on 8 of 8 lists (n=15)

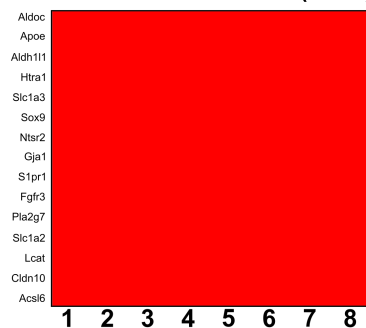

#### Genes on 6 of 8 lists (n=169)

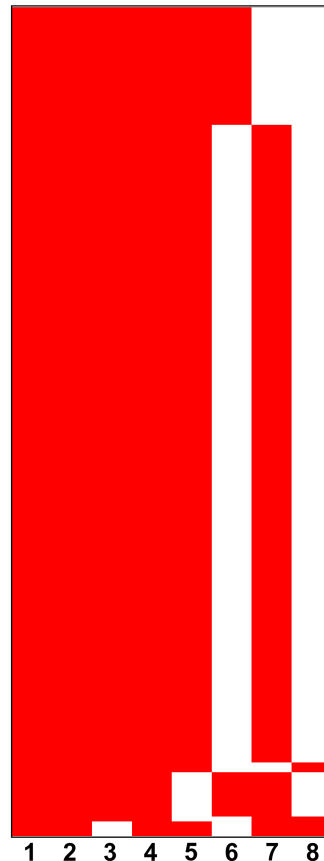

#### Genes on 5 of 8 lists (n=205)

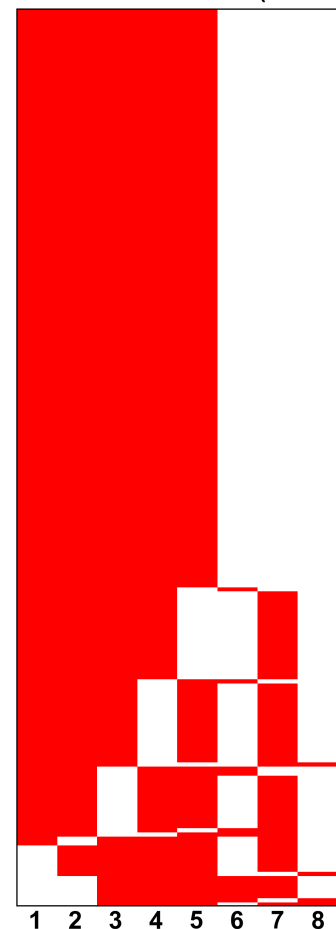

#### Genes on 7 of 8 lists (n=40)

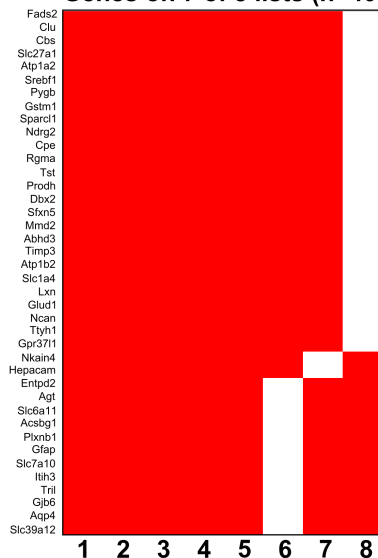

Supplementary Fig. 2 | Overview of workflow for generating Astrocyte gene panel by meta-analysis of archival datasets.

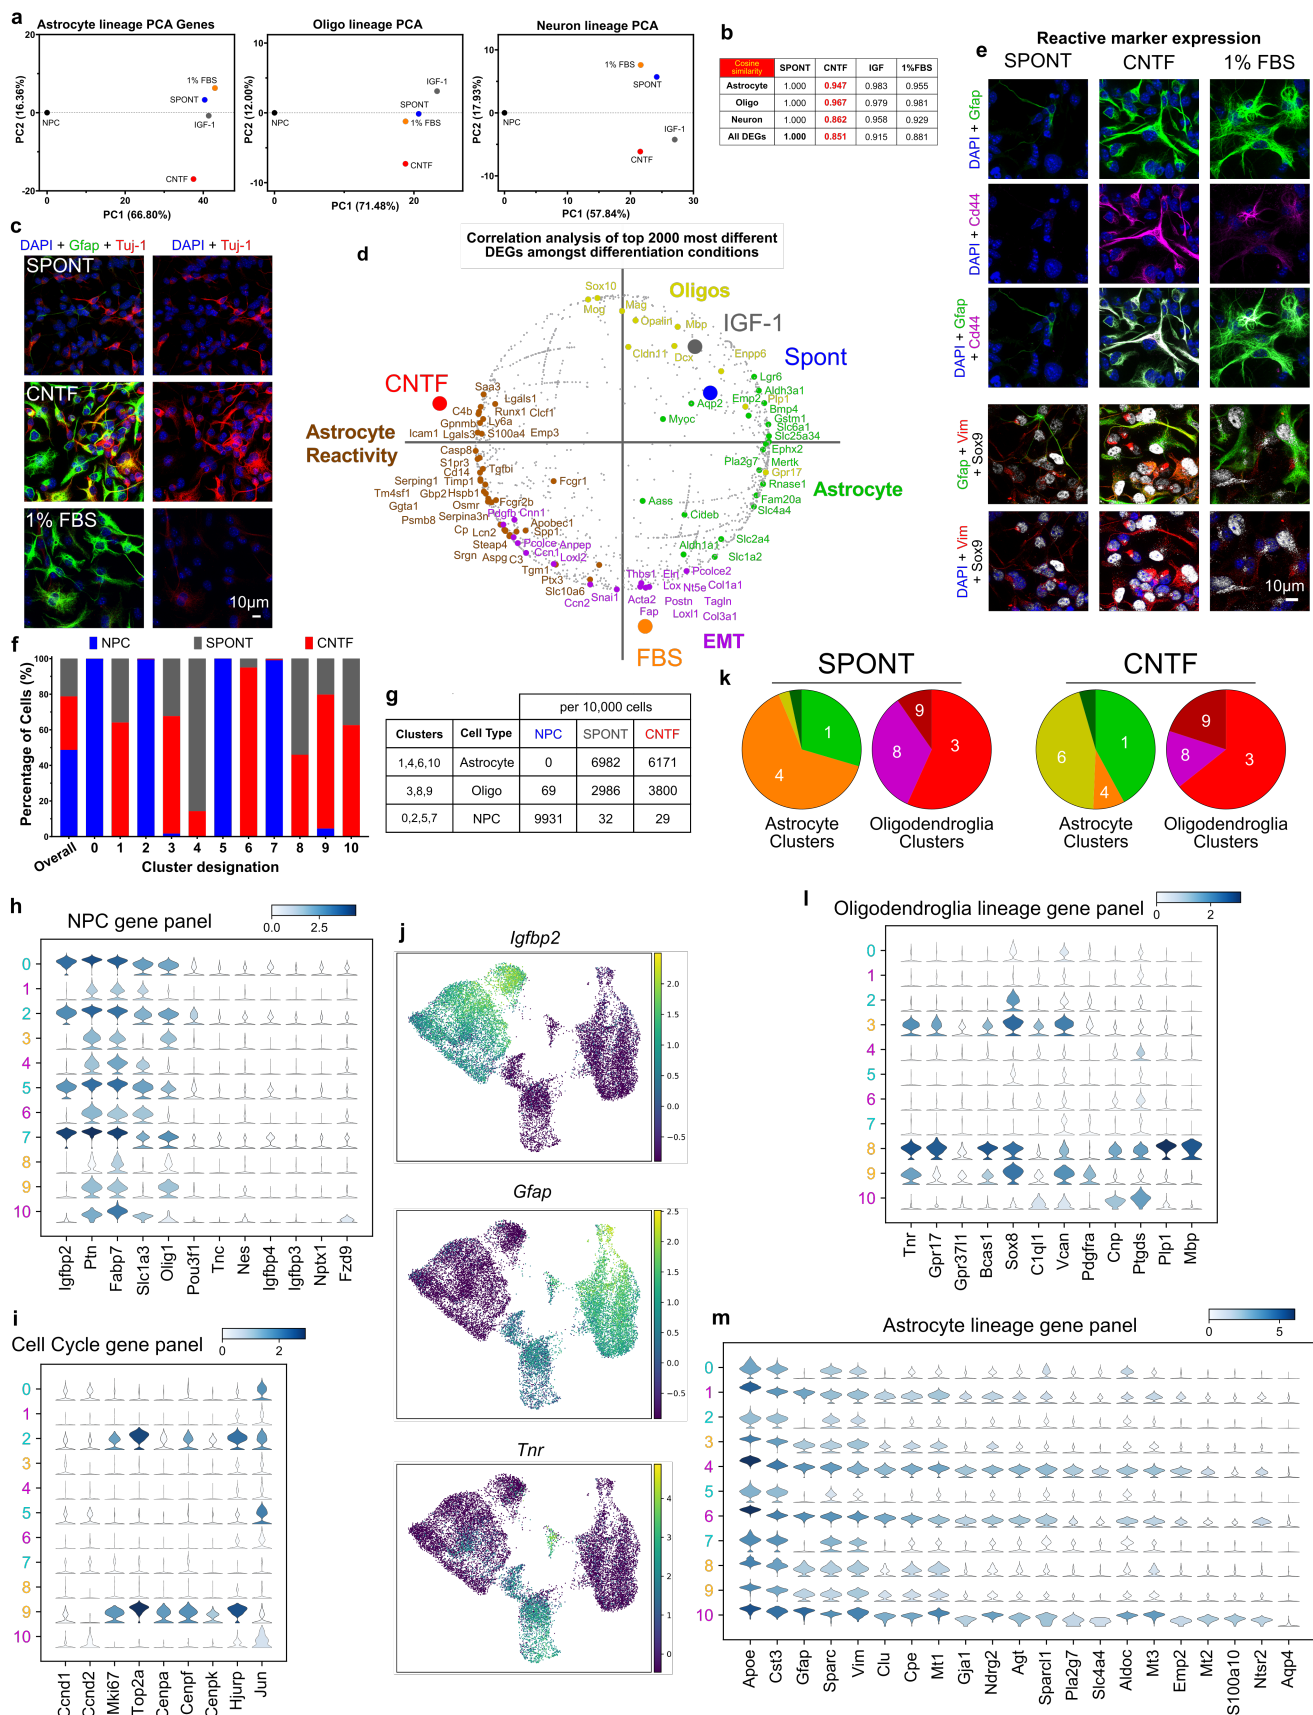

**Supplementary Fig. 3 | NPC differentiate into astrocyte and oligodendroglia lineage cells *in vitro* with phenotype guided by specific molecules. a** PCA for the differentiation conditions using the healthy Astrocyte, Oligodendroglia lineage and Neuron gene panels. **b** Table of cosine similarity comparisons for the differentiation conditions referenced to SPONT differentiation and analyzed using the neural cell type gene panels or all DEGs. CNTF treated samples were least similar to the SPONT differentiation across all analyzes. **c** ICC staining of differentiated cell conditions SPONT, CNTF and 1%FBS for pan neuronal marker Tuj-1 and counter stained with Gfap and DAPI. **d** Correlation analysis of the top 2000 most differential regulated DEGs amongst the 4 differentiation conditions by correlation PCA. CNTF treated samples correlated strongest with astrocyte reactivity genes, FBS treated samples with EMT genes and SPONT and IGF-1 correlated with higher expression of Oligodendroglia lineage and healthy astrocyte lineage genes. **e** ICC staining of differentiated cell conditions SPONT, CNTF and 1%FBS for reactivity markers Cd44 and Vimentin (Vim) and counter stained with Gfap

and DAPI. **f** Percentage of cells from NPC, CNTF and SPONT conditions in each of the 11 clusters (0-10) derived from single cell analysis. **g** Table of cell type groupings for the single cell analysis indicating the number of cells per 10,000 for each cell type from each condition. **h** Violin Plots displaying distribution of expression of canonical NPC genes across all cells in the each of cluster designations. Color scale indicates median expression values. **i** Violin Plots displaying distribution of expression of canonical cell cycle or proliferation genes across all cells in the each of cluster designations. Color scale indicates median expression values. **j** Gene expression values across all cells arranged in UMAP space for the genes that most uniquely define NPC (*Igf1b*), Astrocyte (*Gfap*) and Oligodendroglia (*Tnfr*) lineage cells. **k** Pie charts displaying the percentage of each astrocyte and oligodendroglia lineage cluster for the SPONT and CNTF treated samples. While the distribution of oligodendroglia lineage clusters was comparable across the two differentiation conditions, SPONT showed predominant cluster 4 astrocytes whereas CNTF showed predominant cluster 6 astrocytes. **l** Violin Plots displaying distribution of expression of oligodendroglia lineage genes across all cells in the each of cluster designations. Color scale indicates median expression values. **m** Violin Plots displaying distribution of expression of astrocyte lineage genes across all cells in the each of cluster designations. Color scale indicates median expression values.

| <b>Astrocyte Genes</b> | <b>SC Astros</b> | <b>SCI Astros</b> | <b>Spont</b> | <b>CNTF</b> | <b>IGF-1</b> | <b>1%FBS</b> | <b>NPC</b> |
|------------------------|------------------|-------------------|--------------|-------------|--------------|--------------|------------|
| ApoE                   | 14805.1          | 18634.8           | 9949.9       | 10067.7     | 13946.7      | 12167.7      | 30.7       |
| Mt1                    | 7030.8           | 14600.0           | 2645.2       | 2353.3      | 4383.2       | 4926.3       | 48.7       |
| Aldoc                  | 5902.4           | 2015.2            | 2404.7       | 2141.3      | 2317.1       | 2149.9       | 231.1      |
| Gfap                   | 5173.0           | 6064.0            | 1935.1       | 5423.3      | 3361.7       | 4564.8       | 3.7        |
| Atp1b2                 | 4396.0           | 1999.7            | 732.4        | 973.4       | 635.5        | 1384.2       | 107.5      |
| NdrG2                  | 3894.9           | 1879.8            | 2244.4       | 1456.8      | 2014.3       | 2485.4       | 26.8       |
| Cst3                   | 3182.3           | 2648.9            | 3417.4       | 3068.8      | 4205.8       | 4473.9       | 153.5      |
| Clu                    | 2346.4           | 2862.8            | 726.7        | 1772.0      | 1108.5       | 1187.5       | 8.8        |
| Atp1a2                 | 2315.2           | 872.8             | 174.6        | 35.0        | 174.1        | 260.9        | 5.0        |
| Sparc                  | 1729.4           | 1238.8            | 1088.8       | 1107.8      | 970.7        | 1301.0       | 314.1      |
| S100b                  | 1544.7           | 1495.3            | 71.7         | 43.5        | 144.1        | 64.6         | 9.0        |
| Agt                    | 1031.7           | 747.5             | 1140.8       | 587.9       | 1495.3       | 1077.7       | 11.8       |
| S100a1                 | 888.4            | 1382.5            | 5.8          | 9.3         | 9.8          | 6.3          | 1.2        |
| Slc1a2                 | 851.2            | 271.8             | 14.9         | 5.1         | 9.7          | 33.3         | 3.9        |
| Gja1                   | 581.2            | 213.4             | 267.7        | 114.3       | 212.9        | 339.9        | 21.6       |
| Aldh1a1                | 545.8            | 362.9             | 18.0         | 14.6        | 31.8         | 71.7         | 0.7        |
| Aqp4                   | 535.1            | 483.0             | 13.0         | 24.5        | 14.1         | 28.6         | 0.3        |
| Pla2g7                 | 530.6            | 306.6             | 427.1        | 107.3       | 658.2        | 563.2        | 1.1        |
| Gjb6                   | 291.8            | 80.5              | 0.9          | 0.4         | 0.7          | 1.9          | 0.4        |
| Slc7a10                | 247.5            | 45.3              | 0.4          | 0.4         | 0.4          | 0.3          | 0.6        |
| Id3                    | 229.3            | 508.4             | 131.1        | 169.1       | 219.7        | 248.8        | 94.0       |
| Slc4a4                 | 216.0            | 80.9              | 28.7         | 4.9         | 17.1         | 33.0         | 2.1        |
| Fam107a                | 212.7            | 57.6              | 0.2          | 0.1         | 0.2          | 0.7          | 0.2        |
| Mdk                    | 189.2            | 140.0             | 0.3          | 0.2         | 0.3          | 0.1          | 0.1        |
| Myoc                   | 180.5            | 39.4              | 0.5          | 0.7         | 2.3          | 1.0          | 0.2        |
| Slc1a3                 | 161.2            | 67.3              | 121.7        | 85.8        | 82.6         | 193.1        | 160.8      |
| Etnppl                 | 65.4             | 23.8              | 0.0          | 0.0         | 0.0          | 0.1          | 0.1        |
| Luzp2                  | 59.8             | 24.7              | 0.1          | 0.0         | 0.1          | 0.1          | 0.0        |
| Slc2a4                 | 25.8             | 22.1              | 1.2          | 0.5         | 1.7          | 3.6          | 0.2        |

**Supplementary Table 2 | Comparison of gene expression levels (average FPKM) for selected astrocyte genes in:** (i) astrocytes from healthy mouse spinal cord (SC) *in vivo*, (ii) astrocytes after SCI *in vivo*, (iii) cells derived from NPC after spontaneous cell autonomous regulated differentiation *in vitro*, or (iv) cells derived from NPC treated with CNTF, 1% FBS, or IGF-1 to promote differentiation *in vitro*.

**Supplementary Fig. 4 | Reactivity gene panel.** Workflow for generating reactivity gene panel in astrocytes and list of reactivity gene panel (also available in source data).

Reactive Astrocyte Gene Panel

= present in data set

Acutely Injured astrocyte transcriptomics Data (n=6 data sets)

1

Sofroniew Lab (UCLA) - Spinal Cord astrocytes, 5d SCI in 73.12 GFAP-Cre RiboTag, (log2FC>2, FDR<0.01, CPM >10)

2

Götz lab (Heimholtz) - Cortical astrocytes, 5d Stab in GFAP-eGFP (Top 50 injury associated genes)

3

Petzold lab (DZNE) Brain astrocytes, 3d MCAO in Cx43-CreERT-RiboTag (log2FC>2, p<0.05)

4

Barres Lab (Stanford) - mouse Brain, MCAO 24 hrs - immunopanned for astrocytes (Top 50 injury associated genes)

5

Wu Lab (Houston) - Spinal Cord astrocytes, 7d SCI in 73.12 GFAP-Cre RiboTag, (log2FC>2)

6

Voskuhl Lab (UCLA) - Spinal Cord astrocytes, EAE in 73.12 GFAP-Cre RiboTag, (log2FC>2, FDR <0.1)

Identify genes appearing in at least 3 of 6 lists

Total genes in Reactive gene list = 170  
(Full gene list in source data)

Heatmap showing gene reactivity across six datasets. The y-axis lists 170 genes, and the x-axis lists the six datasets. Red indicates presence in the dataset.

**Gene List (Y-axis):**

Lgals3, Cd14, Anxa3, Vim, Lyz2, Cd68, C1qc, C1qa, C1qb, Cd52, C3ar1, Aif1, Fcer1g, Cxcl10, Hmox1, Anxa2, Spp1, Ch25h, Lgals1, Cyba, Fcgr1, Csl2rb, Pycard, Tgm1, Timp1, Tubb6, Ms4a6d, Trem2, Slc11a1, Adgre1, Mpeg1, Tyrobp, Fcgr3, Itgb2, Myo1f, Dock2, Fxyd5, Spi1, P2ry6, Plek, Plau, Ly86, Apob, Fcgr2b, Pbr6, Fcgr3, Fcgr2, Tgfb1, Rac2, Klf6, Csf3r, Capg, Fn1, Anobec1, Osmr, Gap

**Dataset Legend (X-axis):**

1 Sofroniew Lab (UCLA) - Spinal Cord astrocytes, 5d SCI in 73.12 GFAP-Cre RiboTag, (log2FC>2, FDR<0.01, CPM >10)  
2 Götz lab (Heimholtz) - Cortical astrocytes, 5d Stab in GFAP-eGFP (Top 50 injury associated genes)  
3 Petzold lab (DZNE) Brain astrocytes, 3d MCAO in Cx43-CreERT-RiboTag (log2FC>2, p<0.05)  
4 Barres Lab (Stanford) - mouse Brain, MCAO 24 hrs - immunopanned for astrocytes (Top 50 injury associated genes)  
5 Wu Lab (Houston) - Spinal Cord astrocytes, 7d SCI in 73.12 GFAP-Cre RiboTag, (log2FC>2)  
6 Voskuhl Lab (UCLA) - Spinal Cord astrocytes, EAE in 73.12 GFAP-Cre RiboTag, (log2FC>2, FDR <0.1)

**Gene List (Z-axis):**

Serpina3n, Icam1, Adam8, Ccl3, Ctss, Hpse, Cd48, Cd22, Stra6l, Ly9, Tlr7, C5ar1, Hpdgs, Il2rg, Cd180, Cd6, Cd86, Tnfrsf82, Runx3, Bcl6, Nckap1l, Parvg, Slamf7, Tmem106a, Fes, Anpep, Xdh, Ptpnc, Unc93b1, Adap2, Itga5, Ifi30, Arhgdib, Nlrp3, Srgn, Myd, Ctsc, Trem2, Angap25, Cst7, Itgal, Slamf9, Gpsm3, Postn, Casp8, Cxcl16, Tlr4, Psmb8, Plxnd1, Naglu, Bst2, Jak3, Ctsz, Tlr2, Cd44

a

EMT Gene Panel

b

Overlap of  
Astrocyte State  
Gene Panels

| Astrocytes & Reactivity | Reactivity & EMT | Astrocytes & EMT | In all 3 lists |
|-------------------------|------------------|------------------|----------------|
| C4b                     | Anpep            | Ccn1             | Vim            |
| Gfap                    | Capg             | Gja1             |                |
|                         | Cd44             | Htra1            |                |
|                         | Emp3             | Mmp14            |                |
|                         | Fn1              | Notch2           |                |
|                         | Igfbp3           | Pdlim4           |                |
|                         | Itga5            | Sdc4             |                |
|                         | Lgals1           | Serpine2         |                |
|                         | Postn            | Sparc            |                |
|                         | Ptx3             | Timp3            |                |
|                         | Serpine1         | Tnc              |                |
|                         | Spp1             | Vcam1            |                |
|                         | Tgfb1            |                  |                |
|                         | Tgfb1            |                  |                |
|                         | Timp1            |                  |                |
|                         | Tnfrsf12a        |                  |                |

Derived from EMT Gene Set Enrichment  
Analysis (GSEA) dataset from Molecular  
Signatures Database (Msigdb) with  
human specific genes removed

Supplementary Table 3 | EMT gene panel and overlapping genes between the three astrocyte state gene panels. a. EMT gene panel. b. Overlap of the astrocyte state gene panels.

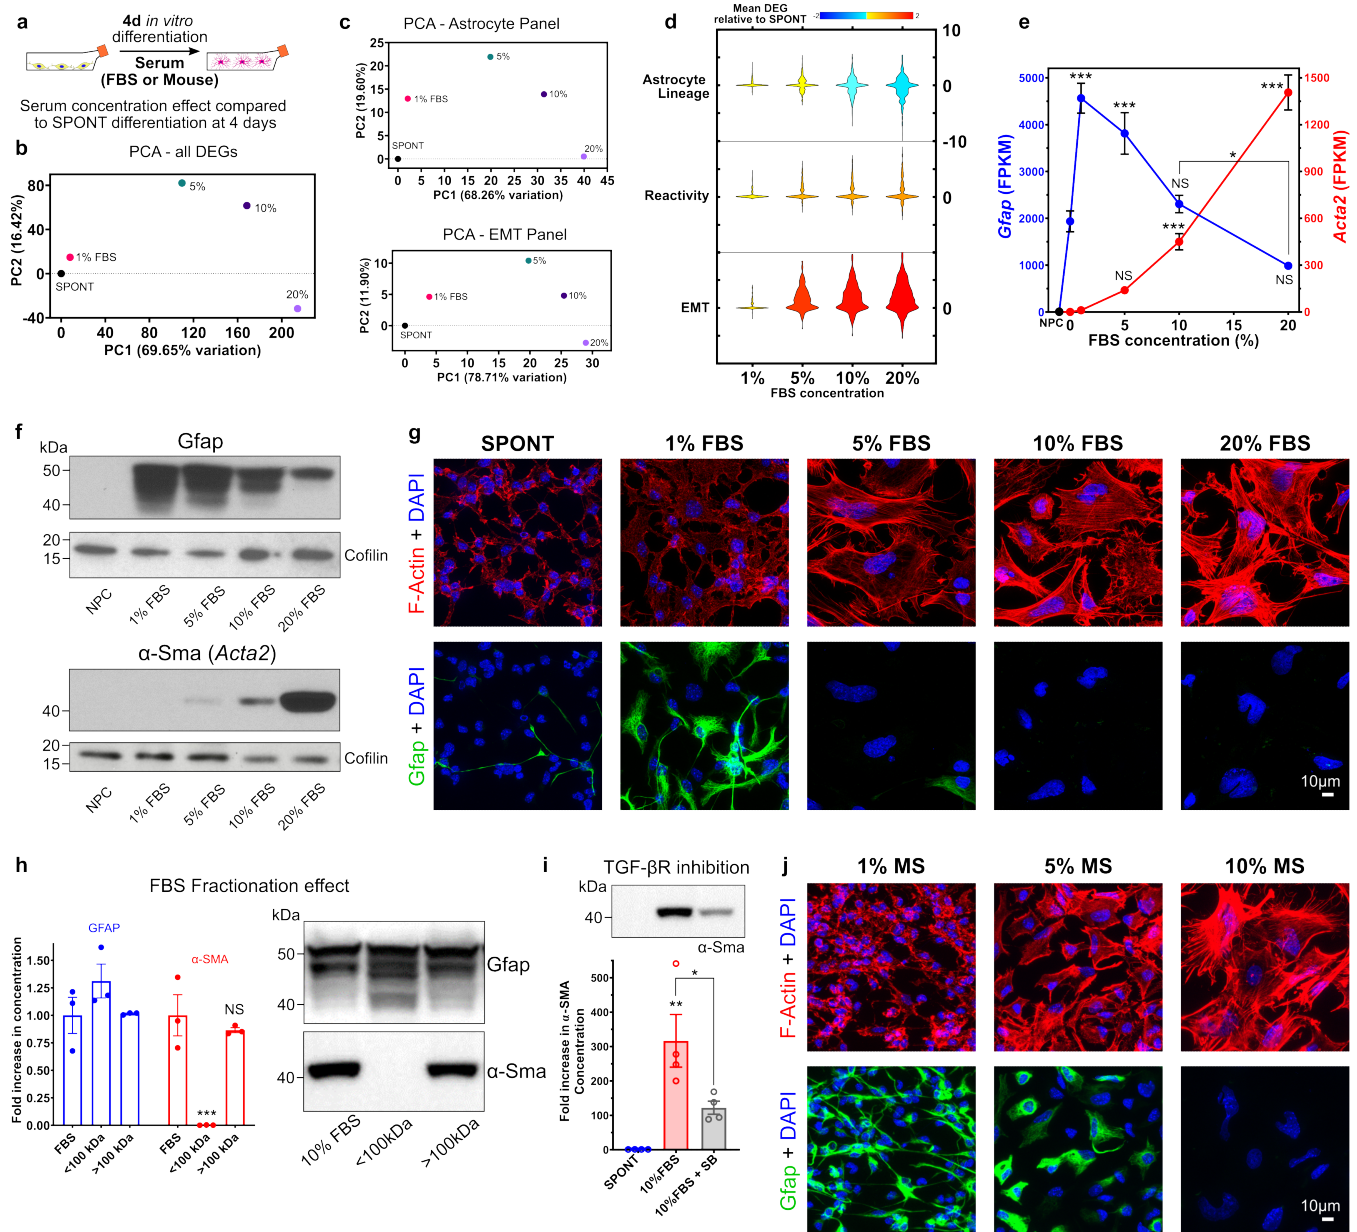

**Supplementary Fig. 5 | Serum exposure induces concentration dependent myofibroblast-like phenotypes in NPC *in vitro*.** **a** Schematic summarizing experimental approach for evaluating serum (Fetal Bovine Serum (FBS) and Mouse Serum (MS)) exposure effects on NPC differentiation *in vitro* by, ICC, WB and Bulk RiboTag. **b** PCA of all DEGs associated with exposure to increasing concentrations of FBS indicating a strong FBS concentration dependent divergence away from SPONT differentiation. **c** PCA of DEGs from healthy Astrocyte and EMT gene panels for FBS treated NPC showing comparable FBS concentration dependent divergence away from SPONT differentiation as observed in b). **d** Violin plot of DEGs for astrocyte state gene panels for FBS treated NPC showing a prominent FBS dependent increase in EMT gene expression and a concurrent decrease in healthy astrocyte gene expression. **e** FBS concentration dependent changes in Gfap and Acta2 gene expression measured in FPKM. N=4 per group \*\*\* p-value < 0.0001, \* p-value < 0.02, NS = Not significant. One way ANOVA with Tukey multiple comparison test for Gfap and Acta2 run independently, comparisons made with SPONT unless indicated. **f** Western blot (WB) for Gfap and α-Sma showing FBS concentration dependent expression changes. Gfap protein expression decreases with higher FBS concentrations and is associated with loss of lower molecular weight isoform bands. α-Sma protein expression increases with FBS concentration exponentially. Cofilin used as WB and protein concentration reference. **g** ICC staining of FBS treated NPC for Phalloidin (F-Actin), which shows myofibroblast-like phenotype, and Gfap. ICC staining shows similar FBS concentration dependent effects as in e) and f). **h** Quantification of WB for Gfap and α-Sma for FBS and fractionated FBS treatment showing higher molecular weight species (>100 kDa) in FBS stimulated α-Sma expression. N=3 per group \*\*\* p-value = 0.0002, NS = Not significant. One way ANOVA with Tukey multiple comparison. **i** Quantification of WB for FBS induced α-Sma expression following TGF-βR inhibition by SB431542 (SB). Comparisons made between SPONT and 10% FBS with and without concurrent TGF-βR inhibition by SB. N=4 per group, \*\* p-value = 0.0022, \* p-value = 0.0351, NS = Not significant. One way ANOVA with Tukey multiple comparison. **j** ICC staining of Mouse serum (MS) treated NPC for Phalloidin (F-Actin) and Gfap showing a conserved serum dependent effect on myofibroblast-like phenotype with increased serum concentration exposure. All bar graphs are mean ± s.e.m. with individual datapoints overlayed.

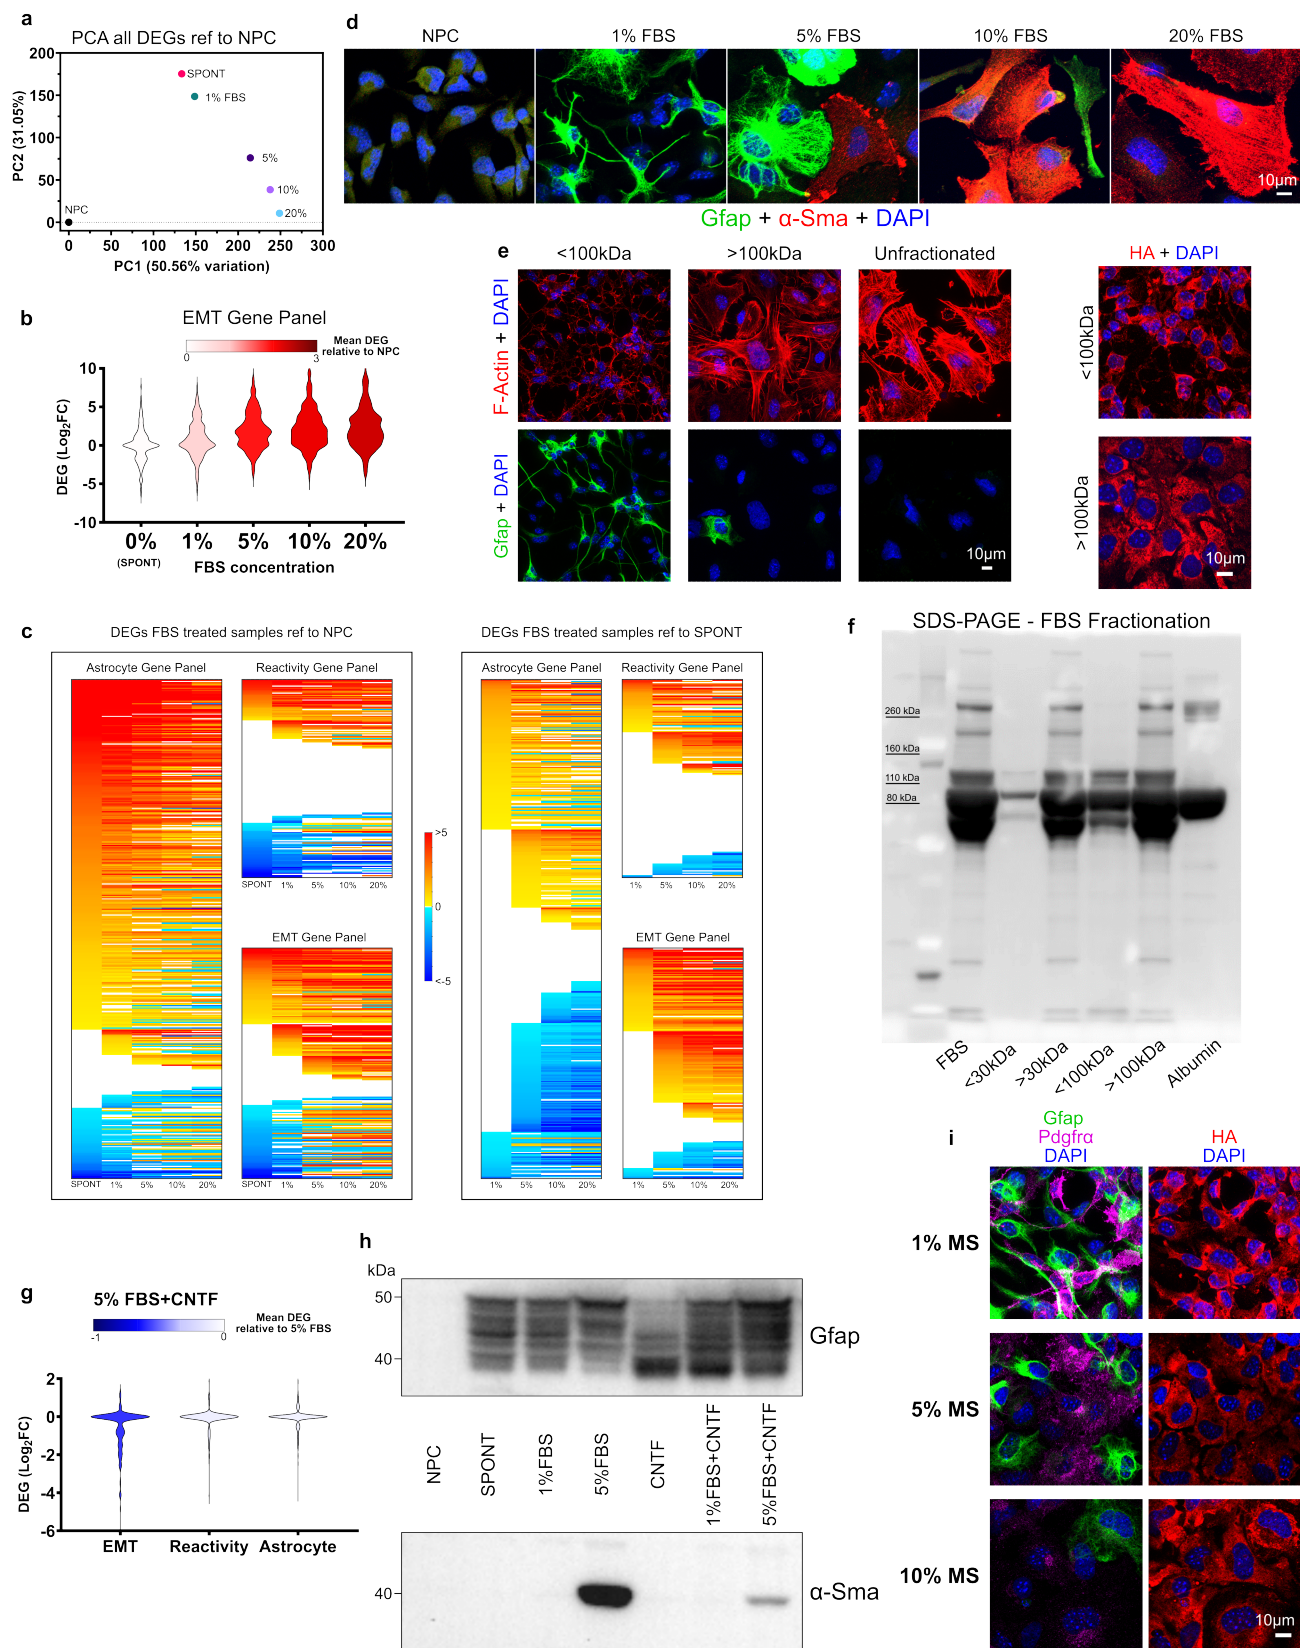

**Supplementary Fig. 6 | Serum exposure evokes myofibroblast-like phenotypes in NPC *in vitro*.** **a** PCA of all DEGs for SPONT and increasing concentrations of FBS referenced to NPC showing increased divergence from NPC with increased FBS concentration. **b** Violin Plot of DEGs for SPONT and increasing concentrations of FBS referenced to NPC for EMT gene panel genes showing a concentration dependent increase in expression of EMT gene panel genes. **c** Heatmaps displaying DEGs for increasing concentrations of FBS referenced to either NPC or SPONT separated into astrocyte, reactivity and EMT gene panels. **d** ICC staining of NPC exposed to increasing concentrations of FBS showing changes in Gfap and α-Sma expression as a function of FBS concentration. Cells counterstained with DAPI. **e** ICC staining of NPC exposed to FBS fractionated by molecular size cut-off centrifugal filters. NPC treated with the <100 kDa fraction, >100kDa fraction and unfractionated FBS and stained with phalloidin to detect F-Actin expression and counter-stained with Gfap and DAPI. NPC treated with fractionated FBS samples also stained with HA and DAPI. **f** SDS-PAGE of FBS and fractionated samples stained with SYPRO Ruby Protein Gel Stain showing the effectiveness of molecular size cut-off centrifugal

filters (30kDa and 100kDa) to separate out higher molecular weight constituents. Unfractionated FBS and albumin used as controls. **g** Violin Plot of DEGs for NPC treated with 5%FBS and CNTF referenced to 5%FBS alone showing the effect of CNTF on attenuating expression of EMT genes. **h** Western blot of FBS and CNTF treated samples stained for Gfap and  $\alpha$ -Sma showing CNTF and FBS dependent effects on expression of Gfap Isoforms and  $\alpha$ -Sma. **i** ICC staining of NPC exposed to increasing concentration of mouse serum (MS) showing decreased expression of Gfap and Pdgfr- $\alpha$  and altered cell size and morphology indicated by HA staining. Note that the heightened myofibroblast phenotypes caused by increasing concentrations of FBS involved elevated expression of canonical EMT transcription factors (*Snai1*, *Snai2*, *Twist1*), myofibroblast cytoskeletal proteins (*Acta2*, *Tagln*), profibrotic growth factors (*Ccn2* (Ctgf), *Tgfb1* (Tgf- $\beta$ ), *Il6*) and fibrotic extracellular matrix proteins (*Fap*, *Col1a1*, *Fn1*, *Thbs1*). 

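For log2FC against SPONT at 1, 5, 10 and 20% FBS, *Snai1* (chromosome 2, 167538195–167542814) gave 1.90, 4.69, 5.59 and 6.24, *Snai2* 0.70, 4.18, 4.90 and 5.86 and *Twist1* 0.15, 1.94, 2.51 and 2.57. At 1%, *Snai2* (adjusted p = 0.31) and *Twist1* (adjusted p = 0.49) were not DEGs. *Acta2* gave 3.79, 7.36, 9.06 and 10.65 and *Tagln* (chromosome 9, 45929628–45936058) 3.61, 5.88, 7.15 and 8.85, and *Ccn2* 4.15, 8.43, 9.01 and 9.51. *Tgfb1* was a DEG only at 10% (chromosome 7, 25687002–25705077, log2FC 0.79, SE 0.20, adjusted p = 0.0075) and 20% (log2FC 1.40, adjusted p = 1.9e-04). Among matrix genes, *Col1a1* gave 2.69, 4.89, 4.72 and 6.07, *Fn1* 0.60, 2.98, 3.56 and 3.97 (not called at 1%, adjusted p = 0.013) and *Thbs1* 2.28, 8.41, 9.69 and 10.55. *Il6* lay at or under 3 counts in every SPONT library and passed the filter on low counts only at 20%, where it reached 0.346 ± 0.127 CPM (adjusted p = 1.3e-04). *Fap* was highest at 1% and lower at each higher concentration. Its mean was 0.0292 CPM in SPONT, 0.494 at 1% (adjusted p = 0.0036), 0.413 at 5%, 0.0646 at 10% and 0.0465 at 20%. It was tested only at 1%. Outside the named genes, *Cdh26* (chromosome 2, 178430515–178487366) was among the largest increases from 5% up, from 0.0208 CPM in SPONT to 46.2 ± 1.53 CPM at 20%.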

The FBS concentration dependent downregulation in astrocyte genes was most apparent for genes associated with healthy astrocyte functions such as molecular transport and included *Slc6a11*, *Atp1a2*, *Rlbp1*, *Slc6a1*, *Kcnj1*, *Agt* and *Pla2g7*. 

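Log2FC against SPONT at 1, 5, 10 and 20% FBS were −1.03, −3.59, −6.83 and −8.79 for *Slc6a11* (chromosome 6, 114131241–114249886) and −0.71, −2.92, −5.16 and −7.30 for *Rlbp1*. *Agt* gave −0.07, −1.81, −3.40 and −4.84 and *Pla2g7* 0.41, −1.41, −3.13 and −4.55. *Rlbp1*, *Agt* and *Pla2g7* were not called at 1% (adjusted p = 0.011, 0.74 and 0.033). *Kcnj1* lay at or under 3 counts in all groups and was not tested. Its mean was at most 0.00680 CPM.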

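*Gfap* stood at 1868 ± 430.2 FPKM without serum, 4407 ± 616 at 1%, 3680.3 ± 856 at 5%, 2226 ± 363 at 10% and 952 ± 64.2 at 20% FBS. Its log2FC against SPONT was 1.26 (adjusted p = 5.8e-04), 0.98 (adjusted p = 0.0033), 0.26 (adjusted p = 0.23) and −1.02 (adjusted p = 1.2e-04). It was a higher DEG at the lower 2 concentrations, not a DEG at 10% and a lower DEG only at 20%. These fits do not use replicate numbers. At 10% each library stood above the SPONT library of the same number, so an absence of change there is not shown. *Acta2* stood at 0.692 ± 0.200, 9.44 ± 6.22, 113 ± 24.4, 365 ± 84.3 and 1139.8 ± 182 FPKM. Each step in concentration raised the *Acta2* log2FC by less than the step before. The steps, from no serum to 1, 5, 10 and 20%, are unequal, so this does not show that the rise flattens.

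**Figure D2:**
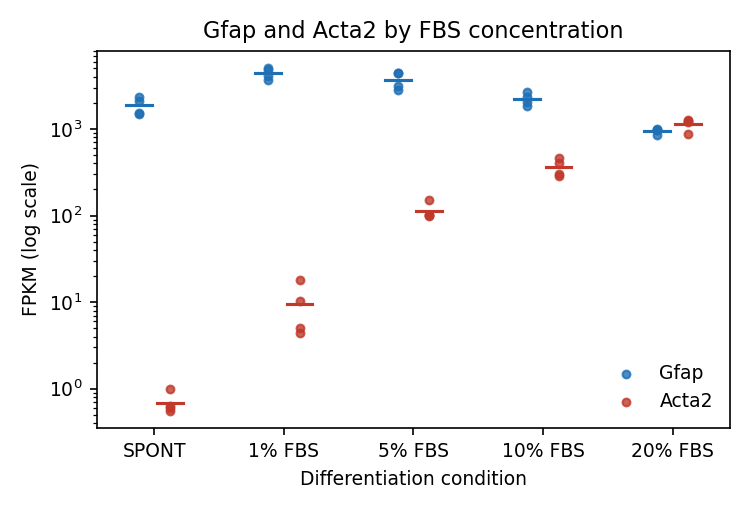
FPKM of *Gfap* and *Acta2* in each replicate against FBS concentration in NPC differentiated for 4 days (n = 4 per concentration). Bars mark group means.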

Canonical astrocyte gene *Gfap* also showed a strong serum concentration dependent decrease in expression that directly opposed the trend in expression for canonical EMT associated gene *Acta2* (smooth muscle actin ( $\alpha$ -Sma)) which increased exponentially.

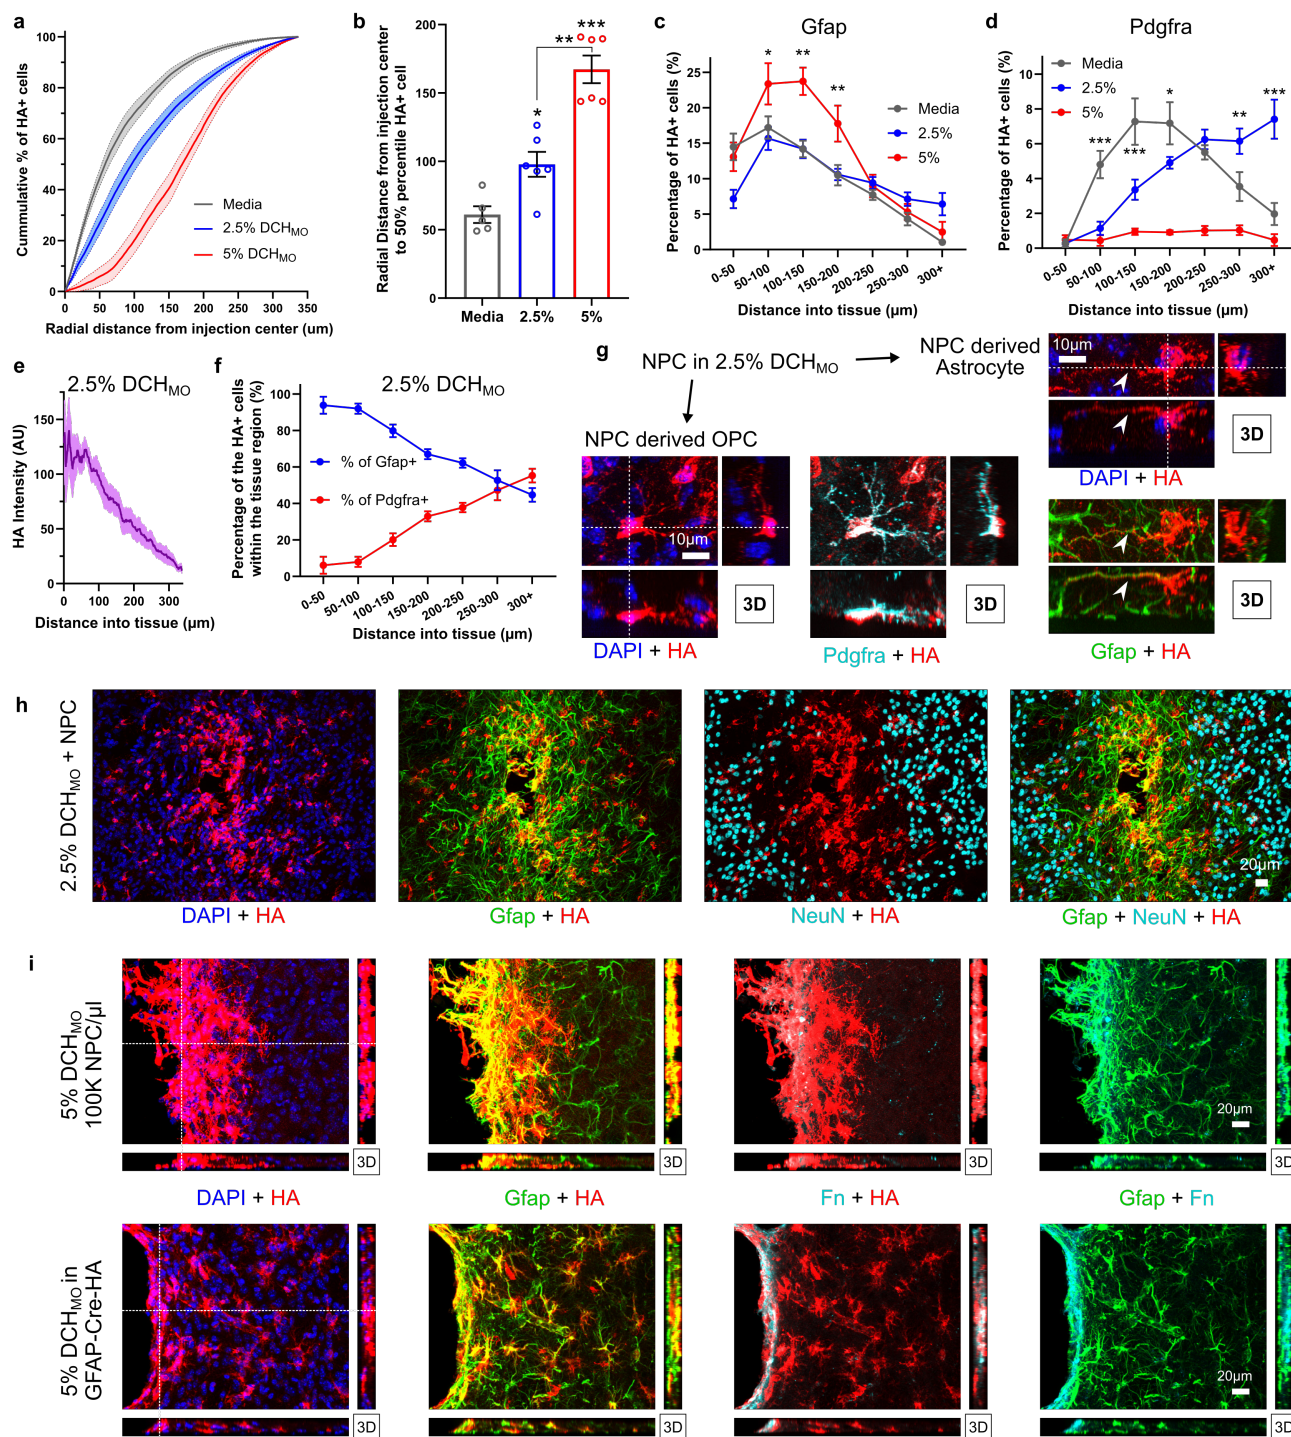

**Supplementary Fig. 7 | NPC grafted into healthy mouse striatum differentiate into astrocyte and oligodendroglia lineage cells in a spatial and carrier dependent manner.** **a** Quantification of the cumulative spatial distribution of HA+ cells, referenced from the center of injection, for media and DCH<sub>MO</sub> hydrogel carrier samples. For each sample the darkened line represents the mean and shaded area indicates standard error of mean (SEM) (N=6 for both hydrogels, N=5 for Media). **b** Quantification of the Radial distance to the 50<sup>th</sup> percentile HA+ cell, referenced from the center of injection, for media and DCH<sub>MO</sub> hydrogel carrier samples. (Mean + SEM) (N=6 for both hydrogels, N=5 for Media). \*\*\* p-value < 0.0001, \*\* p-value < 0.0002, \* p-value < 0.032, One way ANOVA with Tukey multiple comparison test. **c** Percentage distribution of HA-positive and Gfap-positive cells within define spatial zones, referenced from the center of injection, for media and DCH<sub>MO</sub> hydrogel carrier samples. (Mean + SEM) (N=6 for both hydrogels, N=5 for Media). \*\*\* p-value < 0.0001, \*\* p-value < 0.005, \* p-value < 0.03, One way ANOVA with Tukey multiple comparison test. **d** Percentage distribution of HA-positive and Pdgfra-positive cells within define spatial zones, referenced from the center of injection, for media and DCH<sub>MO</sub> hydrogel carrier samples. (Mean + SEM) (N=6 for both hydrogels, N=5 for Media). \*\*\* p-value < 0.0001, \*\* p-value < 0.005, \* p-value < 0.03, One way ANOVA with Tukey multiple comparison test. **e** IHC Intensity trace of HA positive grafted cells from 2.5% DCH<sub>MO</sub> carrier group showing localization of graft within a 350 μm radius of injection center. **f** Distribution of the Percentage of total HA-positive cells that reside within specified spatial zones that are Pdgfra positive and Gfap positive. The proportion of Pdgfra-positive grafted cells increases radially from the injection center and is the predominant differentiated cell type in radial zones greater than 300 μm. **g** High magnification 3D images showing the morphology and Pdgfra-positive and Gfap positive cells that adopt individual domains in neural tissue. **h** Survey Immunohistochemistry (IHC) images of grafted HA-positive NPC in healthy striatum stained for astrocytes (Gfap) and

neurons (NeuN) at 2 weeks after NPC transplantation. HA-positive grafted NPC do not express NeuN indicating they do not differentiate into Neurons in healthy striatum at 2 weeks. i High magnification 3D view showing HA-positive grafted NPC in 5% DCH<sub>MO</sub> hydrogel carrier showing formation of Gfap-positive borders by grafted NPC that express Fibronectin (FN). Host astrocyte borders are formed around 5% DCH<sub>MO</sub> hydrogel carrier that are morphologically similar to the borders formed by grafted NPC and also expressed Fibronectin at the border interface. All bar graphs are mean  $\pm$  s.e.m. with individual datapoints overlayed. AU = arbitrary units.

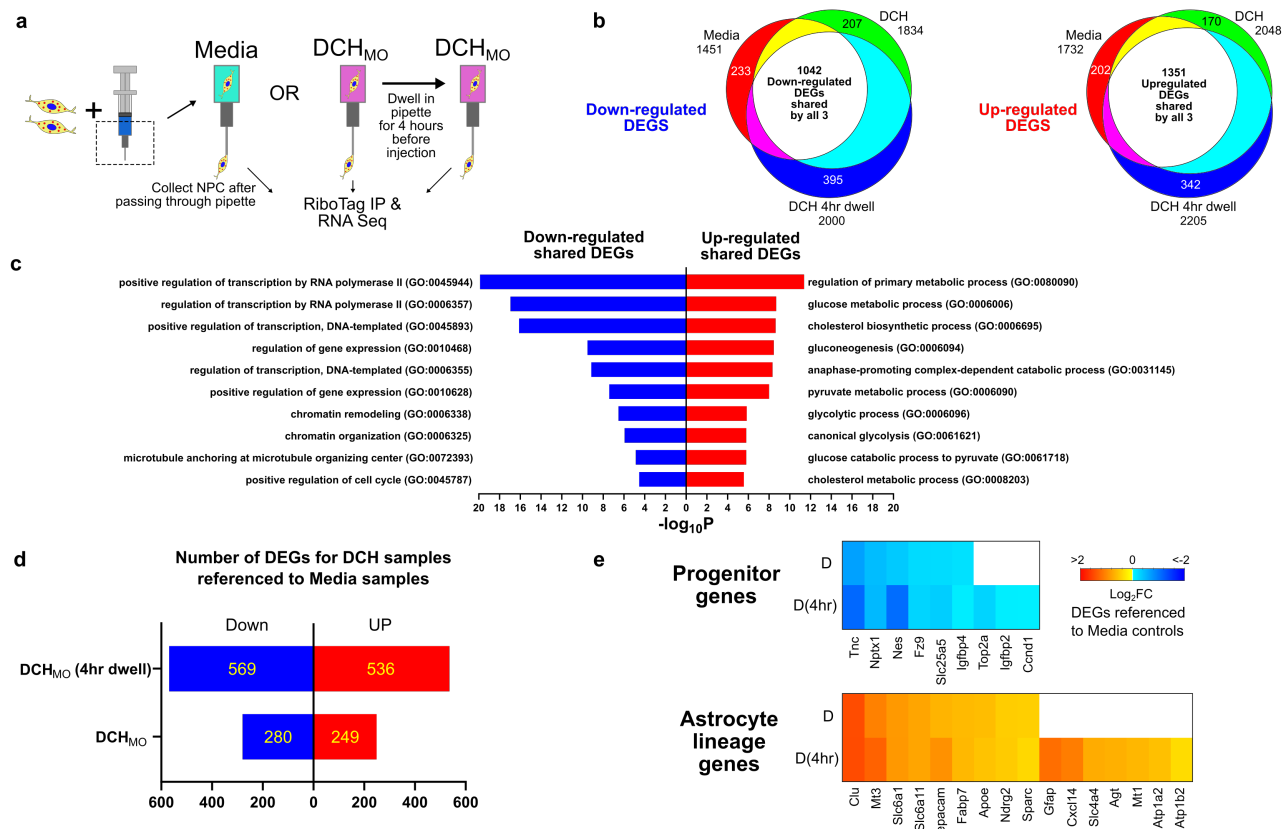

**Supplementary Fig. 8 | NPC injected through glass pipettes are minimally altered by the carrier vehicle used.** **a** Schematic detailing the experimental paradigm to test the effect of injection through pulled glass pipettes in media or hydrogel carrier on NPC phenotype. In one group, NPC loaded into hydrogel carriers were allowed to dwell in the pipette for 4 hours before being passed through the pipette to evaluate changes to NPC phenotype taking place over a typical transplantation session. **b** Venn diagram of Upregulated and Downregulated DEGs for NPC passed through pipettes in media or hydrogel or allowed to dwell in hydrogel for 4 hours showing high overlap of shared DEGs across the three conditions. **c** Gene Ontology (GO) term analysis of the shared Up-regulate and Down-regulated DEGs. Shared down-regulated DEGs indicate an overall decrease in transcription and cell cycle processes as a result of injection through pipettes. Shared Up-regulated DEGs suggests increased metabolic processes in NPC upon injection through pulled glass pipettes. **d** Total number of hydrogel specific upregulated and downregulated DEGs when referenced to NPC in media samples (FDR <0.01). The 4-hour dwell in the pipette effectively doubles the number of DEGs. **e** Heat map of Astrocyte and Progenitor genes altered in hydrogel samples referenced to NPC in media samples. NPC in hydrogel carriers show an increase in astrocyte gene expression and a decrease in progenitor gene expression with the 4-hour dwell enhancing both effects. Note that there were 1351 shared upregulated genes that were consistent with increased metabolic processes as assessed by Gene Ontology term enrichment, whereas 1042 shared downregulated genes suggested a reduction in cell cycle and transcription processes. Comparisons of hydrogel and media carrier samples identified a modest increase in astrocyte differentiation signature in the hydrogel group with upregulation of astrocyte lineage genes *Clu*, *Mt3*, *Slc6a1*, *Hepacam* among others and a concurrent downregulation of some progenitor genes such as *Igf1bp4*, *Tnc*, *Nes* and *Slc25a5*. Persistent retention of cells in the pipette for 4 hours further increased the expression of these astrocyte genes, increased expression of other astrocyte genes (including *Gfap*), and caused further downregulation of progenitor genes which now included *Top2a*, *Igf1bp2* and *Cnd1*, suggesting that the cells may undergo some differentiation over the course of a standard injection session and that astrocyte phenotypes emerge more quickly than other definable phenotypes. However, despite these apparent DEGs caused by dwell time differences in the pipette, we observed no obvious trend among animals that received transplants first or last in an injection session suggesting these small variations in DEGs may not significantly impact overall graft outcomes *in vivo*.

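Genes higher than NPC P15 in all 3 pipette groups numbered 1337 of 2875 higher in any, and 1306 of 2912 were lower in all. With NPC P15 D2 in place of NPC P15 the shared genes were 2285 higher and 2079 lower. With NPC P30, 482 genes were higher in all 3. Gene Ontology terms were not analysed here.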

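In hydrogel against medium, *Clu* (chromosome 14, 65968483–65981548, log2FC 1.41, SE 0.09, adjusted p = 1.4e-09), *Mt3* (chromosome 8, 94152607–94154148, log2FC 0.99, SE 0.12, adjusted p = 6.3e-06) and *Hepacam* (chromosome 9, 37367356–37386572, log2FC 0.60, SE 0.14, adjusted p = 0.0074) were higher. *Igfbp4* (chromosome 11, 99040005–99052655, log2FC −0.25, SE 0.03, adjusted p = 9.6e-07), *Tnc* (chromosome 4, 63959785–64047015, log2FC −0.74, SE 0.06, adjusted p = 5.6e-08) and *Nes* (log2FC −0.42, SE 0.04, adjusted p = 9.2e-08) were DEGs as well. *Slc25a5* was not (log2FC 0.10, adjusted p = 0.12). The largest increases were *Rarb* (chromosome 14, 16430839–17082331, log2FC 1.98, adjusted p = 9.2e-08) and *Ptprn* (chromosome 1, 75247035–75264497, log2FC 1.84, adjusted p = 2.1e-06).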

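After 4 h against medium, the log2FC were 1.42 for *Clu*, 1.24 for *Mt3* and 0.87 for *Hepacam*, and *Gfap*, not called without the dwell (log2FC 0.67, adjusted p = 0.017), reached 1.14 (adjusted p = 3.9e-04). *Top2a* (chromosome 11, 98992947–99024199, log2FC −0.34, SE 0.05, adjusted p = 6.8e-05), *Igfbp2* (chromosome 1, 72824480–72852474, log2FC −0.14, SE 0.03, adjusted p = 3.7e-04) and *Ccnd1* (chromosome 7, 144929931–144939831, log2FC −0.13, SE 0.03, adjusted p = 0.0010) were called only after 4 h. *Igfbp4*, *Tnc* and *Nes* gave −0.15, −1.18 and −1.15, and *Slc25a5* 0.04 (adjusted p = 0.68). A gene called at 1 time and not at the other is not shown to differ between them.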

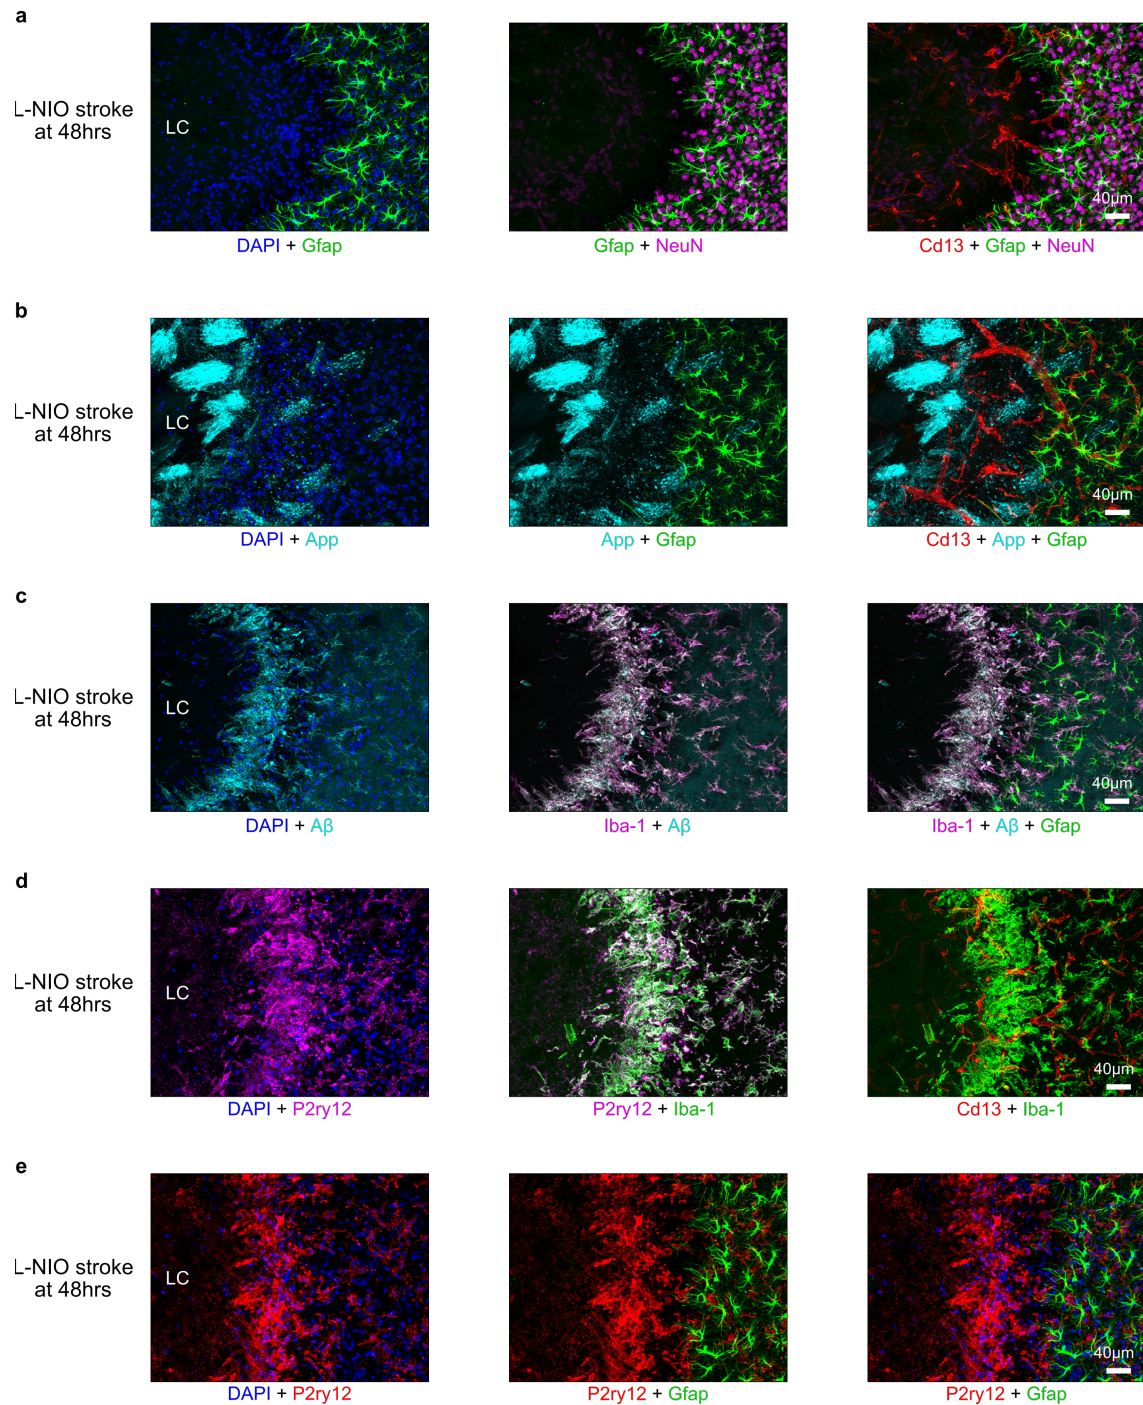

**Supplementary Fig. 9 | Survey IHC images of striatal stroke lesion cores (LC) at 48 hours after injury induced by L-NIO injection. a** Stroke lesion cores (LC) are defined by infarcted tissue that shows complete loss of neurons (NeuN) and astrocytes. **b** Stroke LC show accumulation of axon damage (App) that is isolated to the LC at 48 hours. **c & d** Accumulated amyloid precursor protein (App) is enzymatically converted to A $\beta$  fragments that colocalize with Iba-1- and P2ry12- positive microglia and demarcates the border of the forming lesion. **e** At 48 hours after stroke injury the microglia front (P2ry12-positive) of the border precedes the zone of viable astrocytes that have only just initiated the process to alter their phenotype necessary to reorganize and form the astrocyte border.

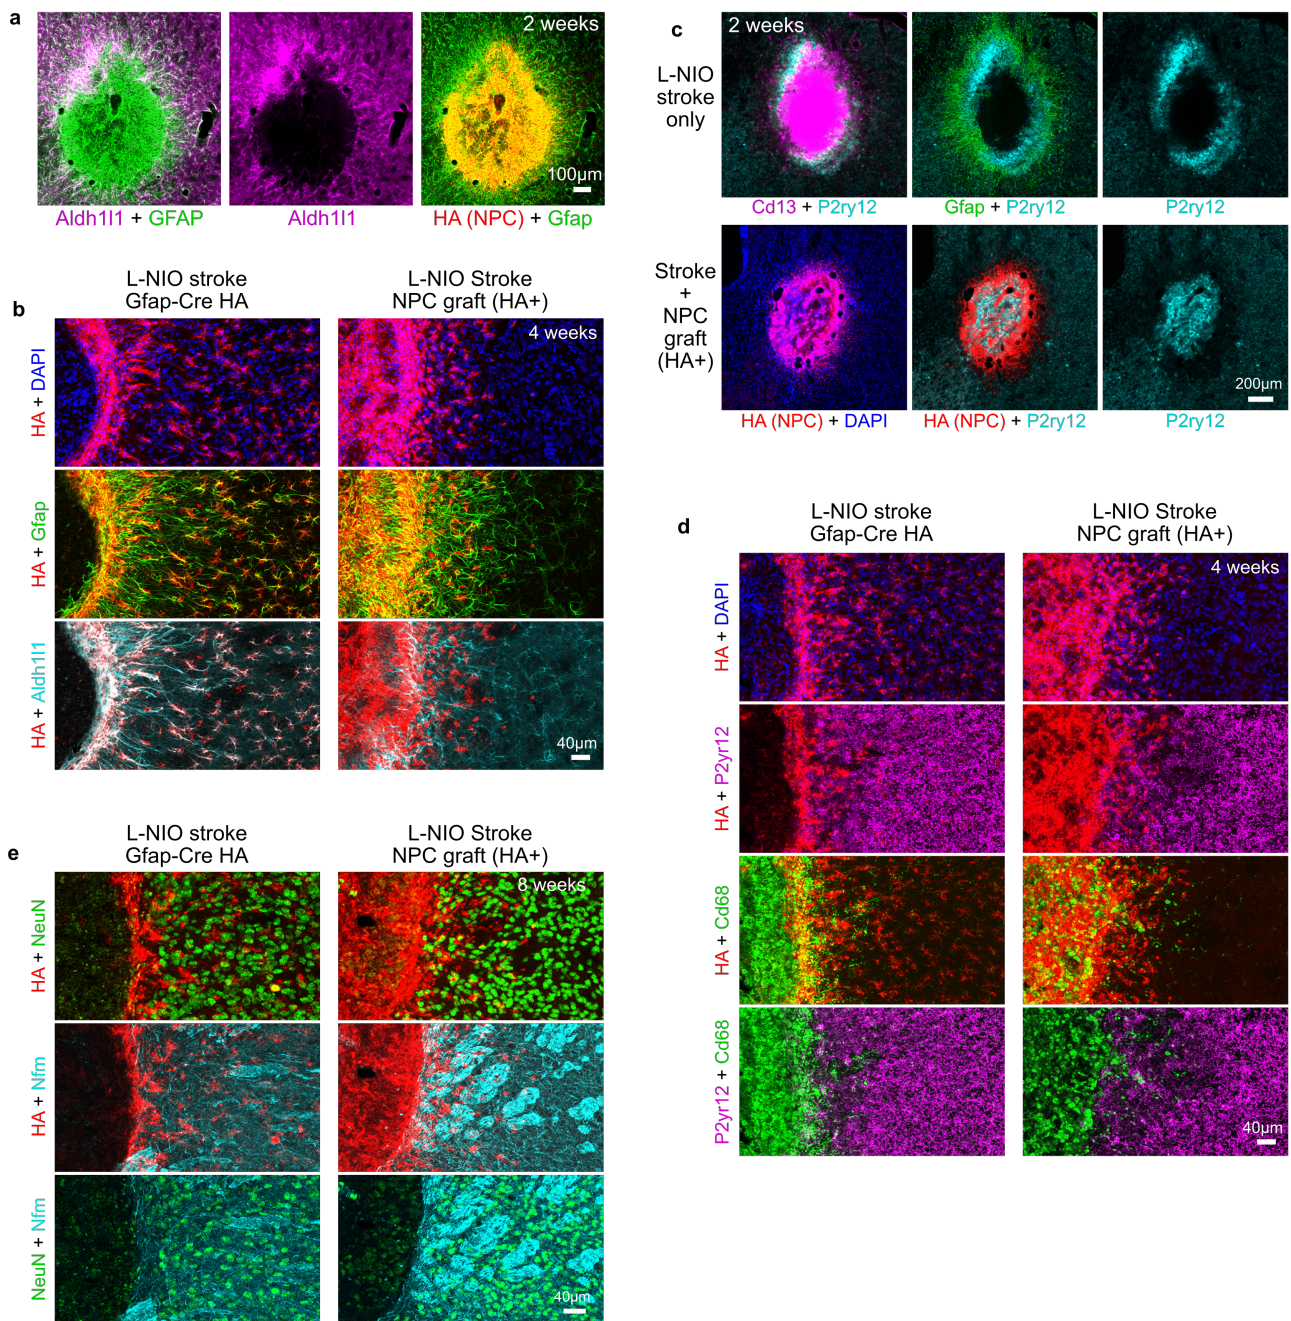

**Supplementary Fig. 10 | NPC grafted into striatal stroke generate astroglia that reduce fibrotic scar and bridge lesions but do not repopulate lesions with neural tissue.** **a** Survey IHC images showing that NPC differentiate into Gfap-positive astroglia upon grafting into stroke lesions but do not express mature astrocyte markers such as Aldh11. **c** Detailed lesion interface IHC images of L-NIO stroke lesions at 4 weeks after stroke in 73.12 Gfap-Cre HA mice. HA-positive host astrocytes that express Gfap and Aldh11 form discrete borders with non-neural lesion cores. NPC grafting into L-NIO strokes comprehensively fill the lesion with Gfap-positive cells, but only grafted cells located at the host neural tissue interface begin to express Aldh11 at 4 weeks. **d** Survey IHC image showing NPC treated stroke lesions transiently containing P2yr12-positive CNS derived microglia at 2 weeks whereas untreated stroke lesions do not contain P2yr12-positive microglia in the lesion core with Cd13-positive macrophages and fibroblasts instead predominating in this lesion compartment. **e** Detailed IHC images showing an NPC graft induced change in Cd68-positive immune cells within stroke lesion cores at 4 weeks compared with untreated strokes made in Gfap-Cre HA mice that have HA-positive host astrocytes. P2yr12-positive microglia are no longer detected within the graft. **f** Detailed IHC images showing that NPC grafting into stroke lesions does not provoke neuronal repopulation or striatal axon regrowth into lesion cores by 8 weeks.

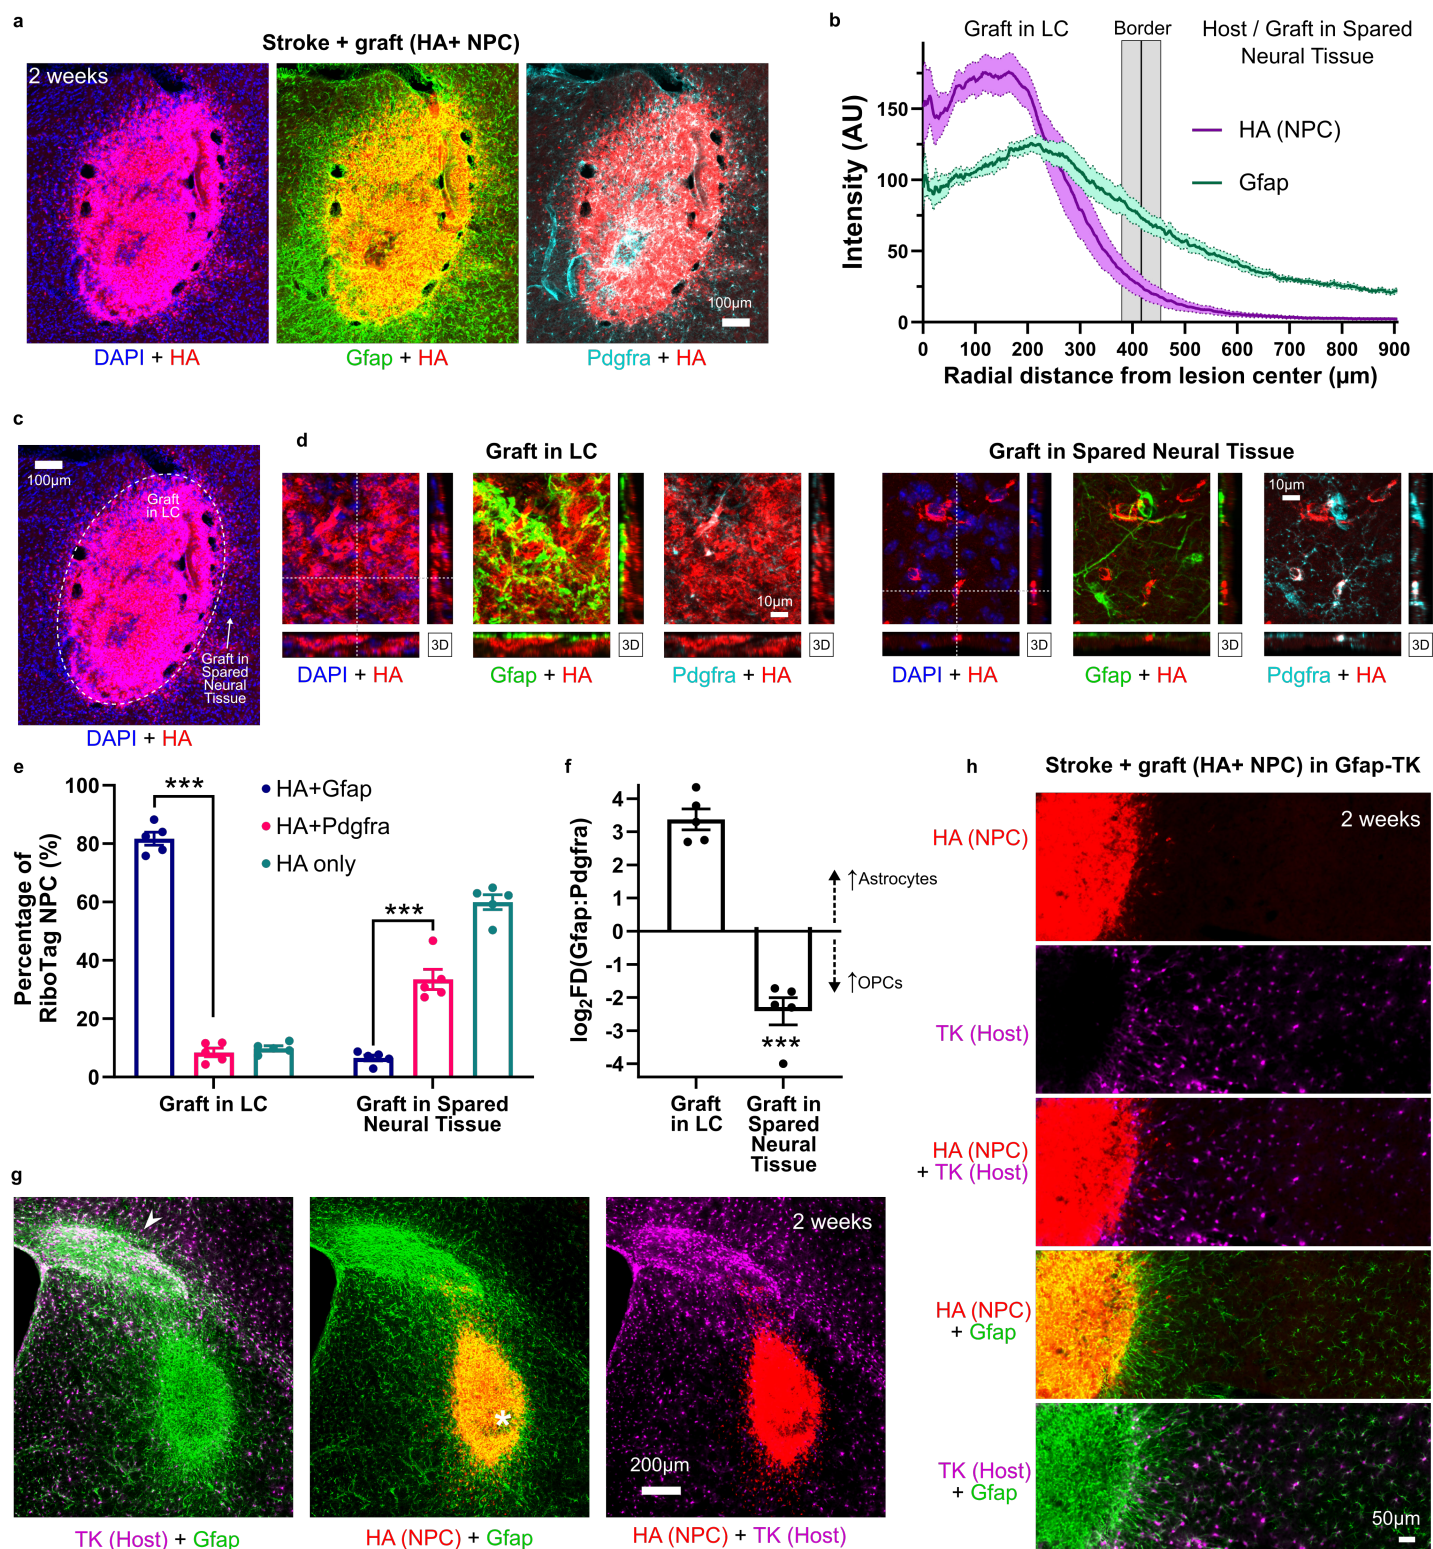

**Supplementary Fig. 11 | Distribution of NPC phenotypes upon grafting into striatal stroke.** **a** Survey image of NPC grafts in stroke at 2 weeks. NPC grafted into strokes remain local at lesions and differentiate into glia that express either the astroglia marker Gfap or OPC marker Pdgfra. **b** Intensity trace of HA and Gfap for NPC grafts in stroke as mean  $\pm$  s.e.m. (s.e.m represented as shaded region) (N=5). Grafted NPC remain local within lesion cores with 95% of grafted cells persisting within an average radius of approximately 400  $\mu$ m from the center of the lesion. **c**. Survey image of NPC grafts in stroke at 2 weeks showing that grafted cells can be separated into two distinct phenotypes depending on whether they reside: (i) within the LC (~95% of total grafted cells) or (ii) in spared neural tissue (~5% of grafted cells). **d** Detailed higher magnification 3D imaging showing that NPC grafts in LC are dense overlapping and express Gfap whereas grafted cells residing in preserved neural tissue adopt individual domains and largely express Pdgfra. **e**. Quantification of percentage of grafted cells expressing Gfap or Pdgfra or neither marker in LC or in spared neural tissue. (Mean  $\pm$  SEM) (N=5). \*\*\* p-value < 0.0001, Two-way ANOVA with Tukey multiple comparison test. **f**. Log<sub>2</sub>FC differences in Gfap/Pdgfra expression ratio for grafted cells in LC and spared neural tissue. Grafts show proportionally higher expression of astrocyte marker Gfap in lesion core whereas grafts residing in preserved neural tissue express Pdgfra in great abundance. (Mean  $\pm$  s.e.m.) (N=5). \*\*\* p-value < 0.0001, Students t-test, two-sided. **g** Survey IHC images of NPC grafted stroke lesions at 2 weeks in GFAP-TK mice showing NPC

graft contribution to stroke lesion remodeling (\*). Host astrocytes have minimal contribution to stroke lesion remodeling but have responded to tissue disruption from pipette insertion (►) located away from the lesion. **h** detailed IHC images showing that NPC grafting into stroke lesions localize to lesions and assume the astrocyte border forming roles in lieu of host astrocytes (TK-positive cells) which instead persist in preserved neural tissue. All bar graphs are mean  $\pm$  s.e.m. with individual datapoints overlayed.

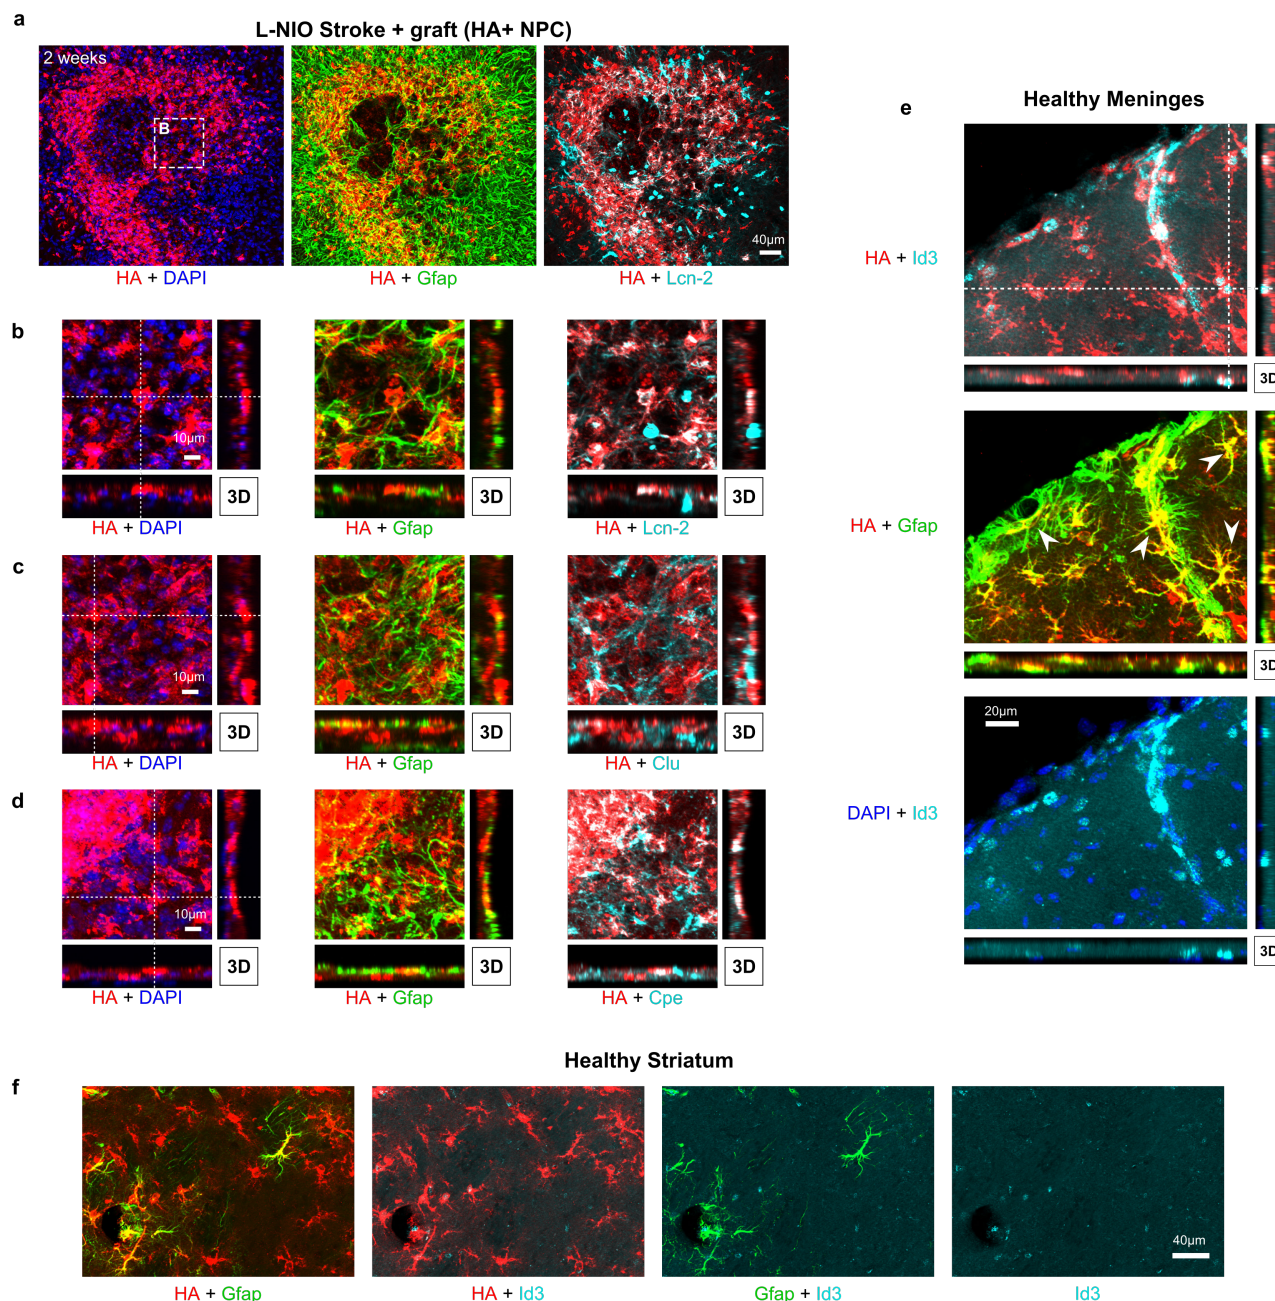

**Supplementary Fig. 12 | Astroglia derived from NPC grafted into CNS lesions become border-forming astroglia.** **a** Survey IHC imaging of NPC grafted into L-NIO stroke lesions showing Gfap-positive, HA-positive grafted cells expressing the astrocyte reactivity marker Lipocalin-2 (Lcn-2) in cells forming borders around lesion cores. **b** Detailed, higher magnification 3D imaging showing co-localization of Lcn-2 in Gfap-positive, HA-positive grafted cells in stroke. **c** Detailed, higher magnification 3D imaging showing co-localization of astrocyte reactivity marker Clusterin (apolipoprotein J) (Clu) in Gfap-positive, HA-positive grafted cells in stroke. **d** Detailed, higher magnification 3D imaging showing co-localization of astrocyte marker Carboxypeptidase E (Cpe) in Gfap-positive, HA-positive grafted cells in stroke. **e** Detailed, higher magnification 3D imaging showing co-localization of Id3 in HA-positive host astrocytes. Several Id-3, HA and Gfap colocalized host astrocytes are indicated by overlaid arrows. **f** Survey IHC imaging of healthy mouse striatum showing relatively low expression of Id3 in protoplasmic astrocytes in the striatum. Astrocytes that form the glia limitans around blood vessels in the striatum show higher Id3 expression.

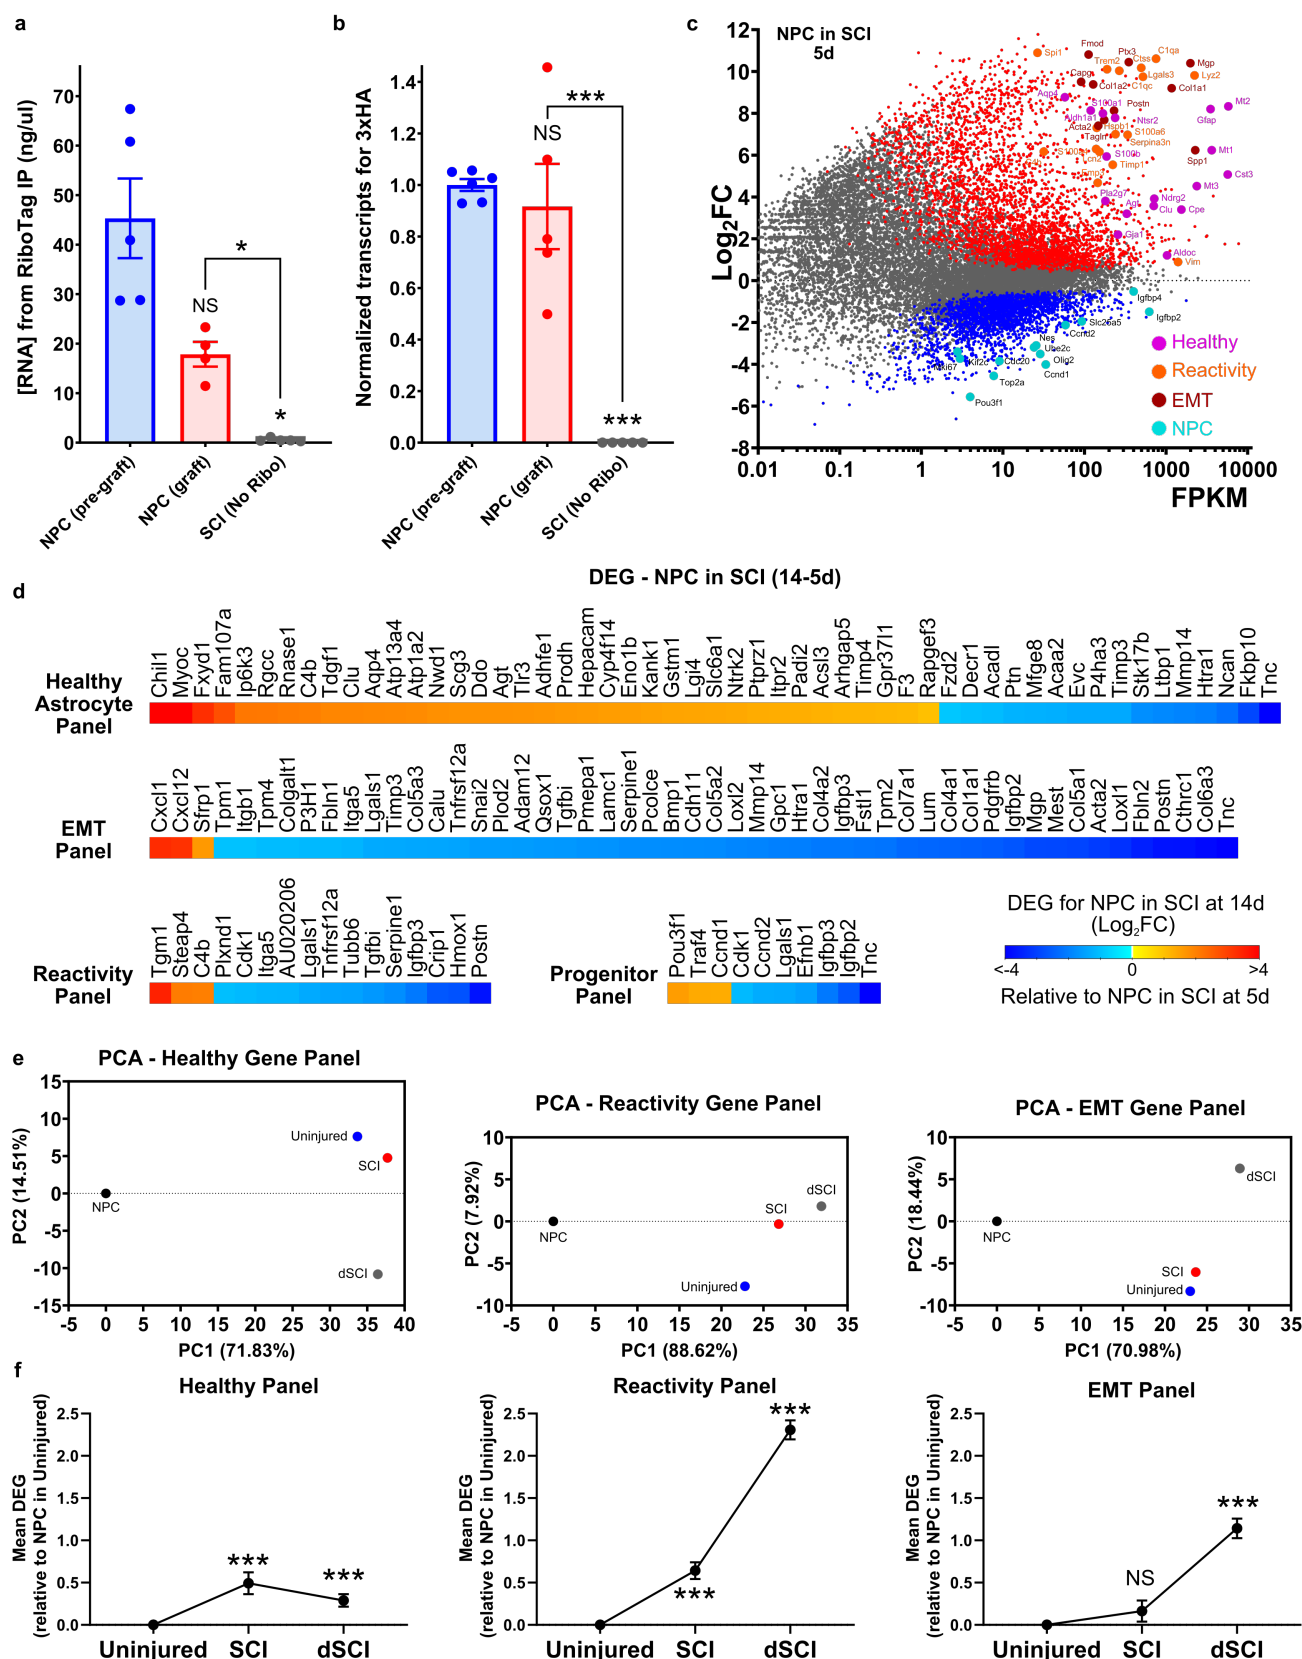

**Supplementary Fig. 13 | RiboTag transcriptomics on NPC transplanted into subacute crush spinal cord injury reveals an astroglial border phenotype that evolves over time and is altered by lesion severity.** **a** Concentration of RNA recovered following RiboTag Immunoprecipitation and mRNA purification from NPC before grafting and 5 days after grafting into a 2-day crush SCI lesion. RNA recovered from NPC after grafting is not significantly reduced compared to pre-graft levels. There is minimal recovery of RNA from SCI lesions that did not receive a graft of HA-positive cells (SCI (no RiboTag)) suggesting high specificity towards recovery of grafted cell RNA using the RiboTag methods. N=5 for NPC (pre-graft) and SCI (No Ribo), N=4 for NPC (graft), \* p-value < 0.02, NS = not significant, Welch ANOVA assuming non-equal standard deviation with Dunnett's T3 multiple comparison. **b** Normalized counts of 3xHA transcripts from RNA-Seq data sets for pre-graft NPC and NPC recovered at 5 days after grafting into a 2-day crush SCI lesion showing no statistical differences in the frequency of detection of 3xHA transcripts in samples recovered from the graft compared to the pre-graft sample that contains 100% HA-positive cells. No 3xHA transcripts were detected in samples recovered from SCI tissues that did not

receive a graft of HA-positive cells. N=5 for all groups, \*\*\* p-value < 0.0001, NS = not significant, One way ANOVA with Tukey multiple comparison test. **c** MA plot of FPKM levels versus DEGs for NPC grafted into 2-day crush SCI lesions (N=5 mice). Significant Up (red) and Down (Blue) DEGs have FDR <0.01. Select DEGs for healthy astrocytes, reactivity, EMT and progenitor gene panel genes are indicated. **d** Heatmaps of all healthy astrocyte, reactivity, EMT and NPC/progenitor gene panel DEGs detected in NPC grafts recovered at 14 days after grafting when compared with NPC grafts recovered at 5 days after grafting into 2-day SCI lesions (N=5 for both time points). DEGs have FDR <0.01. NPC recovered at 14 days show overall net increase in expression of healthy astrocyte genes and a decrease in expression of EMT genes compared with the grafts recovered at 5 days. (N=5 mice per group). **e** PCA of healthy astrocyte, reactivity and EMT gene panels for NPC grafted into different tissue environments (uninjured, SCI and double crush SCI (dSCI)). (N=5 mice per group). **f** Plots of Mean DEGs for healthy astrocyte, reactivity and EMT gene panels for NPC grafts recovered from SCI and dSCI referenced to NPC grafts recovered from uninjured spinal cord tissue. (N=5 mice per group) \*\*\* p-value < 0.0001, NS = not significant, One way ANOVA with Tukey multiple comparison test. All bar graphs are mean  $\pm$  s.e.m. with individual datapoints overlaid.

Healthy Genes

Reactivity Genes

EMT Genes

Progenitor Genes

| Gene     | NPC               | Astrocytes       |
|----------|-------------------|------------------|
| Ube2c    | 353.2<br>11.9 ↓   | 0.7<br>11.6 ↑    |
| Cdk1     | 99.8<br>4.1 ↓     | 0.2<br>3.5 ↑     |
| Klf2c    | 47.2<br>2.0 ↓     | 0.1<br>0.8 ↑     |
| Cenpa    | 80.7<br>5.0 ↓     | 0.4<br>4.2 ↑     |
| Top2A    | 97.1<br>6.3 ↓     | 0.3<br>3.2 ↑     |
| Pou3f1   | 239.2<br>10.7 ↓   | 3.6<br>22.4 ↑    |
| Mki67    | 19.7<br>2.0 ↓     | 0.1<br>1.0 ↑     |
| Lhx2     | 25.8<br>2.7 ↓     | 0.02<br>0.1 ↑    |
| Igfbp3   | 624.6<br>55.6 ↓   | 2.7<br>17.7 ↑    |
| Ccnd1    | 543.2<br>77.4 ↓   | 11.9<br>81.4 ↑   |
| Nes      | 193.0<br>11.3 ↓   | 4.3<br>15.1 ↑    |
| Cenpf    | 11.8<br>1.6 ↓     | 0.1<br>0.6 ↑     |
| Lgals1   | 1642.9<br>313.6 ↓ | 103.3<br>465.1 ↑ |
| Cenpk    | 12.9<br>0.6 ↓     | 0.2<br>0.5 ↑     |
| Tnc      | 79.5<br>6.2 ↓     | 4.4<br>10.0 ↑    |
| Sox11    | 25.3<br>2.6 ↓     | 0.6<br>1.3 ↑     |
| Traf4    | 119.7<br>27.1 ↓   | 5.8<br>14.3 ↑    |
| Efnb1    | 18.3<br>5.0 ↓     | 2.2<br>5.5 ↑     |
| Ccnd2    | 157.6<br>19.7 ↓   | 24.0<br>34.5 ↑   |
| Igfbp2   | 2878.8<br>81.8 ↓  | 85.5<br>97.9 ↑   |
| Hjulp    | 2.1<br>0.6 ↓      | 0.3<br>0.3 ↑     |
| Wnt5a    | 11.5<br>5.2 ↓     | 2.9<br>3.8 ↑     |
| Metrn    | 129.8<br>106.2 ↓  | 173.3<br>142.9 ↓ |
| Slc1a3   | 177.9<br>166.9 ↓  | 161.2<br>67.3 ↓  |
| Zic1     | 13.3<br>9.3 ↓     | 4.6<br>3.1 ↓     |
| Bmi1     | 25.6<br>8.2 ↓     | 8.7<br>7.6 ↓     |
| Serpine2 | 1071.8<br>549.7 ↓ | 595.0<br>449.3 ↓ |
| Fzd9     | 113.0<br>44.4 ↓   | 24.5<br>14.8 ↓   |
| Fzd1     | 60.5<br>23.3 ↓    | 27.3<br>13.8 ↓   |
| Igfbp4   | 1169.2<br>294.1 ↓ | 127.8<br>69.6 ↓  |
| Nptx1    | 90.9<br>3.1 ↓     | 1.8<br>1.1 ↓     |
| Lmo3     | 9.9<br>1.0 ↓      | 3.8<br>1.6 ↓     |

Key

| Gene        | NPC                                 | Astrocytes                        |
|-------------|-------------------------------------|-----------------------------------|
| Gene Symbol | NPC (Pre-graft) FPKM                | Astros (Healthy) FPKM             |
|             | NPC in SCI FPKM                     | Astros in SCI FPKM                |
|             | ↓ = DOWN regulated in SCI condition | ↑ = UP regulated in SCI condition |

**Supplementary Fig. 14 | Gene expression levels by FPKM values for select astrocyte state genes (healthy, reactivity and EMT) and progenitor genes for NPC grafted into SCI compared with expression levels for host astrocytes in healthy and SCI.** Red upward arrows (↑) indicates an UP-regulation of expression for that gene in SCI while a blue downward arrow (↓) indicates DOWN-regulated expression of that specific gene. Analysis of FPKM values reveals convergent changes in healthy astrocyte genes, congruent changes in reactivity and EMT genes.

## Astrocyte Neural tissue support function genes

|                                 | Gene     | NPC    |   | Astrocytes |   |
|---------------------------------|----------|--------|---|------------|---|
| Synapse Maintenance             | Sparcl1  | 100.8  | ↑ | 4116.2     | ↓ |
|                                 |          | 717.1  |   | 1128.2     |   |
|                                 | Sparc    | 564.4  | ↑ | 1729.4     | ↓ |
|                                 |          | 1066.1 |   | 1238.8     |   |
|                                 | Gpc5     | 0.5    | ↑ | 70.2       | ↓ |
| Channels                        | Kcnj10   | 12.5   | ↑ | 797.1      | ↓ |
|                                 |          | 148.9  |   | 347.2      |   |
|                                 | Kcnj16   | 0.2    | ↑ | 140.3      | ↓ |
|                                 |          | 9.2    |   | 35.5       |   |
|                                 | Gja1     | 54.2   | ↑ | 581.2      | ↓ |
| Astrocyte enriched Transporters | Gjb6     | 324.4  |   | 213.4      |   |
|                                 |          | 0.1    | ↑ | 291.8      | ↓ |
|                                 | Atp1a2   | 32.1   |   | 80.5       |   |
|                                 |          | 2.4    | ↑ | 2315.2     | ↓ |
|                                 | Dio2     | 398.0  |   | 872.8      |   |
|                                 |          | 0.1    | ↑ | 17.7       | ↓ |
|                                 | Slc1a2   | 2.6    |   | 3.8        |   |
|                                 |          | 1.7    | ↑ | 851.2      | ↓ |
|                                 | Slc4a4   | 85.3   |   | 271.8      |   |
|                                 |          | 1.8    | ↑ | 216.0      | ↓ |
|                                 | Slc6a1   | 42.9   |   | 80.9       |   |
|                                 |          | 13.7   | ↑ | 418.6      | ↓ |
|                                 | Slc6a11  | 42.3   |   | 98.5       |   |
|                                 |          | 1.8    | ↑ | 763.1      | ↓ |
|                                 | Slc7a10  | 55.8   |   | 117.8      |   |
|                                 |          | 0.3    | ↑ | 247.5      | ↓ |
|                                 | Slc13a5  | 3.3    |   | 45.3       |   |
|                                 |          | 0.2    | ↑ | 8.0        | ↓ |
|                                 | Slc25a18 | 1.5    |   | 1.5        |   |
|                                 |          | 65.8   | ↑ | 383.0      | ↓ |
|                                 | Slc27a1  | 163.0  |   | 185.4      |   |
|                                 |          | 35.7   | ↑ | 125.4      | ↓ |
|                                 | Slc39a12 | 45.6   |   | 50.9       |   |
|                                 |          | 0.4    | ↑ | 220.1      | ↓ |
|                                 |          | 29.8   |   | 70.5       |   |

### Key

| Gene        | NPC                                 | Astrocytes                        |
|-------------|-------------------------------------|-----------------------------------|
| Gene Symbol | NPC (Pre-graft) FPKM                | Astros (Healthy) FPKM             |
|             | NPC in SCI FPKM                     | Astros in SCI FPKM                |
|             | ↓ = DOWN regulated in SCI condition | ↑ = UP regulated in SCI condition |

**Supplementary Fig. 15 | Changes after SCI in gene expression levels by FPKM values for select healthy astrocyte genes associated with specialized neural tissue support functions for grafted NPC and host astrocytes.** Red upward arrows (↑) indicates an UP-regulation of expression for that gene in SCI while a blue downward arrow (↓) indicates DOWN-regulated expression of that specific gene. There is reduced expression of genes associated with specialized neuronal support functions in host astrocytes following SCI. There is generally increased expression of these same genes in NPC upon grafting into SCI however the FPKM levels for all genes failed to reach the levels of host astrocytes in either uninjured or SCI.

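Of the 10 support genes compared with the exact test, all stood lower in grafts than in host astrocytes after SCI by mean log2 CPM. None had an adjusted p below 0.01 in that test, and the smallest was 0.019. An exact p of 0.0079 is the smallest this test can give, and adjustment took it to 0.019. The threshold was thus hardly within reach, and the absence of calls does not show equal levels. *Gpc5*, *Kcnj10*, *Kcnj16*, *Slc1a2* and *Slc7a10* had that smallest p, with every graft library below every host library. Their log2 differences were −3.84, −1.21, −1.86, −1.60 and −3.69. The adjusted p was 0.58 for *Sparc*, 0.25 for *Dio2*, 0.21 for *Sparcl1* and 0.11 for *Slc6a11*, so a difference is not shown for these. *Sparc* reached 647 ± 266 FPKM in grafts, 752 ± 242 in hosts after SCI and 1049.6 ± 197 in healthy hosts.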

**Top 50 healthy astrocyte genes upregulated by NPC at least Log<sub>2</sub>FC>5 upon grafting that were not altered by tissue environment**

**Supplementary Table 4 | Healthy astrocyte genes upregulated in NPC upon grafting not altered significantly by tissue environment.**

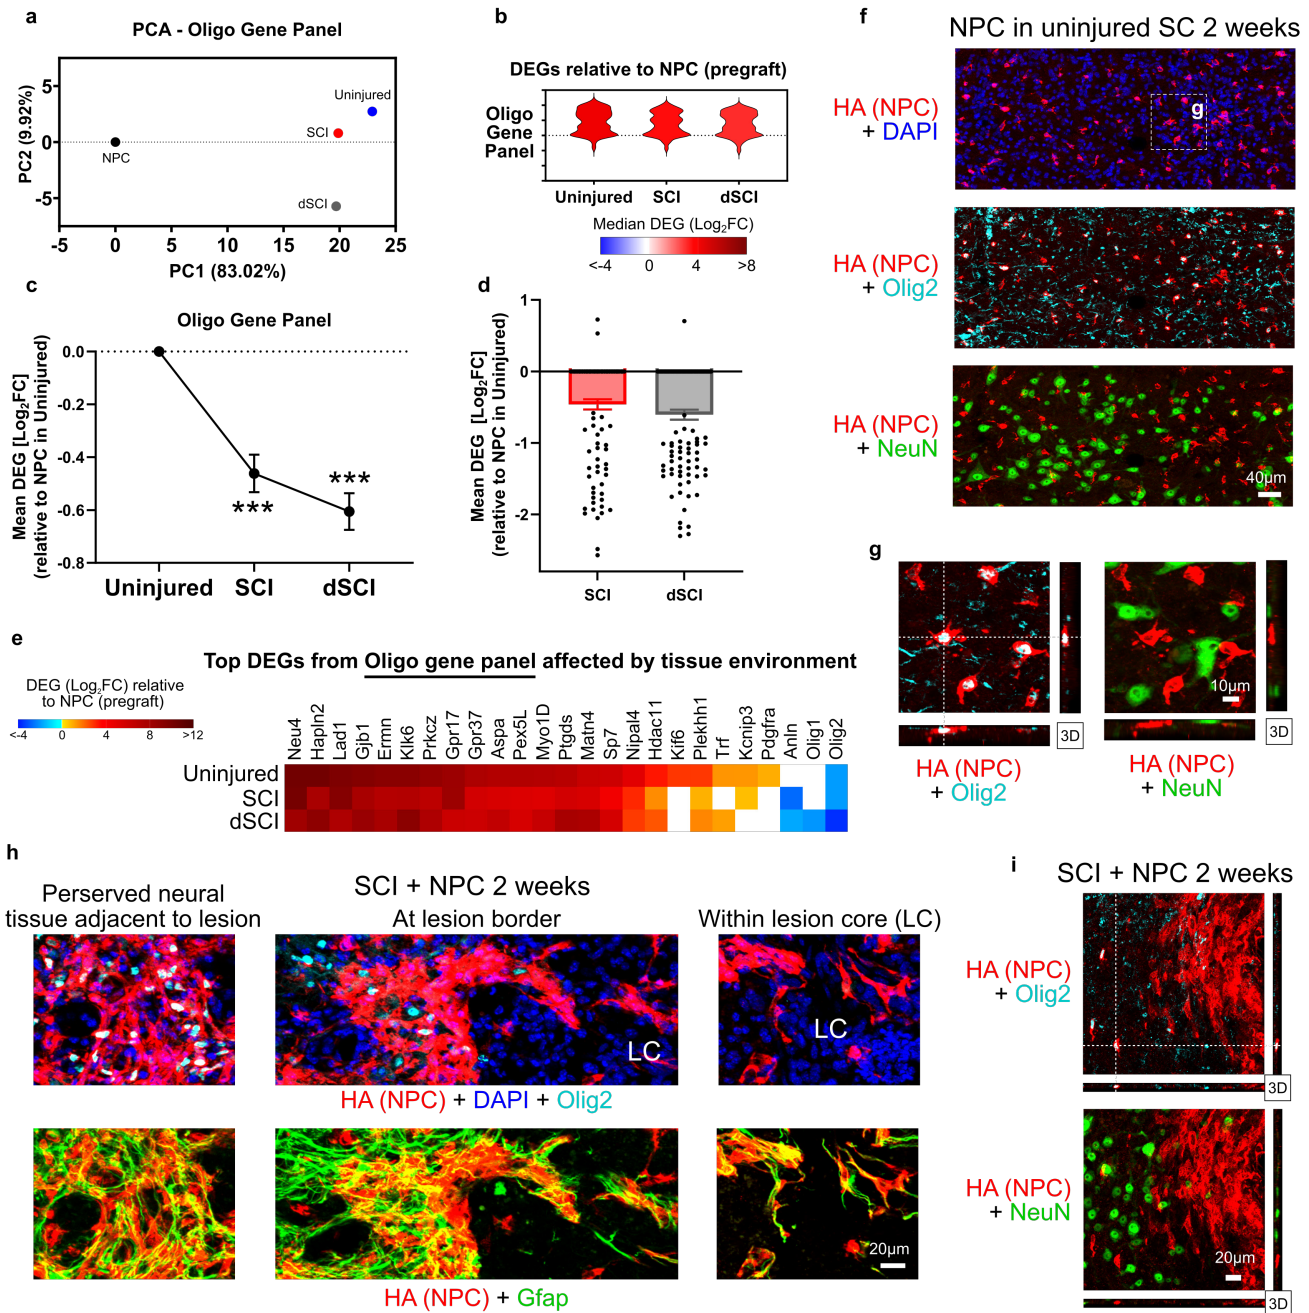

**Supplementary Fig. 16 | NPC grafted into uninjured spinal cord tissue show an elevated oligodendroglia transcriptional profile compared to grafts made into SCI lesions.** **a** PCA of oligodendroglia gene panels for NPC grafted into different tissue environments (uninjured, SCI and double crush SCI (dSCI)). (N=5 mice per group). **b** Violin plots of DEGs for NPC grafted into different tissue environments for the Oligodendroglia gene panel. **c** Plot of Mean DEGs for Oligodendroglia gene panel for NPC grafts recovered from SCI and dSCI referenced to NPC grafts recovered from uninjured spinal cord tissue. Graph shows mean  $\pm$  s.e.m. **d** Mean DEGs for Oligodendroglia gene panel for NPC grafts recovered from SCI and dSCI referenced to NPC grafts recovered from uninjured spinal cord tissue showing distribution of individual DEGs as overlayed points. Graph shows mean  $\pm$  s.e.m. For c, d (N=5 mice per group) \*\*\* p-value < 0.0001, NS = not significant, One-way ANOVA with Tukey multiple comparison test. **e** Heat map of top DEGs from oligodendroglia gene panel altered by tissue environment. **f** Survey IHC image of NPC grafted into uninjured healthy spinal cord. **g** Detailed image 3D IHC image of NPC grafts in uninjured healthy spinal cord showing NPC progeny that are Olig2 positive OPC-like cells. **h** Survey IHC images showing NPC within the three compartments of SCI lesions. Olig2 grafts were found in volumes of preserved neural tissue but not within the lesion. **i** Detailed 3D IHC image showing Olig2 positive NPC in neural tissue beds (NeuN-positive) but no Olig2-positive NPC in the graft derived astroglia border. with individual datapoints overlayed.

Uncropped Western Blots

Supplementary Fig. 1h

Fabp7

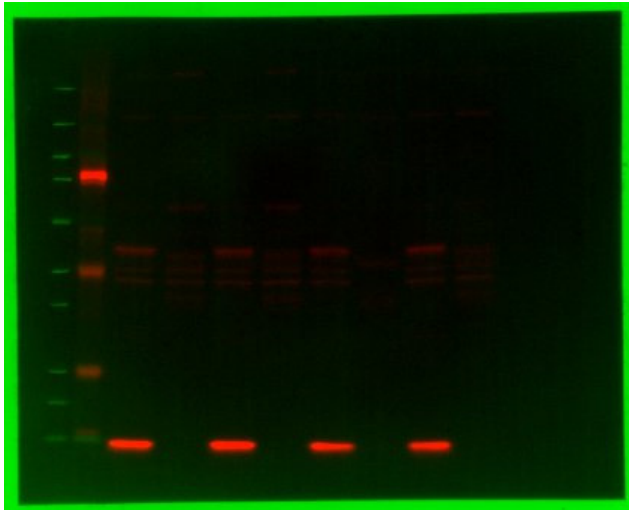

Sox9

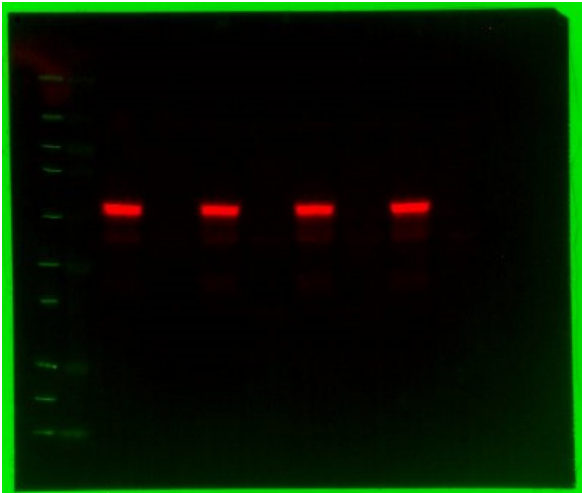

Nestin

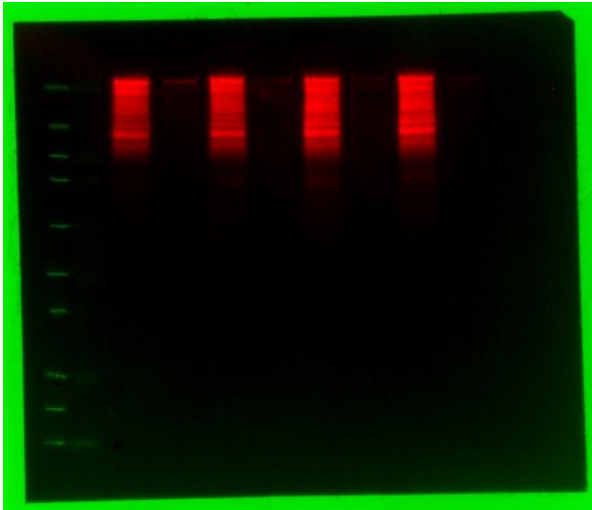

Nanog

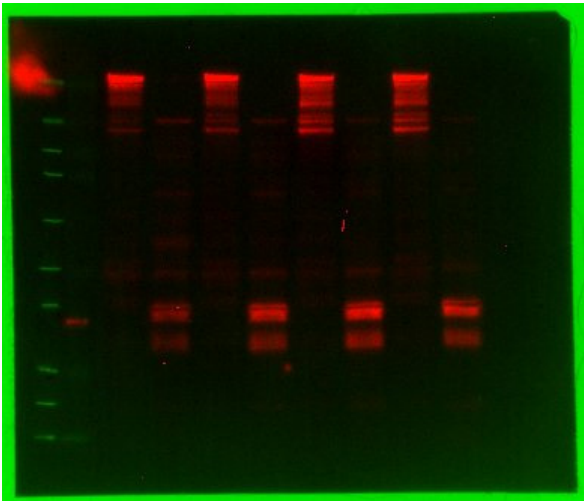

Dppa4

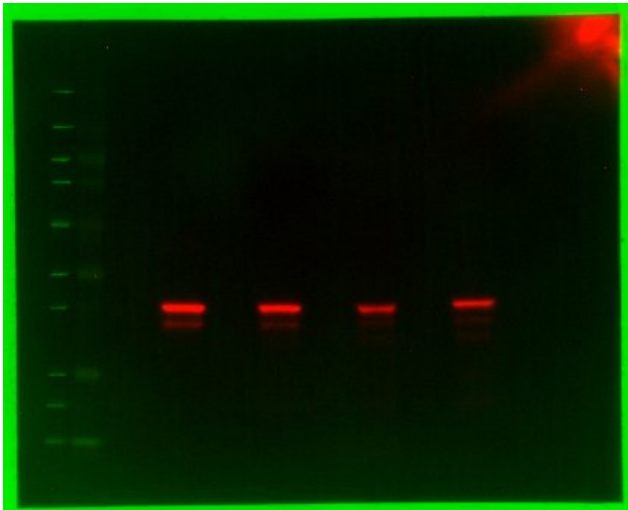

Oct4

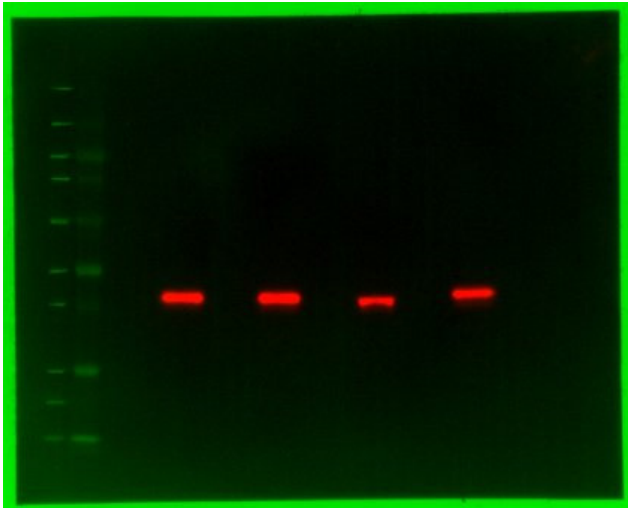

Supplementary Fig. 5f

Gfap

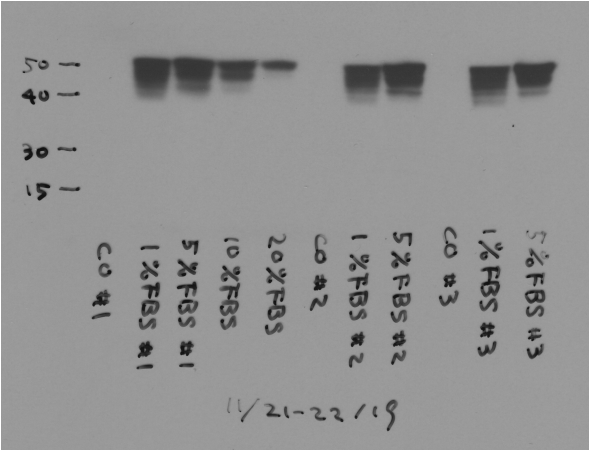

Cofilin

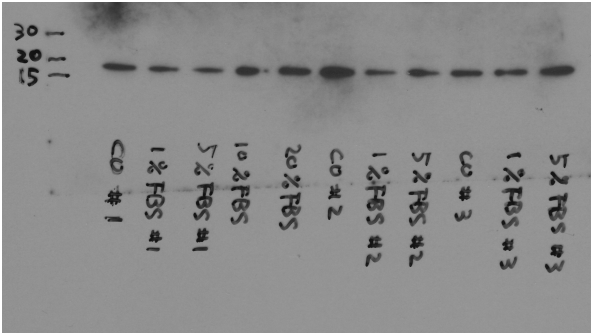

α-Sma

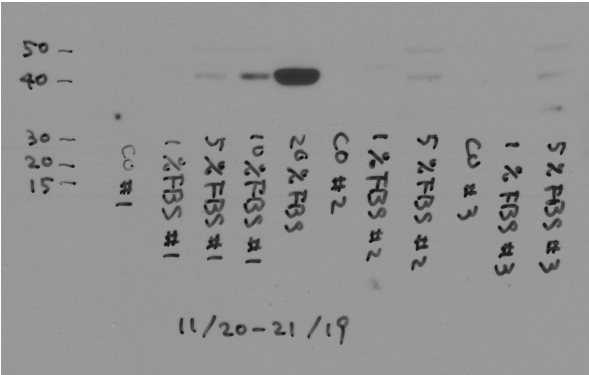

Cofilin

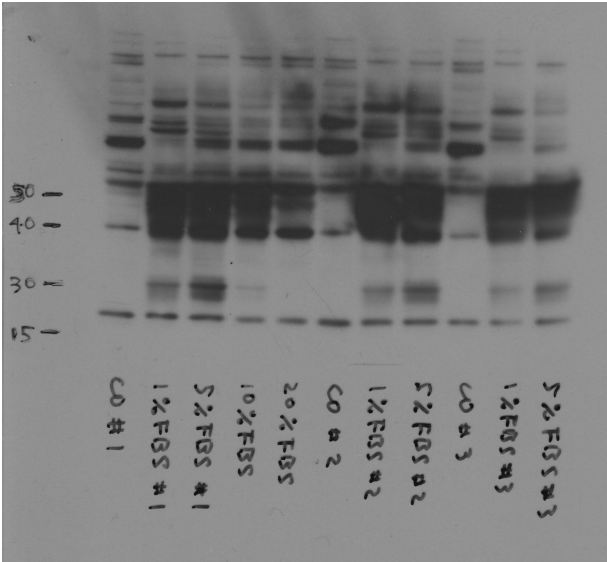

Supplementary Fig. 5h

Gfap

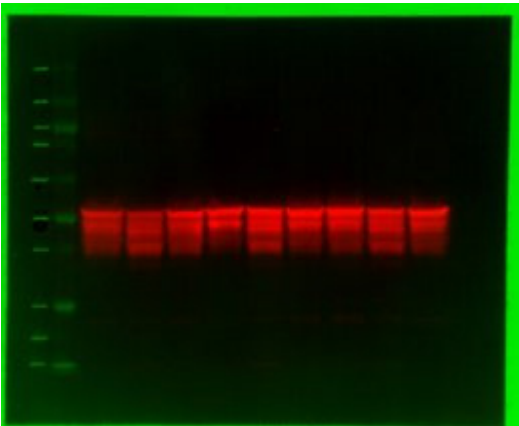

α-Sma

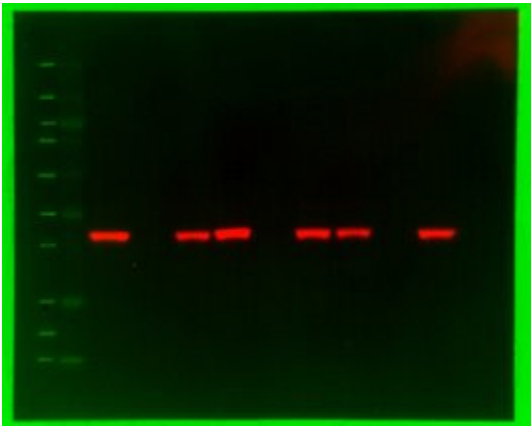

Supplementary Fig. 5i

$\alpha$ -Sma

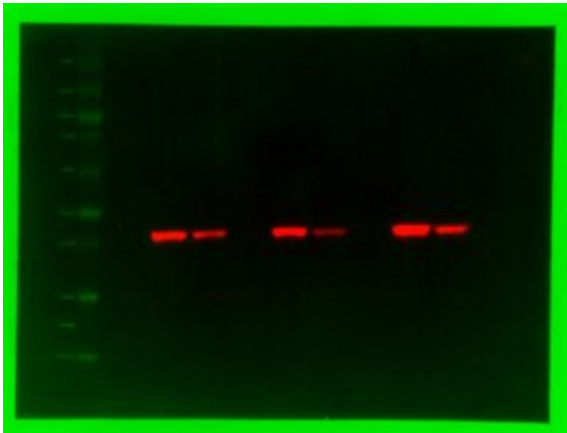

Supplementary Fig. 6h

Gfap

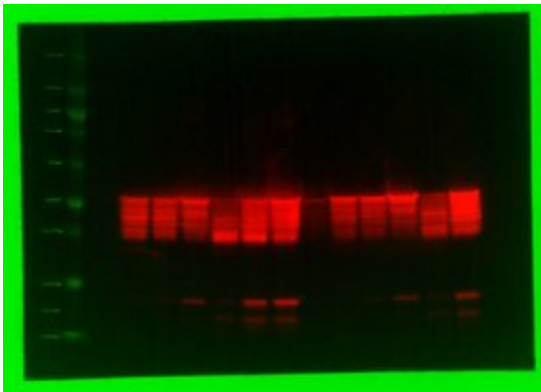

$\alpha$ -Sma

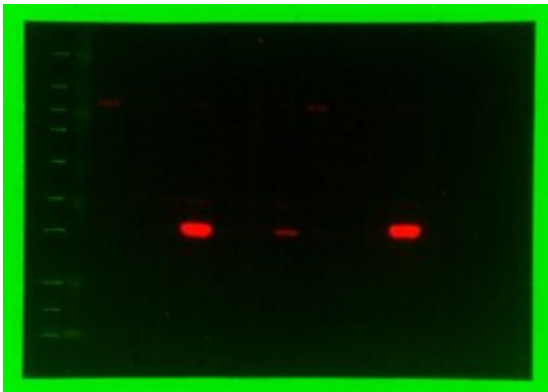

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Lesion environments direct transplanted neural progenitors towards a wound repair astroglial phenotype in mice
**Source:** Nat Commun. 2022 Sep 28;13:5702. doi: 10.1038/s41467-022-33382-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microsoft Excel for Microsoft Office 365 ProPlus, Imaris 9.2 (Bitplane), or Zen 3.1 (Blue Edition) (Zeiss), and Aperio Imagescope v12.3 (Leica) were commercially available software used in data collection.                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | Microsoft Excel for Microsoft Office 365 ProPlus, NIH Image J (1.51), G*Power Software V 3.1.9.2., Prism 9 (GraphPad Software Inc), XLStat Basic 2020.3.1 (Addinsoft Inc), Galaxy ( <a href="https://usegalaxy.org/">https://usegalaxy.org/</a> ) to use the following tools - Trimmomatic (Galaxy Version:38.0), HISAT2 (Galaxy Version 2.1.0+galaxy4), featureCounts (Galaxy Version 1.6.3+galaxy2), EdgeR (Galaxy Version 3.34.0+galaxy1), ScanPy Galaxy Suite, and ChemDraw 18.2 were commercially available software used in data analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated for this study are included in the main and supplementary figures. For all quantitative figures, files of source data of individual values as well as the results of statistical tests are provided with the paper. Other data that support the findings of this study are available on reasonable request from the corresponding author. RiboTag RNA-Seq and Single-cell RNA-seq data have been deposited at Gene Expression Omnibus (GEO) and are publicly available as of the

date of publication with Accession numbers 194319.

To generate the Astrocyte state gene panels used in the paper the following datasets were accessed and analyzed from the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO): GSE199149, GSE94010, GSE84540, GSE114000, GSE52564, GSE18765, GSE66370, GSE103783, GSE35338, GSE153721, GSE100329.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vivo experiments the animal group sizes were calculated to provide at least 80% power when using the following parameters: probability of type I error (alpha) = .05, a conservative effect size of 0.25, 2-5 treatment groups with multiple measurements obtained per replicate. For in vitro experiments sample sizes were calculated to provide at least 80% power when using the following parameters: probability of type I error (alpha) = .05, a conservative effect size of 0.25, 2-4 experimental groups with multiple measurements obtained per replicate. For scRNA-seq, we obtained 3 samples of the different experimental groups and were sufficient as we obtained thousands of cells in each sample. For all experiments performed as part of this paper the groups sizes are reported. For all other experiments no specific power analysis was used with samples sizes determined by following general standards of the field. |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | In vivo experiments that involved injections of NPC formulations, stroke inducing agent L-NIO and application of SCI crush injury were repeated independently at least three times in different cohorts of mice across a three-year period with similar results. Key data generated from the immunohistochemistry analysis were repeated independently by two co-authors. In vitro cell culture studies were replicated at least three times in different cell stocks with all experiments having 3-4 independent biological replicates to ensure reproducibility. All replications were successful.                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | Animals were randomly assigned numbers and thereafter were evaluated blind to experimental condition. Across all experiments animals were randomized for weight, age and sex. For in vitro studies, imaging fields of view were chosen randomly.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Animals were randomly assigned numbers and thereafter were evaluated blind to experimental condition throughout RiboTag immunoprecipitation and RNA extraction, immunohistochemical processing and imaging. For in vitro studies, western blotting, RNA extraction, immunohistochemical processing and imaging processing were performed blinded to experimental condition.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The primary antibodies used in this study were: rabbit Hemagglutinin (HA) (1:1000, Sigma #H6908); goat HA (1:800, Novus, NB600-362); rabbit alpha-smooth muscle actin ( $\alpha$ -Sma) (1:200, Novus, NB600-531); rabbit anti-Gfap (1:1000, Dako/Agilent, GA524); rat anti-Gfap (1:1000, Thermofisher, #13-0300); rabbit anti-NeuN (1:1000, Abcam, ab177487); guinea pig anti-NeuN (1:1000, Synaptic Systems, 266 004); goat anti-Cd13 (1:200, R&D systems, AF2335); rat anti-Galectin-3 (1:200, Invitrogen, 14-5301-82); rabbit anti-Fibronectin (1:500, Millipore, Cat#AB2033); rat anti-Cd68 (1:1000, AbDserotec-BioRad, MCA1957); rabbit anti-Iba-1 (1:800, Wako, 019-19741); guinea pig anti-Iba-1 (1:800, Synaptic systems, 234 004); rabbit anti-P2ry12 (1:500, Anaspec, AS-55043A); goat anti-Pdgfr- $\alpha$ (1:500, R&D systems, AF1062); goat anti-Nestin (1:500, R&D, AF2736); goat anti-Oct4 (1:500, R&D systems, AF1759); |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

goat anti-Sox9 (1:500, R&D systems, AF3075); rabbit Aldh1l1 (1:1000, Abcam, Ab87117); rabbit anti-Amyloid Beta (A $\beta$ ) (1:200, Abcam, Ab2539); rabbit anti-Amyloid precursor protein (App) (1:200, abcam, ab32136); goat anti-Carboxypeptidase E/CPE (Cpe) (1:200, R&D systems, AF3587); goat anti-Lipocalin-2 (Lcn2) (1:200, R&D systems, AF1857); goat anti-Clusterin (Clu) (1:200, R&D systems, AF2747); Rabbit anti-Tuj-1 (1:500, Sigma, T2200-200UL); rat anti-Vimentin (1:500; R&D Systems, MAB2105); rat anti-Cd44 (IM7) (1:200; ThermoFisher Scientific, #14-0441-82); goat anti-Dppa4 (1:200; R&D Systems, AF3730); Rabbit anti-Id3 (1:200; Cell Signaling Technology, #9837); rabbit anti-HSV-TK (1:1000) (generated by M. Sofroniew and validated previously in Bush et al. 1999. Neuron.) Secondary antibodies used were goat anti-rabbit (1:10000, A27036, ThermoFisher); donkey anti-goat (1:5000, A15999, ThermoFisher); goat anti-mouse (1:20000, Cat#62-6520, ThermoFisher).

## Validation

All antibodies used were sourced from commercial vendors and were selected because they had previously been validated for use on mouse tissue (validated mouse reactivity) and for use in fluorescent immunohistochemistry (IHC) applications. Furthermore, validation of these antibodies can be found in peer reviewed publications by our team and others which are referenced throughout the manuscript. Additional validation information of each antibody is available from the various manufacturers' websites and validation information for each individual antibody is provided below.

Rabbit anti-GFAP (1:1000; Cat#Z-0334, Dako, Santa Clara, CA) validated and used consistently over many publications (e.g. (Anderson et al. Nature. 2016 & 2018), validated by Dako and information available on their website, used extensively across many other publications (~1839 citations on CiteAb);

Rat anti-GFAP (1:1000, Cat#13-0300, ThermoFisher, Grand Island, NY) validated by company on their website and used within the concentration range recommended for IHC, cross-validated by us by comparing with the Rabbit GFAP above;

Rabbit anti NeuN (1:1000, Cat#Ab177487, Abcam, Cambridge, MA) - information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (O'Shea et al. Nature Communications. 2020);

Guinea pig anti-NeuN (1:1000, Cat#266-004, Synaptic Systems, Goettingen, Germany) validation information on company website, and our own successful validation was made by comparing with Rabbit anti-NeuN above.

Goat anti-CD13 (1:200, Cat#AF2335, R&D systems, Minneapolis, MN) - validation information on company website and used by us at recommended concentration range in previous studies (e.g. O'Shea et al. Nature Communications. 2020);

rabbit anti-Fibronectin (1:500, Cat#AB2033, Millipore, Burlington, MA) - validation information on company website and used by us extensively in previous studies (e.g. Anderson et al. Nature. 2018);

Rat anti-Galectin-3 (1:200, Cat#14-5301-82 Invitrogen-ThermoFisher Scientific, Grand Island, NY)- validation information on company website, manufacturer states that "Antibody was verified by Knockdown to ensure that the antibody binds to the antigen stated" and used at the specified concentration for IHC provided by the manufacturers;

Rat anti-CD68 (1:1000, Cat# MCA1957, AbDserotec-BioRad, Hercules, CA)-validation information on company website and used previously by us in publications;

Rabbit anti-Iba-1 (1:800, Cat#019-19741, Wako, Osaka, Japan)-validation information on company website and used previously by us in publications;

Guinea pig anti-Iba-1 (1:800, Cat#234-004, Synaptic systems, Goettingen, Germany)-validation information on company website, staining profile was compared with the Rabbit anti-Iba-1 to confirm specificity;

Rabbit anti-P2Y12R (1:500, Cat#AS-55043A, Anaspec, Fremont, CA)-validation information on company website, used within recommended concentration, staining compared with Iba-1 in uninjured mouse brain tissue to confirm specificity for microglia;

Rabbit Hemagglutinin (HA) (1:1000, Sigma #H6908) validation information on company website, used within recommended concentration, staining compared with previous studies (e.g. Anderson et al. Nature. 2016);

Goat HA (1:800, Novus, NB600-362) validation information on company website, used within recommended concentration, staining compared with Rabbit HA above;

Rabbit alpha-smooth muscle actin ( $\alpha$ -Sma) (1:200, Novus, NB600-531) validation information on company website, used within recommended concentration;

goat anti-Pdgfr- $\alpha$  (1:500, R&D systems, AF1062) validation information on company website, used within recommended concentration;

goat anti-Nestin (1:500, R&D, AF2736) validation information on company website, used within recommended concentration, used previously by us (Wollenberg et al. 2018. Biomaterials).

goat anti-Oct4 (1:500, R&D systems, AF1759) validation information on company website, used within recommended concentration;

goat anti-Sox9 (1:500, R&D systems, AF3075) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (Ren et al. Scientific Reports. 2017);

rabbit Aldh1l1 (1:1000, Abcam, Ab87117) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (Ren et al. Scientific Reports. 2017);

rabbit anti-Amyloid Beta (A $\beta$ ) (1:200, Abcam, Ab2539) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (O'Shea et al. Nature Communications. 2020);

rabbit anti-Amyloid precursor protein (App) (1:200, abcam, ab32136) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer and used by us extensively in previous studies (O'Shea et al. Nature Communications. 2020);

goat anti-Carboxypeptidase E/CPE (Cpe) (1:200, R&D systems, AF3587) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer;

goat anti-Lipocalin-2 (Lcn2) (1:200, R&D systems, AF1857) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer;

goat anti-Clusterin (Clu) (1:200, R&D systems, AF2747) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer;

Rabbit anti-Tuj-1 (1:500, Sigma, T2200-200UL) validation information on company website, used within recommended concentration, used previously by us (Wollenberg et al. 2018. Biomaterials).

rat anti-Vimentin (1:500; R&D Systems, MAB2105) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer;

rat anti-Cd44 (IM7) (1:200; ThermoFisher Scientific, #14-0441-82) information describing validation of concentration and for use with

mouse on company website, used at recommended concentration for IHC by manufacturer;  
 goat anti-Dppa4 (1:200; R&D Systems, AF3730) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer  
 Rabbit anti-Id3 (1:200; Cell Signaling Technology, #9837) information describing validation of concentration and for use with mouse on company website, used at recommended concentration for IHC by manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mouse embryonic stem cells (mESC) were derived by certified personnel at Jackson Labs from the inner cell mass of E3.5 blastocyst stage embryos generated from crosses of male homozygous B6N.129-Rpl22tm1.1 Psam/J (RRID: IMSR_JAX: Stock No: 011029) "Ribotag" mice to females hemizygous for a dominant, maternal effect cre allele, B6.Cg-Tg(SOX2-cre)1Amc/J (RRID: IMSR_JAX: 008454) and heterozygous for the "RiboTag" allele. Multiple male and female mESC lines were derived, and each was karyotyped and genotyped to confirm sex and homozygosity for the cre-exised, Ribotag allele |
| Authentication                                                    | Karyotyped and genotyped                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Mycoplasma contamination                                          | Derived NPC were tested using Mouse/Rat Comprehensive CLEAR Panel (performed by Charles River Research Animal Diagnostic Services) to screen for infectious diseases via PCR. Cells were negative for mycoplasma and all other rodent viruses by this testing.                                                                                                                                                                                                                                                                                                                                  |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All in vivo animal experiments were conducted within approved UCLA facilities using wildtype or transgenic C57/BL6 female and male mice that were aged between 8 weeks and four months old at the time of craniotomy or spinal cord injury surgery. B6N.129-Rpl22tm1.1Psam/J (RRID: IMSR_JAX: 011029) were bred with B6.Cg-Tg(Gfap-cre)73.12 Mvs/J (RRID: IMSR_JAX: 012886) from an in-house colony to generate Transgenic 73.12 GFAP Cre -RiboTag mice. B6.Cg-Tg(Gfap-TK)7.1Mvs/J (RRID: IMSR_JAX: 005698) were bred from an in-house colony to generate GFAP-TK mice. Mice were housed in a 12-hour light/dark cycle in a specific pathogen-free facility with controlled temperature (20°C-25°C) and humidity (50-70%) and were provided with food and water ad libitum. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | All in vivo experiments involving the use of mice were conducted according to protocols approved by the Animal Research Committee (ARC) of the Office for Protection of Research Subjects at University of California Los Angeles (UCLA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

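RNA bound to HA-tagged ribosomes was measured in 107 libraries of 23 conditions: ESC, NPC of 3 passages and 3 derivations, NPC differentiated under 8 conditions, NPC passed through pipettes in 3 ways, host astrocytes of healthy and injured cord, and NPC grafted into uninjured and injured cord. Conditions, replicate numbers and times were taken from the labels of the deposited samples and from the paper. The deposited values are raw counts of reads per gene, which the authors made in Galaxy, as the paper's methods and the headers of the deposited tables state. They joined lanes, trimmed reads with Trimmomatic, aligned them with HISAT2 2.1.0 to mm10 and counted them with featureCounts 1.6.3 at default settings. The authors list genes by NCBI Entrez identifier. The deposited values are whole numbers whose totals differ between libraries. The headers name 1 read data set for 11 libraries, those of NPC P15 D2 and of the 5-day grafts, and 2 for the other 96. Even numbers are in excess among counts from 1 to 20 in the latter, 53.1–73.8% against 43.1–48.5%, so both mates of a pair were counted. Counts per library ranged from 30473157 to 147764968 for paired and from 12286240 to 18085106 for single-read libraries.

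Each table held the same 27179 genes. Symbols and positions on GRCm38 came from RefSeq for 25275 of them, 18 more were named from GENCODE M21 and 49 from the paper's source data, and 1837 had no name. Each of 27 symbols was shared by 2 identifiers. Union-exon lengths from GENCODE M21 were found for 21572 genes. FPKM were CPM divided by that length in kilobases. The paper's FPKM rest on standardized lists of gene lengths, which were not used here. Reads shared by near-identical genes, overlapping genes and antisense genes cannot be separated in these counts.

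Groups were compared with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood F tests (glmQLFit and glmQLFTest) on the counts of the 2 groups compared, after TMM scaling and edgeR's filterByExpr at its default minimum of 10 counts. P-values were adjusted by the Benjamini-Hochberg method, and a DEG had an adjusted p below 0.01, the threshold of the paper, whose methods name edgeR, TMM and this adjustment. The standard error of a log2FC was taken as its size over the square root of F. Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The tests were tried on simulated data in which 200 genes were changed. The fit of cultures recovered 165 of them with 1 false call among 14864 genes, and the fit of grafts 128 with none among 16830.

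Gene panels were read from the supplementary tables and figures of the paper and matched by symbol or older symbol. A panel is summarised by the median or mean log2FC of its genes as the paper does in the figure concerned, with non-DEGs at 0. SDs of panels, cosines, distances and components are those between replicates, obtained with each replicate in turn against the mean of the reference group. In the replicate values of panels non-DEGs keep their difference, so these SDs belong to another statistic than the medians and means with non-DEGs at 0, and none is printed beside a median of 0. Cosines and components were computed on log2FC of the union of DEGs with non-DEGs at 0. The top 2000 are the DEGs with the largest sum of absolute differences in log2FC between the 4 differentiation conditions, a measure of variation chosen here. Levels of single genes in grafts and hosts after SCI were compared by exact permutation of 5 against 5 libraries on log2(CPM + 1), adjusted over 29 genes. The genes named in the text are most of those the paper names, and up to 3 of the largest changes in each direction among DEGs with a mean of at least 10 CPM in a group. A library with 3 counts or fewer of a gene was treated as at the floor, and no fold is given against a group wholly at it.

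Replicate numbers come from the sample labels, which give the same numbers to libraries of different groups. The fits do not use them, and a fit with the replicate number as a block was run beside each. Other alternatives were DESeq2's size factors, DESeq2 1.42.0 in place of edgeR, no filter or a stricter filter on low counts, all groups of an experiment in 1 fit, other reference groups, non-DEGs kept at their log2FC, a shorter list of reactivity genes, TMM-scaled levels, and each library left out in turn. A pseudocount of 0.1 on FPKM and NPC P15 D3 as the reference for grafts were added after seeing the data. The replicates in each label were all used, including 6 of NPC P15 D2, for which the paper gives 4. Immunohistochemistry, protein, single-nucleus and stroke data, and Gene Ontology terms, were not analysed here. No columns of other samples were used.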

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

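The test of the most counted gene was chosen only after its result was seen, and the other tests of this part were chosen before. Among 150 sets of replicate values, 10 held a sample further from the others than Dixon's 95% critical value, where about 1 in 20 would by chance.

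Among cultures, 7 of those samples had no further test. ESC replicate 4 had a progenitor median of 4.03 (others 4.52 to 4.56, gap over range 0.922) log2 CPM, and NPC P30 replicate 2 an astrocyte median of 4.38 (others 4.30 to 4.31, gap over range 0.857). The reactivity median was −1.31 (others −0.65 to −0.52, gap over range 0.839) in 20% FBS replicate 4 and −1.50 (others −3.41 to −2.88, gap over range 0.724) in replicate 5 of the 4 h dwell. The most counted gene took 6.26 (others 6.90 to 7.03, gap over range 0.832) percent of the counts in CNTF replicate 1. *Acta2* stood at 0.989 (others 0.558 to 0.631, gap over range 0.830) FPKM in SPONT replicate 2 and at 149.7 (others 99.2 to 102.3, gap over range 0.938) in 5% FBS replicate 1. Replicates of 1 condition have no difference of design between them, so no biological explanation was tested, and these values cannot be told apart from chance.

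In tissue, the reactivity median was 7.02 (others 4.31 to 4.85, gap over range 0.800) log2 CPM in replicate 4 of the 5-day grafts and 5.51 (others 3.86 to 4.28, gap over range 0.748) in replicate 2 of the host astrocytes after SCI. Both libraries also held the most RNA of listed myeloid genes in their group, 31884 CPM against 1824–3019.7 and 5144 against 894–1839. Of the 68 listed myeloid genes, 60 belong to the reactivity panel itself, so this sum is not independent of the median. Without the listed myeloid genes the gap over range fell to 0.529 and 0.656, under that critical value. RNA from host myeloid cells is thus a candidate explanation for both. A stronger reaction of these mice cannot be told apart from it.

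The gene most counted in the libraries has no symbol in the annotation used. It took 35.0% of the counts in replicate 5 of the double crush grafts (others 4.08 to 5.67%), and up to 25.0% in single crush. In 12 of the 20 graft libraries its share lay above the highest share in NPC cultures and pipette groups, 4.37%. Such shares were not particular to grafts: it took up to 12.9% in healthy host astrocytes and up to 9.89% in differentiated cultures. Without it, SCI and uninjured grafts differed in 733 genes, against 734 with it, and double and single crush in 247, against 289. Only this 1 gene was removed, and TMM already limits its weight, so the effect of a few genes taking most of the counts cannot be told from this test. What this RNA is, and whether it differs by lesion, was not tested.

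Grafts and hosts moved in opposite directions in 2 panels. Relative to the state before grafting or injury, the astrocyte median was 1.26 over the 5 graft libraries, all above 0, and between −0.95 and −0.34 in the 5 host libraries. The progenitor median was −2.77 in grafts, all below 0, and between 0.95 and 1.23 in hosts. The difference between the 2 changes was not tested. Each is set against its own reference, and the direction is the one the paper reports.

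Graft libraries held RNA of genes listed for other cell types before the test, above the highest level in the 37 libraries of NPC cultures and pipettes. Neuron genes were above it in 20 of 20 libraries, with up to 10021 CPM against at most 30.7. Myelin genes were above it in 20, with up to 25701 CPM against 23.6, endothelial genes in 20, with up to 628 against 8.57, and myeloid genes in 20, with up to 31884 against 78.2. Red blood cell genes were above it in 16 libraries, with up to 11.8 CPM against 0.717. Y-linked genes were above it in 1 library, replicate 4 of the 5-day grafts, with 0.634 CPM against 0.349. A count of 1 of 20 is too few to tell RNA from male host cells apart from chance.

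The median log2FC of the listed neuron genes against pre-graft NPC was 10.48 in uninjured cord, 8.02 in SCI, 8.68 in double crush and 6.93 at 5 days. The higher value in uninjured cord than in the lesions may come from RNA of host neurons carried through the immunoprecipitation. The order of the lesions does not speak against this. Mean levels of listed myelin, endothelial, red blood cell and myeloid genes were also higher in double than in single crush. Endothelial genes stood at 317 ± 210 against 38.8 ± 21.4 CPM and myeloid genes at 11138 ± 8654 against 2913 ± 1393 CPM. Neurons or oligodendrocytes formed by the grafts cannot be told apart from host RNA by these counts. For the reactivity panel of grafts in SCI, the median went from 7.25 with all 120 matched genes to 3.32 without the 60 listed as myeloid, so RNA from host myeloid cells could account for part of that increase, while a median above 0 remained. The double crush mean against uninjured cord went from 1.00 to 1.10. Whether myeloid cells also express the genes left was not tested, and the listed myeloid genes stood at 1690.3 CPM in uninjured cord and 11138 CPM in double crush, so RNA from host myeloid cells cannot be ruled out for that difference.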

How the results depend on the processing

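The text reports 1005 results, 818 of them log2FC and levels of single genes and the others counts, panel values and similarities. All alternatives were set before the data were examined, except the pseudocount of 0.1 and NPC P15 D3 as the reference for grafts, which were chosen after seeing the data. A count counts as changed when it moved by more than 1.5 times, a value without a test when it moved by more than the SD between replicates, and a tested log2FC when it crossed the threshold or changed sign. Of 3921 values of counts, panels and similarities under alternatives, 3033 stayed, 804 moved, 62 counts fell, 21 rose and 1 changed sign. Of 11312 values of single genes, 10887 stayed, 43 levels moved, 278 lost their call, 70 gained one and 34 changed sign. Below, the value under the alternative comes first and the value given in the text follows in brackets. For each change the cause was not tested.

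Where a gene was not tested under an alternative, as for 2 of the single-gene log2FC with DESeq2 and 5 with the stricter filter, no value is given. Other results changed as follows for single genes: DESeq2, 17 gained and 0 lost a call. Joint fits, 14 lost and 9 gained a call. The replicate block, 37 lost and 2 gained a call. TMM-scaled sizes moved 43 of 218 levels. With another NPC reference, calls lost and gained numbered 7 and 4 for NPC P5, 10 and 4 for NPC P30, 5 and 5 for NPC P15 D2 and 6 and 7 for NPC P15 D3. Leaving out 1 library at a time, 197 of 6733 values lost and 17 gained a call. DESeq2's size factors changed 2 calls of single genes, the absent filter 4, and Media pipettes as the reference 1, while the 4 h dwell as the reference changed none of 69.

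With DESeq2's size factors in place of TMM, 7 of 177 counts, panel values and similarities changed. For the NPC panel under DESeq2's size factors, the median log2FC was 4.60 (4.63) for NPC P5 vs ESC and 5.06 (5.14) for NPC P30 vs ESC. For astrocyte under DESeq2's size factors, the median log2FC was 0.80 (0.76) for CNTF vs NPC P15 and 0.80 (0.65) for NPC uninjured 14d vs DCH pipette. For oligodendroglia under DESeq2's size factors, the median log2FC was 0.19 (0) for 1% FBS vs NPC P15. For EMT under DESeq2's size factors, the median log2FC was 1.37 (1.31) for 20% FBS vs NPC P15. DESeq2's size factors gave top 2000 medians of astrocyte 1.60 (1.47) in CNTF.

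With DESeq2 in place of edgeR, 60 of 177 counts, panel values and similarities changed. DEG counts under DESeq2 were 2470 (1312) for 1% FBS vs SPONT, 3571 (979) for IGF-1 vs SPONT, 1025 (599) for DCH pipette vs Media pipette, 1851 (811) for NPC SCI 14d vs NPC SCI 5d, 2027 (734) for NPC SCI 14d vs NPC uninjured 14d, 1825 (666) for NPC dSCI 14d vs NPC uninjured 14d and 1346 (289) for NPC dSCI 14d vs NPC SCI 14d. For the NPC panel under DESeq2, the median log2FC was 4.60 (4.63) for NPC P5 vs ESC, 5.06 (5.14) for NPC P30 vs ESC and 4.61 (4.57) for NPC P15 D2 vs ESC. For oligodendroglia under DESeq2, the median log2FC was 0.79 (0) for SPONT vs NPC P15, 0.58 (0) for CNTF vs NPC P15, 1.12 (0.83) for IGF-1 vs NPC P15, 0.83 (0) for 1% FBS vs NPC P15 and 4.29 (3.98) for NPC uninjured 14d vs DCH pipette. For astrocyte under DESeq2, the median log2FC was 0.82 (0.76) for CNTF vs NPC P15, 1.05 (0.92) for IGF-1 vs NPC P15, 1.22 (0.65) for NPC uninjured 14d vs DCH pipette, 1.53 (1.22) for NPC SCI 14d vs DCH pipette and 1.43 (0.96) for NPC dSCI 14d vs DCH pipette. For EMT under DESeq2, the median log2FC was 1.07 (0.79) for 5% FBS vs NPC P15, 1.34 (1.08) for 10% FBS vs NPC P15, 1.49 (1.31) for 20% FBS vs NPC P15, 1.61 (1.44) for 10% FBS vs SPONT, 1.77 (1.49) for 20% FBS vs SPONT, 1.57 (0.22) for NPC uninjured 14d vs DCH pipette and 1.65 (1.04) for NPC SCI 14d vs DCH pipette. For reactivity under DESeq2, the median log2FC was 6.24 (5.36) for NPC uninjured 14d vs DCH pipette. For astrocyte under DESeq2, the mean log2FC was 2.16 (1.83) for NPC SCI 5d vs DCH pipette. For reactivity under DESeq2, the mean log2FC was 3.60 (6.98) for NPC SCI 5d vs DCH pipette. For EMT under DESeq2, the mean log2FC was 3.26 (2.93) for NPC SCI 5d vs DCH pipette and −0.85 (−0.58) for NPC SCI 14d vs NPC SCI 5d. Cosines under DESeq2 were 0.612 (0.588) for NPC SCI 14d and Astro SCI, EMT, 0.255 (0.265) for NPC SCI 14d and Astro SCI, all DEGs, 0.955 (0.951) for CNTF and SPONT, Astrocyte, 0.855 (0.875) for CNTF and SPONT, Neuronal, 0.870 (0.8501) for CNTF and SPONT, all DEGs, 0.987 (0.979) for IGF-1 and SPONT, Astrocyte, 0.9798 (0.938) for IGF-1 and SPONT, Oligodendroglia, 0.963 (0.951) for IGF-1 and SPONT, Neuronal, 0.923 (0.911) for IGF-1 and SPONT, all DEGs, 0.974 (0.932) for 1% FBS and SPONT, Oligodendroglia, 0.895 (0.921) for 1% FBS and SPONT, Neuronal, 0.8901 (0.879) for 1% FBS and SPONT, all DEGs, 0.891 (0.882) for mean of 10 pairs of NPC groups, all DEGs and 0.983 (0.9799) for mean of 10 pairs of NPC groups, 88 panel genes. Distances between NPC groups over those from ESC were, under DESeq2, 0.469 (0.487) over all DEGs and 0.188 (0.215) over 88 panel genes. Distance from SPONT under DESeq2 was 58.9 (49.7) for 1% FBS, 158 (140.5) for 5% FBS, 202 (184.4) for 10% FBS and 233 (214) for 20% FBS. Variance percentages under DESeq2 were 63.7 (62.0) for the first component of NPC groups and ESC, 10.7 (12.0) for the second component of NPC groups and ESC, 68.0 (65.3) for the first component of differentiation conditions and 13.8 (15.1) for the second component of differentiation conditions. DESeq2 gave top 2000 medians of astrocyte 0.83 (1.47) in CNTF, and reactivity 0.84 (0) in SPONT, 2.85 (3.63) in CNTF, 3.09 (2.67) in 1% FBS.

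Without the filter on low counts, 32 of 177 counts, panel values and similarities changed. The DEG count under no filter was 440 (289) for NPC dSCI 14d vs NPC SCI 14d. For the NPC panel under no filter, the median log2FC was 5.11 (5.14) for NPC P30 vs ESC and 4.61 (4.57) for NPC P15 D2 vs ESC. For the ESC panel under no filter, the median log2FC was −9.59 (−9.23) for NPC P15 D2 vs ESC and −9.64 (−9.34) for NPC P15 D3 vs ESC. For oligodendroglia under no filter, the median log2FC was 0.33 (0) for SPONT vs NPC P15 and 0.39 (0) for 1% FBS vs NPC P15. For EMT under no filter, the median log2FC was 1.23 (1.08) for 10% FBS vs NPC P15, 1.56 (1.44) for 10% FBS vs SPONT, 1.74 (1.49) for 20% FBS vs SPONT and 0.80 (0.22) for NPC uninjured 14d vs DCH pipette. For progenitor under no filter, the median log2FC was 0 (0.85) for Astro SCI vs Astro healthy. For EMT under no filter, the mean log2FC was −0.62 (−0.58) for NPC SCI 14d vs NPC SCI 5d. Cosines under no filter were 0.561 (0.588) for NPC SCI 14d and Astro SCI, EMT, 0.253 (0.265) for NPC SCI 14d and Astro SCI, all DEGs, 0.953 (0.959) for CNTF and SPONT, Oligodendroglia, 0.858 (0.8501) for CNTF and SPONT, all DEGs, 0.965 (0.938) for IGF-1 and SPONT, Oligodendroglia, 0.962 (0.951) for IGF-1 and SPONT, Neuronal, 0.956 (0.932) for 1% FBS and SPONT, Oligodendroglia, 0.870 (0.921) for 1% FBS and SPONT, Neuronal and 0.983 (0.9799) for mean of 10 pairs of NPC groups, 88 panel genes. Distances between NPC groups over those from ESC were, under no filter, 0.200 (0.215) over 88 panel genes. Distance from SPONT under no filter was 199 (184.4) for 10% FBS and 232 (214) for 20% FBS. Variance percentages under no filter were 66.1 (65.3) for the first component of differentiation conditions and 13.8 (15.1) for the second component of differentiation conditions. No filter gave top 2000 medians of astrocyte 1.41 (1.81) in SPONT, 0.79 (1.47) in CNTF, and reactivity 4.13 (3.63) in CNTF, 3.61 (2.67) in 1% FBS, and EMT 2.11 (1.28) in 1% FBS.

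With genes of at least 10 counts in every sample of a group, 10 of 177 counts, panel values and similarities changed. For the NPC panel under the stricter filter, the median log2FC was 4.61 (4.57) for NPC P15 D2 vs ESC. For oligodendroglia under the stricter filter, the median log2FC was 0.17 (0) for 1% FBS vs NPC P15. For EMT under the stricter filter, the median log2FC was 1.22 (1.04) for NPC SCI 14d vs DCH pipette. Cosines under the stricter filter were 0.953 (0.932) for 1% FBS and SPONT, Oligodendroglia, 0.898 (0.882) for mean of 10 pairs of NPC groups, all DEGs and 0.983 (0.9799) for mean of 10 pairs of NPC groups, 88 panel genes. Distances between NPC groups over those from ESC were, under the stricter filter, 0.454 (0.487) over all DEGs and 0.201 (0.215) over 88 panel genes. Variance percentages under the stricter filter were 65.2 (62.0) for the first component of NPC groups and ESC and 9.78 (12.0) for the second component of NPC groups and ESC. The stricter filter turned the sign of log2FC of *Pla2g7* −0.00248 (0.0372) in IGF-1 vs Astro healthy.

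With all groups of an experiment in 1 fit, 26 of 129 counts, panel values and similarities changed. DEG counts under joint fits were 2890 (1312) for 1% FBS vs SPONT, 4030 (979) for IGF-1 vs SPONT, 1020 (666) for NPC dSCI 14d vs NPC uninjured 14d and 564 (289) for NPC dSCI 14d vs NPC SCI 14d. For the NPC panel under joint fits, the median log2FC was 5.09 (5.14) for NPC P30 vs ESC and 4.62 (4.57) for NPC P15 D2 vs ESC. For the ESC panel under joint fits, the median log2FC was −9.59 (−9.23) for NPC P15 D2 vs ESC. For astrocyte under joint fits, the median log2FC was 1.29 (0.97) for SPONT vs NPC P15, 0.99 (0.76) for CNTF vs NPC P15, 1.24 (0.92) for IGF-1 vs NPC P15, 1.42 (1.29) for 1% FBS vs NPC P15 and 1.18 (0.96) for NPC dSCI 14d vs DCH pipette. For oligodendroglia under joint fits, the median log2FC was 1.35 (0) for SPONT vs NPC P15, 1.06 (0) for CNTF vs NPC P15, 1.23 (0.83) for IGF-1 vs NPC P15 and 0.83 (0) for 1% FBS vs NPC P15. For progenitor under joint fits, the median log2FC was −1.80 (−1.85) for IGF-1 vs NPC P15 and −2.53 (−2.15) for NPC dSCI 14d vs DCH pipette. For EMT under joint fits, the median log2FC was 1.16 (0.79) for 5% FBS vs NPC P15, 1.38 (1.08) for 10% FBS vs NPC P15, 1.54 (1.31) for 20% FBS vs NPC P15, 1.70 (1.49) for 20% FBS vs SPONT, 1.38 (0.22) for NPC uninjured 14d vs DCH pipette and 1.40 (1.04) for NPC SCI 14d vs DCH pipette. For EMT under joint fits, the mean log2FC was −0.69 (−0.58) for NPC SCI 14d vs NPC SCI 5d and 0.14 (0.10) for NPC SCI 14d vs NPC uninjured 14d.

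With the log2FC of non-DEGs kept, 58 of 100 counts, panel values and similarities changed. For the ESC panel under kept non-DEGs, the median log2FC was −10.49 (−9.23) for NPC P15 D2 vs ESC. For astrocyte under kept non-DEGs, the median log2FC was 1.44 (0.97) for SPONT vs NPC P15, 1.15 (0.76) for CNTF vs NPC P15, 1.30 (0.92) for IGF-1 vs NPC P15, 1.54 (1.29) for 1% FBS vs NPC P15, 0.13 (0) for 1% FBS vs SPONT, 0.14 (0) for 5% FBS vs SPONT, 0.0381 (0) for 10% FBS vs SPONT, −0.20 (0) for 20% FBS vs SPONT, 1.31 (0.65) for NPC uninjured 14d vs DCH pipette, 1.60 (1.22) for NPC SCI 14d vs DCH pipette and 1.49 (0.96) for NPC dSCI 14d vs DCH pipette. For oligodendroglia under kept non-DEGs, the median log2FC was 1.42 (0) for SPONT vs NPC P15, 1.42 (0) for CNTF vs NPC P15, 1.62 (0.83) for IGF-1 vs NPC P15 and 1.21 (0) for 1% FBS vs NPC P15. For neuronal under kept non-DEGs, the median log2FC was 0.35 (0) for SPONT vs NPC P15, 0.20 (0) for CNTF vs NPC P15, 0.46 (0) for IGF-1 vs NPC P15 and 0.35 (0) for 1% FBS vs NPC P15. For EMT under kept non-DEGs, the median log2FC was 0.22 (0) for 1% FBS vs NPC P15, 1.30 (0.79) for 5% FBS vs NPC P15, 1.55 (1.08) for 10% FBS vs NPC P15, 1.65 (1.31) for 20% FBS vs NPC P15, 0.38 (0) for 1% FBS vs SPONT, 1.44 (1.27) for 5% FBS vs SPONT, 1.70 (1.44) for 10% FBS vs SPONT, 1.83 (1.49) for 20% FBS vs SPONT, −0.40 (0) for 5% FBS+CNTF vs 5% FBS, 1.87 (0.22) for NPC uninjured 14d vs DCH pipette and 2.18 (1.04) for NPC SCI 14d vs DCH pipette. For reactivity under kept non-DEGs, the median log2FC was 0.57 (0) for 1% FBS vs SPONT, 1.17 (0) for 5% FBS vs SPONT, 1.30 (0) for 10% FBS vs SPONT and 1.35 (0) for 20% FBS vs SPONT. For astrocyte under kept non-DEGs, the mean log2FC was 2.06 (1.83) for NPC SCI 5d vs DCH pipette. For EMT under kept non-DEGs, the mean log2FC was 3.24 (2.93) for NPC SCI 5d vs DCH pipette, −0.89 (−0.58) for NPC SCI 14d vs NPC SCI 5d, 0.18 (0.10) for NPC SCI 14d vs NPC uninjured 14d and 1.05 (0.34) for NPC dSCI 14d vs NPC uninjured 14d. For reactivity under kept non-DEGs, the mean log2FC was −0.62 (−0.0834) for NPC SCI 14d vs NPC SCI 5d, 1.09 (0.37) for NPC SCI 14d vs NPC uninjured 14d and 2.18 (1.00) for NPC dSCI 14d vs NPC uninjured 14d. For oligodendroglia under kept non-DEGs, the mean log2FC was −0.84 (−0.27) for NPC dSCI 14d vs NPC uninjured 14d. For progenitor under kept non-DEGs, the mean log2FC was −5.33e−04 (−0.0227) for DCH 4h pipette vs Media pipette. Cosines under kept non-DEGs were 0.606 (0.588) for NPC SCI 14d and Astro SCI, EMT, 0.279 (0.265) for NPC SCI 14d and Astro SCI, all DEGs, 0.955 (0.951) for CNTF and SPONT, Astrocyte, 0.972 (0.959) for CNTF and SPONT, Oligodendroglia, 0.895 (0.875) for CNTF and SPONT, Neuronal, 0.875 (0.8501) for CNTF and SPONT, all DEGs, 0.987 (0.979) for IGF-1 and SPONT, Astrocyte, 0.968 (0.951) for IGF-1 and SPONT, Neuronal, 0.932 (0.911) for IGF-1 and SPONT, all DEGs, 0.973 (0.966) for 1% FBS and SPONT, Astrocyte, 0.941 (0.932) for 1% FBS and SPONT, Oligodendroglia, 0.947 (0.921) for 1% FBS and SPONT, Neuronal and 0.901 (0.879) for 1% FBS and SPONT, all DEGs.

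With only the reactivity genes of Supplementary Fig. 14, 4 of 12 counts, panel values and similarities changed. For reactivity under that list, the median log2FC was 6.65 (5.36) for NPC uninjured 14d vs DCH pipette and 8.53 (7.25) for NPC SCI 14d vs DCH pipette. For reactivity under that list, the mean log2FC was 8.14 (6.98) for NPC SCI 5d vs DCH pipette and 0.80 (0.37) for NPC SCI 14d vs NPC uninjured 14d.

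With FPKM on TMM-scaled library sizes, 5 of 10 counts, panel values and similarities changed. The distance between NPC and host astrocytes under TMM-scaled sizes was 1.40 (1.41) before for all genes, 3.53 (3.26) before for Astrocyte genes, 1.92 (1.86) before for Reactivity genes, 2.10 (2.09) before for EMT genes and 3.68 (3.94) before for Progenitor genes.

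With a pseudocount of 0.1 on FPKM, chosen after seeing the data, 9 of 10 counts, panel values and similarities changed. The distance between NPC and host astrocytes under that pseudocount was 2.03 (1.41) before for all genes, 0.896 (0.595) after for all genes, 4.17 (3.26) before for Astrocyte genes, 1.39 (1.08) after for Astrocyte genes, 2.62 (1.86) before for Reactivity genes, 2.76 (2.09) before for EMT genes, 1.09 (0.915) after for EMT genes, 4.91 (3.94) before for Progenitor genes and 1.09 (0.821) after for Progenitor genes.

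With NPC P5 as the reference, 30 of 63 counts, panel values and similarities changed. Genes shared by the pipette groups numbered 797 (1306) lower in all 3 pipette groups. Astrocyte medians against NPC P5 were 1.08 (0.97) for SPONT, 0.93 (0.76) for CNTF, 1.05 (0.92) for IGF-1 and 1.46 (1.29) for 1% FBS. Oligodendroglia medians against NPC P5 were 0.56 (0) for SPONT, 0.42 (0) for CNTF and 0.42 (0) for 1% FBS. Progenitor medians against NPC P5 were −2.12 (−1.95) for SPONT, −1.59 (−1.46) for CNTF, −2.22 (−1.85) for IGF-1 and −2.15 (−1.99) for 1% FBS. EMT medians against NPC P5 were 1.18 (0.79) for 5% FBS, 1.23 (1.08) for 10% FBS and 1.55 (1.31) for 20% FBS. Cosines under reference NPC P5 were 0.940 (0.951) for CNTF and SPONT, Astrocyte, 0.972 (0.959) for CNTF and SPONT, Oligodendroglia, 0.838 (0.8501) for CNTF and SPONT, all DEGs, 0.952 (0.938) for IGF-1 and SPONT, Oligodendroglia, 0.9596 (0.966) for 1% FBS and SPONT, Astrocyte, 0.919 (0.932) for 1% FBS and SPONT, Oligodendroglia and 0.946 (0.921) for 1% FBS and SPONT, Neuronal. Variance percentages under reference NPC P5 were 63.9 (65.3) for the first component of differentiation conditions and 15.9 (15.1) for the second component of differentiation conditions. Reference NPC P5 gave top 2000 medians of astrocyte 1.29 (1.47) in CNTF, 2.05 (1.77) in IGF-1, 2.98 (2.71) in 1% FBS, and reactivity 2.79 (3.63) in CNTF, 2.86 (2.67) in 1% FBS, and EMT 1.00 (1.28) in 1% FBS. Reference NPC P5 turned the sign of log2FC of *Slc1a3* 0.0246 (−0.28) in SPONT and *Id3* −0.15 (0.61) in SPONT.

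With NPC P30 as the reference, 27 of 63 counts, panel values and similarities changed. DEG counts under reference NPC P30 were 1732 (3738) for Media pipette, 1920 (4345) for DCH pipette and 2114 (4359) for DCH 4h pipette. Genes shared by the pipette groups numbered 482 (1337) higher in all 3 pipette groups and 3.4e+02 (1306) lower in all 3 pipette groups, the last count rounded to 2 digits. The median for astrocyte against NPC P30 was 0.87 (0.97) for SPONT, 0.50 (0.76) for CNTF and 1.11 (1.29) for 1% FBS. The median for progenitor against NPC P30 was −2.11 (−1.95) for SPONT, −1.35 (−1.46) for CNTF, −1.92 (−1.85) for IGF-1 and −1.91 (−1.99) for 1% FBS. The median for oligodendroglia against NPC P30 was 0.41 (0) for CNTF and 0.95 (0.83) for IGF-1. The median for EMT against NPC P30 was 0.96 (0.79) for 5% FBS and 1.24 (1.31) for 20% FBS. Cosines under reference NPC P30 were 0.935 (0.951) for CNTF and SPONT, Astrocyte, 0.918 (0.959) for CNTF and SPONT, Oligodendroglia, 0.9605 (0.966) for 1% FBS and SPONT, Astrocyte and 0.893 (0.932) for 1% FBS and SPONT, Oligodendroglia. Variance percentages under reference NPC P30 were 65.8 (65.3) for the first component of differentiation conditions. Reference NPC P30 gave top 2000 medians of astrocyte 0.29 (1.47) in CNTF, 1.66 (1.77) in IGF-1, 2.45 (2.71) in 1% FBS, and reactivity 2.07 (3.63) in CNTF, 1.14 (2.00) in IGF-1, 2.04 (2.67) in 1% FBS. Reference NPC P30 turned the sign of log2FC of *Id3* −0.12 (0.61) in SPONT, *Slc1a3* −0.39 (0.39) in 1% FBS, *Qrfpr* −0.0716 (5.84) in DCH pipette, *Qrfpr* −0.15 (5.75) in DCH 4h pipette and *Khdrbs2* −0.14 (5.41) in DCH 4h pipette.

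With NPC P15 as the reference, 15 of 31 counts, panel values and similarities changed. Astrocyte medians against NPC P15 were 0.98 (0.65) for NPC uninjured 14d and 1.43 (0.96) for NPC dSCI 14d. Reactivity medians against NPC P15 were 6.24 (5.36) for NPC uninjured 14d, 7.77 (7.25) for NPC SCI 14d and 8.95 (8.08) for NPC dSCI 14d. Progenitor medians against NPC P15 were −3.42 (−2.98) for NPC uninjured 14d, −2.55 (−2.23) for NPC SCI 14d and −2.75 (−2.15) for NPC dSCI 14d. EMT medians against NPC P15 were 1.73 (1.04) for NPC SCI 14d. Oligodendroglia medians against NPC P15 were 4.46 (3.98) for NPC uninjured 14d and 3.47 (3.06) for NPC dSCI 14d. Astrocyte means against NPC P15 were 2.17 (1.83) for NPC SCI 5d. EMT means against NPC P15 were 3.22 (2.93) for NPC SCI 5d. Cosines under reference NPC P15 were 0.887 (0.857) for NPC SCI 14d and Astro SCI, Reactivity and 0.294 (0.265) for NPC SCI 14d and Astro SCI, all DEGs. Reference NPC P15 turned the sign of log2FC of *Gpc5* 0.51 (−0.80) in NPC SCI 14d and *Id3* 0.0855 (−0.71) in NPC uninjured 14d.

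With NPC P15 D2 as the reference, 47 of 94 counts, panel values and similarities changed. The DEG count under reference NPC P15 D2 was 6127 (3738) for Media pipette. Genes shared by the pipette groups numbered 2285 (1337) higher in all 3 pipette groups and 2079 (1306) lower in all 3 pipette groups. The median for astrocyte against NPC P15 D2 was 0.56 (0.97) for SPONT, 0.28 (0.76) for CNTF, 0.55 (0.92) for IGF-1 and 0.88 (1.29) for 1% FBS. The median for oligodendroglia against NPC P15 D2 was 0.59 (0) for SPONT, 0.60 (0) for CNTF, 1.02 (0.83) for IGF-1, 0.10 (0) for 1% FBS and 4.65 (3.98) for NPC uninjured 14d. The median for progenitor against NPC P15 D2 was −2.47 (−1.95) for SPONT, −1.62 (−1.46) for CNTF, −2.18 (−1.85) for IGF-1, −2.45 (−1.99) for 1% FBS, −2.69 (−2.23) for NPC SCI 14d and −2.89 (−2.15) for NPC dSCI 14d. The median for EMT against NPC P15 D2 was 0.47 (0.79) for 5% FBS, 0.79 (1.08) for 10% FBS and 0.91 (1.31) for 20% FBS. The median for reactivity against NPC P15 D2 was 6.67 (7.25) for NPC SCI 14d. The mean for astrocyte against NPC P15 D2 was 1.61 (1.83) for NPC SCI 5d. The mean for EMT against NPC P15 D2 was 2.41 (2.93) for NPC SCI 5d. Cosines under reference NPC P15 D2 were 0.887 (0.857) for NPC SCI 14d and Astro SCI, Reactivity, 0.513 (0.588) for NPC SCI 14d and Astro SCI, EMT, 0.932 (0.951) for CNTF and SPONT, Astrocyte, 0.851 (0.875) for CNTF and SPONT, Neuronal, 0.889 (0.8501) for CNTF and SPONT, all DEGs, 0.971 (0.979) for IGF-1 and SPONT, Astrocyte, 0.936 (0.951) for IGF-1 and SPONT, Neuronal, 0.946 (0.911) for IGF-1 and SPONT, all DEGs, 0.943 (0.966) for 1% FBS and SPONT, Astrocyte, 0.985 (0.932) for 1% FBS and SPONT, Oligodendroglia, 0.892 (0.921) for 1% FBS and SPONT, Neuronal and 0.918 (0.879) for 1% FBS and SPONT, all DEGs. Variance percentages under reference NPC P15 D2 were 73.3 (65.3) for the first component of differentiation conditions and 12.6 (15.1) for the second component of differentiation conditions. Reference NPC P15 D2 gave top 2000 medians of astrocyte 0.91 (1.81) in SPONT, 0.76 (1.47) in CNTF, 1.44 (1.77) in IGF-1, 2.00 (2.71) in 1% FBS, and reactivity 1.51 (3.63) in CNTF, 0.10 (2.00) in IGF-1, 0 (2.67) in 1% FBS, and EMT −0.57 (0) in IGF-1, 0 (1.28) in 1% FBS. Reference NPC P15 D2 turned the sign of log2FC of *Id3* −0.33 (0.61) in SPONT, *Slc7a10* 0.55 (−0.46) in SPONT, *Slc7a10* 0.49 (−0.55) in CNTF, *Slc1a2* −0.67 (0.53) in CNTF, *Slc7a10* 0.51 (−0.56) in IGF-1, *Slc1a3* −1.04 (0.39) in 1% FBS and *Gpc5* 1.05 (−0.80) in NPC SCI 14d.

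With NPC P15 D3 as the reference, 53 of 99 counts, panel values and similarities changed. Astrocyte medians against NPC P15 D3 were 1.36 (0.97) for SPONT, 1.06 (0.76) for CNTF, 1.31 (0.92) for IGF-1 and 1.43 (1.29) for 1% FBS. Oligodendroglia medians against NPC P15 D3 were 1.05 (0) for SPONT, 1.02 (0) for CNTF, 1.38 (0.83) for IGF-1 and 0.66 (0) for 1% FBS. Progenitor medians against NPC P15 D3 were −2.34 (−1.95) for SPONT, −2.44 (−1.85) for IGF-1 and −2.27 (−1.99) for 1% FBS. EMT medians against NPC P15 D3 were 1.30 (0.79) for 5% FBS, 1.35 (1.08) for 10% FBS and 1.62 (1.31) for 20% FBS. Cosines under reference NPC P15 D3 were 0.946 (0.951) for CNTF and SPONT, Astrocyte, 0.968 (0.959) for CNTF and SPONT, Oligodendroglia, 0.857 (0.8501) for CNTF and SPONT, all DEGs, 0.984 (0.979) for IGF-1 and SPONT, Astrocyte, 0.953 (0.938) for IGF-1 and SPONT, Oligodendroglia, 0.925 (0.911) for IGF-1 and SPONT, all DEGs, 0.9597 (0.966) for 1% FBS and SPONT, Astrocyte and 0.898 (0.879) for 1% FBS and SPONT, all DEGs. Variance percentages under reference NPC P15 D3 were 67.3 (65.3) for the first component of differentiation conditions. Reference NPC P15 D3 gave top 2000 medians of astrocyte 2.10 (1.81) in SPONT, 2.48 (1.77) in IGF-1, 3.13 (2.71) in 1% FBS, and reactivity 0.39 (0) in SPONT, 2.73 (3.63) in CNTF, 1.36 (2.00) in IGF-1, 3.84 (2.67) in 1% FBS, and EMT 1.77 (1.28) in 1% FBS. Reference NPC P15 D3 turned the sign of log2FC of *Id3* −1.08 (0.61) in SPONT, *Slc7a10* 0.44 (−0.46) in SPONT, *Id3* −0.68 (0.99) in CNTF, *Slc7a10* 0.39 (−0.55) in CNTF, *Fam107a* 1.01 (−0.96) in CNTF, *Id3* −0.28 (1.40) in IGF-1, *Slc7a10* 0.37 (−0.56) in IGF-1 and *Id3* −0.14 (1.54) in 1% FBS.

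For the grafts this reference was chosen after seeing the data. Astrocyte medians against NPC P15 D3 were 1.28 (0.65) for NPC uninjured 14d, 1.48 (1.22) for NPC SCI 14d and 1.35 (0.96) for NPC dSCI 14d. EMT medians against NPC P15 D3 were 0.75 (0.22) for NPC uninjured 14d and 1.87 (1.04) for NPC SCI 14d. Progenitor medians against NPC P15 D3 were −3.34 (−2.98) for NPC uninjured 14d, −3.07 (−2.23) for NPC SCI 14d and −3.03 (−2.15) for NPC dSCI 14d. Reactivity medians against NPC P15 D3 were 7.68 (7.25) for NPC SCI 14d and 8.89 (8.08) for NPC dSCI 14d. Oligodendroglia medians against NPC P15 D3 were 4.86 (3.98) for NPC uninjured 14d, 3.99 (3.35) for NPC SCI 14d and 3.53 (3.06) for NPC dSCI 14d. Astrocyte means against NPC P15 D3 were 2.31 (1.83) for NPC SCI 5d. EMT means against NPC P15 D3 were 3.24 (2.93) for NPC SCI 5d. Cosines against NPC P15 D3 were 0.905 (0.857) for NPC SCI 14d and Astro SCI, Reactivity, 0.605 (0.588) for NPC SCI 14d and Astro SCI, EMT and 0.280 (0.265) for NPC SCI 14d and Astro SCI, all DEGs. The distance between NPC and host astrocytes against NPC P15 D3 was 1.45 (1.41) before for all genes, 3.49 (3.26) before for Astrocyte genes, 2.17 (2.09) before for EMT genes and 3.86 (3.94) before for Progenitor genes. Reference NPC P15 D3 turned the sign of log2FC of *Gpc5* 0.73 (−0.80) in NPC SCI 14d.

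With Media pipette as the reference, 3 of 31 counts, panel values and similarities changed. The median for astrocyte against Media pipette was 0.77 (0.65) for NPC uninjured 14d. The median for reactivity against Media pipette was 8.20 (7.25) for NPC SCI 14d and 8.99 (8.08) for NPC dSCI 14d.

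With DCH 4h pipette as the reference, 2 of 31 counts, panel values and similarities changed. EMT medians against DCH 4h pipette were 1.38 (1.04) for NPC SCI 14d. Cosines under reference DCH 4h pipette were 0.575 (0.588) for NPC SCI 14d and Astro SCI, EMT.

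With the replicate number as a block, 41 of 177 counts, panel values and similarities changed. For IGF-1 vs SPONT 5999 genes, and for NPC dSCI 14d vs NPC SCI 14d 4162 genes, had an unadjusted p under 0.05 in these fits. DEG counts under the replicate block were 833 (1312) for 1% FBS vs SPONT, 1 (979) for IGF-1 vs SPONT, 393 (599) for DCH pipette vs Media pipette, 4251 (6933) for Astro SCI vs Astro healthy, 269 (811) for NPC SCI 14d vs NPC SCI 5d, 35 (666) for NPC dSCI 14d vs NPC uninjured 14d, 0 (289) for NPC dSCI 14d vs NPC SCI 14d and 4532 (7230) for NPC SCI 14d vs Astro healthy. For the NPC panel under the replicate block, the median log2FC was 4.79 (4.63) for NPC P5 vs ESC, 5.22 (5.14) for NPC P30 vs ESC, 4.69 (4.57) for NPC P15 D2 vs ESC, 4.77 (4.44) for NPC P15 D3 vs ESC and 4.93 (4.83) for mean of 5 NPC groups vs ESC. For progenitor under the replicate block, the median log2FC was −1.99 (−1.95) for SPONT vs NPC P15, −2.57 (−2.15) for NPC dSCI 14d vs DCH pipette and 0 (0.85) for Astro SCI vs Astro healthy. For oligodendroglia under the replicate block, the median log2FC was 0.65 (0.83) for IGF-1 vs NPC P15. For astrocyte under the replicate block, the median log2FC was 1.16 (1.29) for 1% FBS vs NPC P15, 0 (0.65) for NPC uninjured 14d vs DCH pipette, 0.95 (1.22) for NPC SCI 14d vs DCH pipette and 0.66 (0.96) for NPC dSCI 14d vs DCH pipette. For reactivity under the replicate block, the median log2FC was 8.08 (7.25) for NPC SCI 14d vs DCH pipette. For EMT under the replicate block, the mean log2FC was −0.21 (−0.58) for NPC SCI 14d vs NPC SCI 5d. For progenitor under the replicate block, the mean log2FC was 0.00167 (−0.38) for NPC SCI 14d vs NPC SCI 5d. For reactivity under the replicate block, the mean log2FC was 0.0685 (1.00) for NPC dSCI 14d vs NPC uninjured 14d. Cosines under the replicate block were 0.574 (0.588) for NPC SCI 14d and Astro SCI, EMT, 0.946 (0.951) for CNTF and SPONT, Astrocyte, 0.941 (0.959) for CNTF and SPONT, Oligodendroglia, 0.842 (0.875) for CNTF and SPONT, Neuronal, 0.838 (0.8501) for CNTF and SPONT, all DEGs, 0.942 (0.966) for 1% FBS and SPONT, Astrocyte, 0.888 (0.882) for mean of 10 pairs of NPC groups, all DEGs and 0.977 (0.9799) for mean of 10 pairs of NPC groups, 88 panel genes. Distances between NPC groups over those from ESC were, under the replicate block, 0.473 (0.487) over all DEGs and 0.230 (0.215) over 88 panel genes. Variance percentages under the replicate block were 16.0 (15.1) for the second component of differentiation conditions. The replicate block gave top 2000 medians of astrocyte 1.69 (1.47) in CNTF, 2.82 (2.71) in 1% FBS, and reactivity 2.81 (3.63) in CNTF, 3.06 (2.67) in 1% FBS, and EMT 1.53 (1.28) in 1% FBS. The replicate block turned the sign of log2FC of *Pla2g7* −0.0877 (0.0372) in IGF-1 vs Astro healthy and *Olig2* 0.0267 (−0.0214) in NPC SCI 14d vs NPC uninjured 14d.

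Grafts and hosts of the same number are different mice, and for the comparisons that hold them the correlation of same-numbered deviations stayed within 0.1 of 0. The replicate block gave, in DEGs and r, 4251 (−0.0176) for Astro SCI vs Astro healthy, 7224 (0.00629) for NPC SCI 14d vs DCH pipette, 7174 (−0.0103) for NPC SCI 5d vs DCH pipette, 7249 (−0.0131) for NPC uninjured 14d vs DCH pipette, 7153 (−0.0176) for NPC dSCI 14d vs DCH pipette, 269 (0.0147) for NPC SCI 14d vs NPC SCI 5d, 677 (0.0295) for NPC SCI 14d vs NPC uninjured 14d, 35 (−0.0137) for NPC dSCI 14d vs NPC uninjured 14d, 0 (0.0202) for NPC dSCI 14d vs NPC SCI 14d, 4521 higher and 4813 lower (−0.0209) for SPONT vs Astro healthy, 10619 (−0.0157) for CNTF vs Astro healthy, 10344 (−0.0164) for IGF-1 vs Astro healthy, 10620 (0.0201) for 1% FBS vs Astro healthy and 4532 (0.0211) for NPC SCI 14d vs Astro healthy. The fit uses only libraries whose number occurs in both groups.

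Each library was left out in turn. Of the counts, panel values and similarities, 110 stayed in all such fits. Ranges are given for the others, with the value in the text in brackets. DEG counts ran from 628 to 1975 (1312) for 1% FBS vs SPONT, from 2027 to 6049 (2961) for CNTF vs SPONT, from 0 to 5724 (979) for IGF-1 vs SPONT, from 1968 to 3908 (3564) for 5% FBS+CNTF vs 5% FBS, from 385 to 656 (599) for DCH pipette vs Media pipette, from 350 to 1191 (811) for NPC SCI 14d vs NPC SCI 5d, from 232 to 1576 (734) for NPC SCI 14d vs NPC uninjured 14d, from 197 to 864 (666) for NPC dSCI 14d vs NPC uninjured 14d and from 0 to 1061 (289) for NPC dSCI 14d vs NPC SCI 14d. Among the fits with 0 DEGs, genes with an unadjusted p under 0.05 numbered 5342–6156 for IGF-1 vs SPONT and 2996–3311 for NPC dSCI 14d vs NPC SCI 14d. The NPC panel median ran from 4.61 to 4.87 (4.63) for NPC P5 vs ESC, from 4.69 to 4.97 (4.87) for NPC P15 vs ESC, from 4.96 to 5.22 (5.14) for NPC P30 vs ESC, from 4.54 to 4.71 (4.57) for NPC P15 D2 vs ESC, from 4.42 to 4.61 (4.44) for NPC P15 D3 vs ESC and from 4.80 to 4.97 (4.83) for mean of 5 NPC groups vs ESC. The ESC panel median ran from −10.48 to −9.86 (−9.87) for NPC P15 vs ESC, from −9.76 to −9.15 (−9.23) for NPC P15 D2 vs ESC and from −9.91 to −9.10 (−9.34) for NPC P15 D3 vs ESC. The astrocyte median ran from 0.84 to 0.99 (0.97) for SPONT vs NPC P15, from 0.68 to 0.80 (0.76) for CNTF vs NPC P15, from 0.85 to 1.04 (0.92) for IGF-1 vs NPC P15 and from 0.21 to 0.79 (0.65) for NPC uninjured 14d vs DCH pipette. The oligodendroglia median ran from 0 to 0.17 (0) for SPONT vs NPC P15, from 0 to 0.27 (0) for CNTF vs NPC P15, from 0.63 to 1.06 (0.83) for IGF-1 vs NPC P15 and from 0 to 0.45 (0) for 1% FBS vs NPC P15. The progenitor median ran from −2.07 to −1.92 (−1.95) for SPONT vs NPC P15, from −1.91 to −1.80 (−1.85) for IGF-1 vs NPC P15, from −1.9996 to −1.87 (−1.99) for 1% FBS vs NPC P15, from −2.67 to −2.10 (−2.15) for NPC dSCI 14d vs DCH pipette and from 0 to 0.81 (0.85) for Astro SCI vs Astro healthy. The EMT median ran from 0.46 to 0.82 (0.79) for 5% FBS vs NPC P15, from 0.99 to 1.25 (1.08) for 10% FBS vs NPC P15, from 1.25 to 1.52 (1.31) for 20% FBS vs NPC P15, from 1.17 to 1.26 (1.27) for 5% FBS vs SPONT, from 1.36 to 1.47 (1.44) for 10% FBS vs SPONT, from 1.47 to 1.73 (1.49) for 20% FBS vs SPONT, from 0 to 0.96 (0.22) for NPC uninjured 14d vs DCH pipette and from 0.93 to 1.30 (1.04) for NPC SCI 14d vs DCH pipette. The reactivity median ran from 7.05 to 7.71 (7.25) for NPC SCI 14d vs DCH pipette. The EMT mean ran from −0.71 to −0.26 (−0.58) for NPC SCI 14d vs NPC SCI 5d and from 0.0448 to 0.14 (0.10) for NPC SCI 14d vs NPC uninjured 14d.

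Across fits without 1 library, cosines ran from 0.8289 to 0.864 (0.857) for NPC SCI 14d and Astro SCI, Reactivity, from 0.572 to 0.603 (0.588) for NPC SCI 14d and Astro SCI, EMT, from −0.663 to −0.561 (−0.638) for NPC SCI 14d and Astro SCI, Progenitor, from 0.254 to 0.278 (0.265) for NPC SCI 14d and Astro SCI, all DEGs, from 0.947 to 0.959 (0.951) for CNTF and SPONT, Astrocyte, from 0.943 to 0.968 (0.959) for CNTF and SPONT, Oligodendroglia, from 0.793 to 0.900 (0.875) for CNTF and SPONT, Neuronal, from 0.833 to 0.859 (0.8501) for CNTF and SPONT, all DEGs, from 0.977 to 0.987 (0.979) for IGF-1 and SPONT, Astrocyte, from 0.932 to 0.976 (0.938) for IGF-1 and SPONT, Oligodendroglia, from 0.893 to 0.963 (0.951) for IGF-1 and SPONT, Neuronal, from 0.886 to 0.915 (0.911) for IGF-1 and SPONT, all DEGs, from 0.959 to 0.968 (0.966) for 1% FBS and SPONT, Astrocyte, from 0.923 to 0.981 (0.932) for 1% FBS and SPONT, Oligodendroglia, from 0.886 to 0.955 (0.921) for 1% FBS and SPONT, Neuronal, from 0.856 to 0.885 (0.879) for 1% FBS and SPONT, all DEGs, from 0.870 to 0.883 (0.882) for mean of 10 pairs of NPC groups, all DEGs and from 0.975 to 0.981 (0.9799) for mean of 10 pairs of NPC groups, 88 panel genes. Distances between NPC groups over those from ESC ran from 0.483 to 0.510 (0.487) over all DEGs and from 0.205 to 0.235 (0.215) over 88 panel genes. Distance from SPONT ran from 42.9 to 54.6 (49.7) for 1% FBS and from 214 to 223 (214) for 20% FBS. Variance percentages ran from 59.6 to 62.3 (62.0) for the first component of NPC groups and ESC, from 63.6 to 66.8 (65.3) for the first component of differentiation conditions and from 14.0 to 16.7 (15.1) for the second component of differentiation conditions. The distance of pre-graft NPC from healthy astrocytes over all genes ran from 1.4080 to 1.4112 (1.4093). In the top 2000, the astrocyte median ran from 1.10 to 1.88 (1.81) in SPONT, from 0.56 to 1.78 (1.47) in CNTF, from 1.09 to 2.10 (1.77) in IGF-1 and from 2.55 to 2.81 (2.71) in 1% FBS. In the top 2000, the reactivity median ran from 0 to 0.82 (0) in SPONT, from 2.65 to 3.77 (3.63) in CNTF, from 0 to 2.28 (2.00) in IGF-1 and from 2.51 to 3.57 (2.67) in 1% FBS. In the top 2000, the EMT median ran from 1.05 to 1.81 (1.28) in 1% FBS. Among single genes, 3 log2FC crossed 0: *Pla2g7* from −1.83e−04 to 0.0668 (0.0372) in IGF-1 vs Astro healthy, *Agt* from −0.14 to 0.0578 (−0.0703) in 1% FBS vs SPONT and *Olig2* from −0.21 to 0.0969 (−0.0214) in NPC SCI 14d vs NPC uninjured 14d, none of them a DEG.

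Depth sets a floor of 3 counts, which is 0.244 CPM in the shallowest and 0.0203 CPM in the deepest library, and levels below it carry no fold. On simulated data of the size of these groups, the edgeR fit found 165 of 200 changed genes (82.5%) for cultures and 128 (64%) for grafts, with 1 and 0 false calls. DESeq2 found 86% and 78.5%, with 18 and 37 false calls.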

Differences from the paper's values

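Of 290 values that the paper states, 140 differed from those computed here by more than the SD between replicates or, for a log2FC, its standard error. Counts, levels and variance percentages had to differ by more than 1.5 times as well. They comprise 28 of 44 panel values, 7 of 18 cosines, 7 of 12 medians in the top 2000, 79 FPKM values and 19 of 19 single-gene log2FC. None of the other 21 did, which were unions and shared counts of DEGs, counts of higher and lower DEGs between pipette groups, top 2000 shares and variance percentages. For panels, the SD between replicates comes from replicate values in which non-DEGs keep their difference. The NPC panel in NPC P30, for instance, had a median of 5.14, while its replicate values ran from 5.34 to 5.37. This SD is thus not the error of the panel value, and small gaps counted by it may not be real. Alternatives that closed the gap are named after each value. They were set before the data were examined, except NPC P15 D3 as the reference for grafts.

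For all 5 NPC groups, the median log2FC of the ESC panel against ESC was −9.49 (SD 0.503) against the paper's approximate −10. The gap is close to the SD. It was closed by DESeq2's size factors, no filter on low counts, at least 10 counts and 10 fits without 1 library. For all 5 NPC groups, the median log2FC of the NPC panel against ESC was 4.83 against the paper's approximate 5. That gap was closed by the replicate block and 1 fit without 1 library. For NPC P5, the median log2FC of the NPC panel was 4.63 against the paper's 4.59, a gap closed by DESeq2's size factors, DESeq2 and 1 fit without 1 library. For NPC P30, the median log2FC of the NPC panel was 5.14 against the paper's 5.03, a gap closed by 1 fit without 1 library. For NPC P15 D2, the median log2FC of the ESC panel was −9.23 against the paper's −9.94, a gap closed by 1 fit without 1 library. For SPONT, the median log2FC of the astrocyte panel was 0.97 against the paper's 1.27, a gap closed by joint fits and NPC P15 D3 as reference. For CNTF, the median log2FC of the astrocyte panel was 0.76 against the paper's 0.96, a gap that none of the alternatives closed. For IGF-1, the median log2FC of the astrocyte panel was 0.92 against the paper's 1.22, a gap closed by joint fits, NPC P15 D3 as reference and non-DEGs kept. For SPONT, the median log2FC of the oligodendroglia panel was 0 against the paper's 1.21, a gap that none of the alternatives closed. For CNTF, the median log2FC of the oligodendroglia panel was 0 against the paper's 0.70, a gap closed by DESeq2 and NPC P15 D2 as reference. For IGF-1, the median log2FC of the oligodendroglia panel was 0.83 against the paper's 1.34, a gap closed by joint fits and NPC P15 D3 as reference. For 1% FBS, the median log2FC of the oligodendroglia panel was 0 against the paper's 0.75, a gap that none of the alternatives closed. For SPONT, the median log2FC of the progenitor panel was −1.95 against the paper's −2.84, a gap that none of the alternatives closed. For CNTF, the median log2FC of the progenitor panel was −1.46 against the paper's −1.61, a gap closed by NPC P15 D2 as reference and NPC P5 as reference. For IGF-1, the median log2FC of the progenitor panel was −1.85 against the paper's −2.42, a gap closed by NPC P15 D3 as reference. For 1% FBS, the median log2FC of the progenitor panel was −1.99 against the paper's −2.54, a gap that none of the alternatives closed.

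For grafted NPC and host astrocytes, the cosine similarity of EMT changes was 0.588 against the paper's about 0.49 in Fig. 7i, read by eye, a gap that none of the alternatives closed. For 1% FBS, the cosine similarity to SPONT, astrocyte panel was 0.966 against the paper's about 0.96 in Supplementary Fig. 3b, read by eye, a gap closed by no filter on low counts, NPC P15 D3 as reference, NPC P30 as reference, NPC P5 as reference and 10 fits without 1 library. For CNTF, the cosine similarity to SPONT, oligodendroglia panel was 0.959 against the paper's about 0.97 in Supplementary Fig. 3b, read by eye, a gap closed by NPC P15 D3 as reference, NPC P5 as reference, non-DEGs kept and 2 fits without 1 library. For IGF-1, the cosine similarity to SPONT, oligodendroglia panel was 0.938 against the paper's about 0.98 in Supplementary Fig. 3b, read by eye, a gap closed by DESeq2 and 3 fits without 1 library. For 1% FBS, the cosine similarity to SPONT, oligodendroglia panel was 0.932 against the paper's about 0.98 in Supplementary Fig. 3b, read by eye, a gap closed by NPC P15 D2 as reference and 2 fits without 1 library. For all DEGs, the mean cosine similarity between NPC groups was 0.882 against the paper's about 0.89 in Supplementary Fig. 1f, read by eye, a gap closed by DESeq2 and the replicate block. For 88 panel genes, the mean cosine similarity between NPC groups was 0.9799 against the paper's about 0.99 in Supplementary Fig. 1f, read by eye, a gap that none of the alternatives closed.

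For grafts in SCI, the mean log2FC of the reactivity panel at 5 days was 6.98 against the paper's approximate 6. That gap was closed by at least 10 counts, the replicate block, NPC P15 D2 as reference and 2 fits without 1 library. For grafts in SCI, the mean log2FC of the healthy astrocyte panel at 5 days was 1.83 against the paper's about 3.1 in Fig. 8, read by eye, a gap that none of the alternatives closed. For grafts in SCI, the mean log2FC of the EMT panel at 5 days was 2.93 against the paper's about 3.7 in Fig. 8, read by eye, a gap that none of the alternatives closed. For grafts in SCI, the mean log2FC of the progenitor panel at 5 days was −2.10 against the paper's about −3.3 in Fig. 8, read by eye, a gap that none of the alternatives closed. For 14 days against 5 days, the mean log2FC of the healthy astrocyte panel was 0.0879 against the paper's about 0.8 in Fig. 8, read by eye, a gap that none of the alternatives closed. For 14 days against 5 days, the mean log2FC of the reactivity panel was −0.0834 against the paper's about −1 in Fig. 8, read by eye, a gap that none of the alternatives closed. For 14 days against 5 days, the mean log2FC of the EMT panel was −0.58 against the paper's about −1.9 in Fig. 8, read by eye, a gap that none of the alternatives closed. For 14 days against 5 days, the mean log2FC of the progenitor panel was −0.38 against the paper's about −1 in Fig. 8, read by eye, a gap that none of the alternatives closed. For SCI against uninjured, the mean log2FC of the healthy astrocyte panel was 0.14 against the paper's about 0.5 in Fig. 8, read by eye, a gap that none of the alternatives closed. For dSCI against uninjured, the mean log2FC of the reactivity panel was 1.00 against the paper's about 2.3 in Fig. 8, read by eye, a gap closed by DESeq2 and non-DEGs kept. For SCI against uninjured, the mean log2FC of the EMT panel was 0.10 against the paper's about 0.17 in Fig. 8, read by eye, a gap closed by joint fits, non-DEGs kept and 1 fit without 1 library. For dSCI against uninjured, the mean log2FC of the EMT panel was 0.34 against the paper's about 1.2 in Fig. 8, read by eye, a gap closed by non-DEGs kept.

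In SPONT, the median log2FC of the astrocyte genes in the top 2000 was 1.81 against the paper's 2.03, a gap closed by DESeq2, NPC P15 D3 as reference and 3 fits without 1 library. In IGF-1, the median log2FC of the astrocyte genes in the top 2000 was 1.77 against the paper's 2.37, a gap that none of the alternatives closed. In 1% FBS, the median log2FC of the astrocyte genes in the top 2000 was 2.71 against the paper's 3.33, a gap that none of the alternatives closed. In CNTF, the median log2FC of the reactivity genes in the top 2000 was 3.63 against the paper's 1.53, a gap closed by NPC P15 D2 as reference. In IGF-1, the median log2FC of the reactivity genes in the top 2000 was 2.00 against the paper's 0, a gap closed by NPC P15 D2 as reference and 1 fit without 1 library. In 1% FBS, the median log2FC of the reactivity genes in the top 2000 was 2.67 against the paper's 0.75, a gap that none of the alternatives closed. In 1% FBS, the median log2FC of the EMT genes in the top 2000 was 1.28 against the paper's 1.80, a gap closed by NPC P15 D3 as reference and 4 fits without 1 library.

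For FPKM the only alternatives tried were TMM-scaled sizes and, except in healthy hosts, fits without 1 library. No other reference group was tried. Gaps were closed by these only where one is named in brackets. Closed means here only that a value no longer passed the limits set above for a difference. The gap itself could remain. With TMM-scaled sizes *Pla2g7* stood at 71.7 FPKM in CNTF and *Apoe* at 10895 FPKM in healthy hosts, both still below the paper's values. *Apoe* stood at 8663 against the paper's 14805.1 in healthy hosts (closed by TMM-scaled sizes), 10904 against the paper's 18634.8 in hosts after SCI (closed by TMM-scaled sizes), 5822 against the paper's 9949.9 in SPONT, 5891 against the paper's 10067.7 in CNTF, 8161 against the paper's 13946.7 in IGF-1, 7119.7 against the paper's 12167.7 in 1% FBS and 18.0 against the paper's 30.7 in NPC P15. *Ndrg2* stood at 2473 against the paper's 3894.9 in healthy hosts (closed by TMM-scaled sizes), 1194 against the paper's 1879.8 in hosts after SCI (closed by TMM-scaled sizes and by 2 fits without 1 library), 1425 against the paper's 2244.4 in SPONT, 925 against the paper's 1456.8 in CNTF, 1279 against the paper's 2014.3 in IGF-1, 1578 against the paper's 2485.4 in 1% FBS and 17.0 against the paper's 26.8 in NPC P15 (closed by 1 fit without 1 library). *Clu* stood at 1234 against the paper's 2346.4 in healthy hosts, 1506 against the paper's 2862.8 in hosts after SCI, 35.4 against the paper's 21.1 in pre-graft NPC and 1289 against the paper's 2449.5 in SCI grafts. *Sparc* stood at 1049.6 against the paper's 1729.4 in healthy hosts (closed by TMM-scaled sizes), 752 against the paper's 1238.8 in hosts after SCI (closed by TMM-scaled sizes and by 1 fit without 1 library), 661 against the paper's 1088.8 in SPONT, 672 against the paper's 1107.8 in CNTF, 589 against the paper's 970.7 in IGF-1, 789.6 against the paper's 1301 in 1% FBS, 191 against the paper's 314.1 in NPC P15, 254 against the paper's 564.4 in pre-graft NPC and 647 against the paper's 1066.1 in SCI grafts (closed by TMM-scaled sizes and by 1 fit without 1 library). *Aldh1a1* stood at 225 against the paper's 545.8 in healthy hosts, 149 against the paper's 362.9 in hosts after SCI, 7.40 against the paper's 18 in SPONT, 6.02 against the paper's 14.6 in CNTF, 13.1 against the paper's 31.8 in IGF-1, 29.5 against the paper's 71.7 in 1% FBS and 0.298 against the paper's 0.7 in NPC P15. *Pla2g7* stood at 349.8 against the paper's 530.6 in healthy hosts (closed by TMM-scaled sizes), 202 against the paper's 306.6 in hosts after SCI (closed by TMM-scaled sizes and by 3 fits without 1 library), 282 against the paper's 427.1 in SPONT (closed by 3 fits without 1 library), 70.8 against the paper's 107.3 in CNTF (closed by TMM-scaled sizes and by 1 fit without 1 library), 434 against the paper's 658.2 in IGF-1 (closed by TMM-scaled sizes and by 1 fit without 1 library), 371 against the paper's 563.2 in 1% FBS (closed by 2 fits without 1 library), 0.696 against the paper's 1.1 in NPC P15 (closed by 2 fits without 1 library), 2.41 against the paper's 0.9 in pre-graft NPC and 124 against the paper's 187.4 in SCI grafts (closed by TMM-scaled sizes and by 2 fits without 1 library). *Id3* stood at 122 against the paper's 229.3 in healthy hosts (closed by TMM-scaled sizes), 271 against the paper's 508.4 in hosts after SCI, 69.7 against the paper's 131.1 in SPONT, 90.0 against the paper's 169.1 in CNTF, 117 against the paper's 219.7 in IGF-1, 132 against the paper's 248.8 in 1% FBS, 50.0 against the paper's 94 in NPC P15, 86.6 against the paper's 290.5 in pre-graft NPC and 240.4 against the paper's 451.8 in SCI grafts. *Slc1a3* stood at 79.4 against the paper's 161.2 in healthy hosts, 33.2 against the paper's 67.3 in hosts after SCI, 60.0 against the paper's 121.7 in SPONT, 42.3 against the paper's 85.8 in CNTF, 40.7 against the paper's 82.6 in IGF-1, 95.1 against the paper's 193.1 in 1% FBS and 79.2 against the paper's 160.8 in NPC P15. *Sparcl1* stood at 169.8 against the paper's 100.8 in pre-graft NPC. *Slc6a11* stood at 13.5 against the paper's 1.8 in pre-graft NPC. *Kcnj10* stood at 31.2 against the paper's 12.5 in pre-graft NPC. *Slc1a2* stood at 3.12 against the paper's 1.7 in pre-graft NPC. *Myoc* stood at 0.161 against the paper's 0.1 in pre-graft NPC (closed by TMM-scaled sizes and by 3 fits without 1 library). *Vim* stood at 354 against the paper's 600.4 in pre-graft NPC, 456 against the paper's 1178.9 in SCI grafts, 63.1 against the paper's 163.3 in healthy hosts and 424 against the paper's 1096.2 in hosts after SCI. *Tgm1* stood at 0.0159 against the paper's 0.03 in pre-graft NPC. *Serpina3n* stood at 6.09 against the paper's 2.8 in pre-graft NPC. *C4b* stood at 0.491 against the paper's 0.2 in pre-graft NPC. *Cdk1* stood at 39.5 against the paper's 99.8 in pre-graft NPC, 2.37 against the paper's 4.1 in SCI grafts and 2.05 against the paper's 3.5 in hosts after SCI (closed by TMM-scaled sizes). *Top2a* stood at 57.7 against the paper's 97.1 in pre-graft NPC, 3.63 against the paper's 6.3 in SCI grafts, 0.185 against the paper's 0.3 in healthy hosts (closed by TMM-scaled sizes) and 1.83 against the paper's 3.2 in hosts after SCI. *Mki67* stood at 11.6 against the paper's 19.7 in pre-graft NPC.

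For log2FC of grafts against pre-graft NPC, other reference groups were tried too, and gaps were closed only where a setting is named in brackets. *Gjb6* changed by 7.91 against the paper's 8.8 in uninjured grafts (closed by NPC P15 D3 as reference, chosen after seeing the values), 8.11 against the paper's 9 in SCI grafts (closed by NPC P15 D3 as reference, chosen after seeing the values) and 8.49 against the paper's 9.4 in double crush grafts (closed by NPC P15 D3 as reference, chosen after seeing the values). *Aqp4* changed by 7.91 against the paper's 8.6 in uninjured grafts (closed by Media pipette as reference and by NPC P15 as reference and by NPC P15 D3 as reference, chosen after seeing the values), 9.23 against the paper's 9.9 in SCI grafts (closed by NPC P15 as reference and by NPC P15 D3 as reference, chosen after seeing the values) and 9.00 against the paper's 9.7 in double crush grafts (closed by NPC P15 as reference and by NPC P15 D3 as reference, chosen after seeing the values). *Gfap* changed by 8.49 against the paper's 7.8 in uninjured grafts (closed by DCH 4h pipette as reference and by NPC P15 D2 as reference and by NPC P15 D3 as reference, chosen after seeing the values), 9.18 against the paper's 8.4 in SCI grafts (closed by NPC P15 D2 as reference and by NPC P15 D3 as reference, chosen after seeing the values) and 8.15 against the paper's 7.4 in double crush grafts (closed by NPC P15 D2 as reference and by NPC P15 D3 as reference, chosen after seeing the values). *Pla2g7* changed by 5.15 against the paper's 7 in uninjured grafts (closed by NPC P15 as reference and by NPC P15 D3 as reference, chosen after seeing the values), 5.99 against the paper's 7.8 in SCI grafts (closed by NPC P15 as reference and by NPC P15 D3 as reference, chosen after seeing the values) and 5.28 against the paper's 7.1 in double crush grafts (closed by NPC P15 as reference and by NPC P15 D3 as reference, chosen after seeing the values). *Kcnj16* changed by 3.06 against the paper's 5.7 in SCI grafts (closed by NPC P15 D3 as reference, chosen after seeing the values). *Slc1a2* changed by 5.01 against the paper's 5.8 in SCI grafts (closed by NPC P15 D3 as reference, chosen after seeing the values). *C4b* changed by 8.15 against the paper's 9.3 in SCI grafts (closed by NPC P15 D3 as reference, chosen after seeing the values). *S100b* changed by 5.75 against the paper's 6.7 in uninjured grafts (closed by NPC P15 D3 as reference, chosen after seeing the values), 5.85 against the paper's 6.8 in SCI grafts (closed by NPC P15 D3 as reference, chosen after seeing the values) and 5.20 against the paper's 6.1 in double crush grafts (closed by NPC P15 D3 as reference, chosen after seeing the values). *Clu* changed by 5.48 against the paper's 6.9 in SCI grafts (closed by Media pipette as reference and by NPC P15 D3 as reference, chosen after seeing the values).

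Some genes did not behave as stated. The paper counts *Slc7a10*, *Gjb6* and *Fam107a* among astrocyte genes generally increased by differentiation. Against NPC P15, *Slc7a10* was not a DEG under any condition, and *Gjb6* and *Fam107a* were only with 1% FBS. NPC P15 D2 and NPC P15 D3 as references gave *Slc7a10* a positive sign in SPONT, CNTF and IGF-1. NPC P15 D3 did so for *Fam107a* in CNTF. A net increase of reactivity genes is described for CNTF and 1% FBS only, and IGF-1 also had a median above 0 in the top 2000, at 2.00. *Fap* is listed as rising with serum. Its mean was higher at 1% (0.494 CPM) than in SPONT, and it was lower at 20% (0.0465 CPM) than at 1%. *Tgfb1* was a DEG at 10% and 20% only. *Kcnj1* is listed as falling, and it lay at the floor of 3 counts in all 4 libraries of each concentration and of SPONT.

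In hydrogel against medium, the paper lists *Slc25a5* as lower, and its log2FC was 0.10 (adjusted p = 0.12). It lists *Gpc5* among genes gained by grafts, and the log2FC was −0.80 (adjusted p = 0.44); NPC P15, NPC P15 D2 and, chosen after seeing the values, NPC P15 D3 as references gave a positive sign. *Pdgfra* and *Olig2* are listed as lower in SCI than in uninjured cord, and their log2FC were −0.42 (adjusted p = 0.33) and −0.02 (adjusted p = 0.97). *Cd22*, *Ms4a7* and *Clec4d* are listed among those varying most by environment, and none was a DEG in SCI or double crush against uninjured cord, with log2FC in double crush of 3.80 (adjusted p = 0.038), 4.39 (adjusted p = 0.037) and 6.14 (adjusted p = 0.018). *Snai2* is listed as higher in double crush, and its log2FC of 3.08 had an adjusted p of 0.032. *Timp1* is described as raised in double crush and negligibly in single crush, and it was higher in single crush as well (2.72, adjusted p = 3.7e-04).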

Other observations

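The tests of gene lengths, of the pre-graft reference, and of the reference for differentiation were chosen only after their results were seen, and the others of this part before.

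Counts of DEGs were set against other splits of the same libraries that part as many same-numbered pairs, so that each other split mixes libraries of both conditions. For NPC P5 vs ESC, NPC P15 vs ESC, NPC P30 vs ESC, NPC P15 D3 vs ESC, SPONT vs NPC P15, CNTF vs NPC P15, IGF-1 vs NPC P15, 1% FBS vs NPC P15, 5% FBS vs NPC P15, 10% FBS vs NPC P15, 20% FBS vs NPC P15, 1% FBS vs SPONT, 5% FBS vs SPONT, 10% FBS vs SPONT, 20% FBS vs SPONT, CNTF vs SPONT, IGF-1 vs SPONT and 5% FBS+CNTF vs 5% FBS, 1 of the 8 splits, the real one, gave as many DEGs. For NPC P15 D2 vs ESC, Media pipette vs NPC P15, DCH pipette vs NPC P15, DCH 4h pipette vs NPC P15, DCH pipette vs Media pipette, DCH 4h pipette vs Media pipette, NPC SCI 14d vs DCH pipette, NPC SCI 5d vs DCH pipette, NPC uninjured 14d vs DCH pipette, NPC dSCI 14d vs DCH pipette, NPC SCI 14d vs NPC SCI 5d, NPC SCI 14d vs NPC uninjured 14d, NPC dSCI 14d vs NPC uninjured 14d, NPC dSCI 14d vs NPC SCI 14d, SPONT vs Astro healthy, CNTF vs Astro healthy, IGF-1 vs Astro healthy and 1% FBS vs Astro healthy, it was 1 of the 16 splits. With 8 or 16 splits no share under 0.05 can be reached. For Astro SCI vs Astro healthy and NPC SCI 14d vs Astro healthy, it was 1 of the 32 splits. The largest count in any other split was 2094 DEGs for Astro SCI vs Astro healthy, 20, 14, 13 and 5 for 1% FBS, IGF-1, CNTF and SPONT against healthy hosts and 5 for grafts in SCI against uninjured cord. For DCH 4h pipette vs NPC P15 it stayed under 3% of the real count, and for the remaining comparisons it was 0.

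The 5-day grafts are single-read and shallow libraries and the 14-day grafts paired and deep ones. Across 12871 genes, the log2FC of 14 against 5 days correlated with that of the paired NPC P15 against the single-read NPC P15 D2 at r = 0.259, and with that of NPC P15 against the paired NPC P15 D3 at r = −0.00611, a difference of 0.265. Read type may thus carry part of the change from 5 to 14 days, and time cannot be told apart from it here. NPC P15 and NPC P15 D2 differ in depth as well as in read type. With the 14-day libraries thinned to a median of 14188374 counts, 835 DEGs were found, against 811 without thinning. Depth thus did not change the number of DEGs much. Whether the same genes were called, and whether r changed, was not tested, so a part played by depth is not excluded.

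Gene length correlated with log2FC at r = −0.179 over 15394 genes in hosts after SCI and at r = −0.0830 over 13994 genes in grafts. Both lie under 0.2 in size, the limit set for a length bias. Host sex was tied to injury: 7 of 9 healthy and 0 of 5 SCI libraries held more than 1 CPM of Y-linked genes, at least 64.3 CPM in each of the former. Of the DEGs between them, 3.30% (229 genes) lay on chromosomes X and Y, against 3.31% of tested genes, so sex chromosomes were not over-represented. An effect of sex on other chromosomes was not tested.

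*Xist* was present in 19 of 20 graft libraries above the highest level in NPC cultures and pipettes, 0.385 CPM, with at least 8.64 CPM where it was present. In the 32 cultures differentiated in vitro the highest level was 0.128 CPM. Differentiation in vitro thus did not bring it. RNA from female host cells is a candidate explanation, but the 7 host astrocyte libraries with under 1 CPM of Y-linked genes held only 2.65 to 6.16 CPM, less than each of the 19 grafts. Other host cells were not measured. That grafted cells switch it on in tissue cannot be told apart from host RNA.

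FPKM stood at a factor from the paper's that differed by gene, from 0.196 to 1.06 with a median of 0.745 over 145 genes, and 98.6% of the variance of its log2 lay between genes. That is consistent with another list of gene lengths, since a length scales a gene alike in every library.

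The paper's pre-graft FPKM, rescaled per gene, were met within 10% by NPC P15 D3 for 101 of 101 genes, at a median of 0.188% off. Other groups met it for 19 (NPC P5), 12 (NPC P30), 13 (NPC P15 D2), 9 (NPC P15), 12 (Media pipette), 11 (DCH pipette) and 10 (DCH 4h pipette) genes. For the 4 differentiation conditions, the median difference from the paper's log2FC averaged 0.0850 with NPC P15 D3 as the reference, 0.553 with NPC P15, 0.402 with NPC P5, 0.515 with NPC P15 D2 and 0.563 with NPC P30. The same call was made for 91.3–95.2% of 705 genes with NPC P15 D3 and for 75.5–78.4% with NPC P15. Another NPC group as reference, NPC P15 D3, is a candidate explanation for the differences in log2FC against NPC.

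*Trap1a*, singled out after its values were seen as the largest decrease from NPC P15 in the pipette groups, had 216 ± 6.30 CPM in NPC P15 and 188.2 ± 9.53 CPM in ESC. NPC P5 held 0.575 CPM, NPC P30 0.0413, NPC P15 D3 0.0135 and NPC P15 D2 0 in each of 6 libraries. In the 4 NPC P15 libraries it ran from 211 to 225 CPM. What sets these cultures apart was not tested.

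The 6 libraries of NPC P15 D2, of which the paper counts 4, held 54.5, 51.8, 52.4, 51.2, 55.1 and 52.6 CPM of *Gfap* in replicate order, with 14448426, 18085106, 15011283, 15626653, 13473855 and 16111035 counts.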
